# Compartment-specific small non-coding RNA changes and nucleolar defects in human mesial temporal lobe epilepsy

**DOI:** 10.1007/s00401-024-02817-8

**Published:** 2024-11-07

**Authors:** Vamshidhar R. Vangoor, Giuliano Giuliani, Marina de Wit, Carolina K. Rangel, Morten T. Venø, Joran T. Schulte, Andreia Gomes-Duarte, Ketharini Senthilkumar, Noora Puhakka, Jørgen Kjems, Pierre N. E. de Graan, R. Jeroen Pasterkamp

**Keywords:** Epilepsy, Human, microRNA, Non-coding RNA, Nucleolus, Small nucleolar RNA

## Abstract

Mesial temporal lobe epilepsy (mTLE) is a debilitating disease characterized by recurrent seizures originating from temporal lobe structures such as the hippocampus. The pathogenic mechanisms underlying mTLE are incompletely understood but include changes in the expression of non-coding RNAs in affected brain regions. Previous work indicates that some of these changes may be selective to specific sub-cellular compartments, but the full extent of these changes and how these sub-cellular compartments themselves are affected remains largely unknown. Here, we performed small RNA sequencing (RNA-seq) of sub-cellular fractions of hippocampal tissue from mTLE patients and controls to determine nuclear and cytoplasmic expression levels of microRNAs (miRNAs). This showed differential expression of miRNAs and isomiRs, several of which displayed enriched nuclear expression in mTLE. Subsequent analysis of *miR-92b*, the most strongly deregulated miRNA in the nucleus, showed accumulation of this miRNA in the nucleolus in mTLE and association with snoRNAs. This prompted us to further study the nucleolus in human mTLE which uncovered several defects, such as altered nucleolar size or shape, mis-localization of nucleolar proteins, and deregulation of snoRNAs, indicative of nucleolar stress. In a rat model of epilepsy, nucleolar phenotypes were detected in the latency period before the onset of spontaneous seizures, suggesting that nucleolar changes may contribute to the development of seizures and mTLE. Overall, these data for the first time implicate nucleolar defects in the pathogenesis of mTLE and provide a valuable framework for further defining the functional consequences of altered sub-cellular RNA profiles in this disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00401-024-02817-8.

## Introduction

Epilepsy is one of the most common and severe neurological diseases affecting 70 million individuals worldwide [16, 88]. Mesial temporal lobe epilepsy (mTLE) is the most common form of focal epilepsy where recurrent unprovoked seizures originate from temporal lobe structures in the brain [31]. In addition to treatment with anti-epileptic drugs, surgical resection of epileptic foci is performed in approximately 60% of drug-resistant patients as a last resort to attain seizure freedom [111]. The pathogenic mechanisms underlying mTLE are still incompletely understood but constitute a crucial starting point for the development of further therapeutic strategies.

Transcriptomic studies performed on resected human mTLE patient tissue indicate large-scale deregulation of the gene expression landscape in the brain, highlighting critical pathways underlying inflammation, gliosis, synaptic structure, and neuronal function [26, 41, 42, 44, 55, 90, 106, 114, 130]. Thus far, studies have mostly focused on transcriptomic changes at the tissue or cellular level, but much less is known about sub-cellular gene expression patterns in mTLE. However, it is becoming increasingly evident that it is important to understand the sub-cellular repertoire of different RNA molecules and to understand the mechanisms that govern their distribution within cells [75, 116, 138, 139]. For example, it has been shown that sub-cellular mRNA localization provides a means to spatially control protein production and transport [7, 105, 115]. Further, long non-coding RNA (lncRNA) molecules often exert specific functions in distinct cell compartments, such as the nucleus or cytoplasm [17, 123, 138]. Similarly, studies on small non-coding RNAs (sncRNAs), e.g., microRNAs (miRNAs), identify unexpected localization or functions in the nucleus. MiRNAs are well known for their ability to bind complementary target regions in cognate mRNAs and thereby to function as posttranscriptional regulators by destabilizing target mRNA expression or by inhibiting protein translation in the cytoplasm [6, 29]. However, miRNAs can also act in the nucleus as gene expression regulators, by targeting promoter or enhancer regions, or to control their own biogenesis or that of other miRNAs [40, 48, 50, 117, 129, 140, 142]. Nuclear localization of miRNAs has been described in post-mitotic neuronal cells and in the maintenance of adult neural stem cell quiescence in zebrafish [58, 61]. Our understanding of the neuronal sub-cellular distribution of miRNAs in disease states is rather rudimentary but may aid the dissection of disease mechanisms in brain diseases such as mTLE [56].

Recent studies localize nuclear miRNAs to the nucleolus where these molecules may affect ribosomal RNA (rRNA) biogenesis and protein synthesis (reviewed in [78]. The nucleolus is a nuclear membrane-less substructure of the nucleus in which different ncRNAs localize and function. It serves a canonical function in rRNA synthesis and ribosomal sub-unit assembly required for protein translation [3, 27, 30]. In addition, it can sequester proteins involved in DNA repair and cell cycle progression, thereby regulating their concentration between normal and stress conditions and controlling cellular homeostasis (reviewed in [12, 52, 82, 121]). Conversely, key structural proteins of the nucleolus, e.g., nucleophosmin (NPM1 or B23) and nucleolin (NCL or C23), shuttle between the nucleolus and nucleoplasm or cytoplasm, interact with many protein and RNA molecules, and mediate different functions [52, 71, 113]. The nucleolus senses conditions of cellular stress and mediates the activation of ribosomal machinery for protein production and regulates the localization of proteins required for rescuing cellular processes [21]. Changes in nucleolar morphology and molecular composition affect nucleolar activity and cellular homeostasis, as observed in human diseases such as cancer and neurodegenerative disorders [38, 47, 93, 136]. Small nucleolar RNAs (snoRNAs), a class of regulatory RNAs localized to the nucleolus, regulate rRNA maturation and biogenesis, and the modification of other RNAs with diverse functional roles [13, 37, 63]. However, despite its important physiological functions and implication in disease, the nucleolus remains largely unexplored in the context of mTLE.

Here, we performed small RNA sequencing (RNA-seq) of sub-cellular fractions of hippocampal tissue from mTLE patients and controls to examine nuclear and cytoplasmic expression of miRNAs. This showed differential expression of miRNAs and isomiRs, several of which displayed enriched nuclear expression. More in-depth analysis of *miR-92b*, the most strongly deregulated miRNA in nuclear fractions, showed accumulation of this miRNA in the nucleolus in mTLE and association with snoRNAs in the nucleus. This prompted us to further study the nucleolus which revealed mis-localization of key nucleolar proteins and deregulation of snoRNAs. Overall, these data identify prominent changes in the sub-cellular distribution of miRNAs and other classes of sncRNAs, and for the first time implicate nucleolar dysfunction in mTLE.

## Materials and methods

### Human tissue

Hippocampus (HC) and neocortical (Cx) tissue was obtained from human pharmacoresistant mTLE patients and Cx tissue adjacent to tumor after surgery at the University Medical Center Utrecht, as described previously [56, 124]. Informed consent was obtained from all patients for use of tissue and clinical information for research purposes and all procedures were approved by the Review board of University Medical Center Utrecht (Utrecht, The Netherlands). Postmortem human HC and Cx tissue from Alzheimer’s disease (AD) patients and healthy control individuals was obtained from the Netherlands Brain Bank (Amsterdam, The Netherlands). Written informed consent was obtained from all donors for brain autopsy and for use of the material and clinical information for research purposes, and the study was performed according to the ethical standards set by the 1964 Declaration of Helsinki. Use of postmortem tissue and clinical information for research purposes was approved by the medical ethics board of the Amsterdam University Medical Center (Amsterdam, The Netherlands). For HC, a total of five HC mTLE [non-hippocampal sclerosis (HS) (male and female)] and five control HC (male and female) samples were used for RNA-seq. For Cx, samples from six mTLE [non-HS (male and female)] and six HS International League Against Epilepsy ((ILAE) Type 1 (male and female) or mTLE + HS) patients and six controls were used for RNA-seq. Details of all human tissue samples used for RNA-seq and follow-up experiments are shown in Supplementary excel file (Tab1 and Tab2). All tissue samples were controlled for the presence of anatomical regions by performing Nissl staining on individual cryo-sections.

### Nuclear-cytoplasmic fractionation of human hippocampus and cortex

Before fractionation, frozen brain samples were powdered in dry ice using a mortar pestle. Approximately 500 mg of powdered tissue was resuspended in Hypotonic Lysis Buffer (HLB) [10 mM Tris (pH 7.4), 3 mM CaCl_2_, 2 mM MgCl_2_, 1% Nonidet P-40 (Sigma), protease inhibitor (Catalogue# 11873580001, Roche), 60 U SUPERase-In™ RNase inhibitor/mL (Catalogue# AM2694, ThermoFisher Scientific)] for 10 minutes (min) on ice to lyse: homogenization and lysis were enhanced with the help of 30–80 strokes in a tightly fitting glass Douncer. The cytoplasmic fraction was collected following gentle centrifugation (500 g) for 5 min at 4 °C, and frozen in Qiazol (Qiagen) until RNA purification. The semi-pure nuclear fraction (pellet) was resuspended in 2 ml Sucrose Buffer I [0.32 M Sucrose, 5 mM CaCl_2_, 3 mM Mg(CH_3_COO)_2_, 0.1 mM EDTA, 10 mM Tris (pH 8.0), 0.5% Nonidet P-40, 1 mM DTT, 25 U SUPERase-In/mL] and placed on top of two thicker sucrose cushions: Sucrose Buffer II [1.6 M Sucrose, 3 mM Mg(CH_3_COO)_2_, 0.1 mM EDTA, 10 mM Tris (pH 8.0), 1 mM DTT, Protease Inhibitor, 35 U SUPERase-In/ml], and a Sucrose Buffer III [2.0 M Sucrose, 3 mM Mg(CH_3_COO)_2_, 0.1 mM EDTA, 10 mM Tris (pH 8.0), 1 mM DTT, 35 U SUPERase-In/mL, Protease Inhibitor], respectively, in ultracentrifugation tubes (Beckman Coulter). Samples were centrifuged using a SW41.4 rotor at 30,000 g at 4 °C for 45 min. Pure nuclei were collected and stored in Qiazol (Qiagen) at − 80 °C until RNA extraction was performed.

### RNA extraction and quality check

Total RNA was extracted from fractionated human samples using miRNeasy Mini Kit (Catalogue# 217084, Qiagen) according to the manufacturer's instructions and DNase-I treated using RNase free-DNase (Catalogue# 79254, Qiagen) to eliminate genomic DNA contamination. When required, RNA was further purified using RNA Clean-Up and Concentration Kit (Catalogue# 23600, Norgen Biotek Corporation). Finally, RNA integrity (RIN) value was estimated in an Agilent 2100 Bioanalyzer (Agilent Technologies) (Supplementary excel file (Tab1).

### Quality control fractionation procedure

The efficiency of the fractionation protocol was estimated at the protein level by western blotting (WB) and at the RNA level by quantitative PCR (RT-qPCR). For WB analysis, a fraction of cytoplasmic and nuclear samples were collected in RIPA buffer (50 mM Tris, pH.7.5, 150 mM NaCl, 0.5% NP-40, 0.5% NaDoc, 1% Triton, Protease inhibitors in MilliQ). Nuclear sample was lysed by passing through a 27 g needle (BD Plastipak) for five times followed by sonication. 12 µl of the cytosol and 6 µl of nuclear protein samples were resuspended in 4 × NuPAGE LDS Sample buffer (Catalogue# NP0007, ThermoFisher Scientific) and heated at 95 °C for 5 min. The samples were separated in SDS-PAGE gels (8%) for approximately 1 h at 160 V, until the dye ran out of the gel. Separated proteins were transferred onto nitrocellulose blotting membrane (GE Healthcare) for 1 h at 100 V under cold conditions. Then, blots were blocked for 1 h at room temperature (RT) in 5% milk powder in 1 × TBS-Tween. Blots were incubated overnight at 4 °C with antibodies against the nuclear-enriched protein fibrillarin (FBRL) (1:1000, C13C3, Catalogue# 2639S, Cell Signaling Technology) or the cytoplasmic-enriched protein *β*-tubulin (1:2000, Catalogue# T4026, Sigma-Aldrich) in blocking buffer. ﻿Blots were stained with peroxidase-conjugated secondary antibodies (1:30000 for HRP-anti-mouse, Catalogue#1705046, Bio-Rad; 1:50000 for HRP-anti-rabbit, Catalogue#1705047, Bio-Rad) for 1 h at RT in 1 × TBS-Tween, and signal was detected by incubating blots with Pierce ECL substrate (Catalogue# 34076, Thermo Fisher Scientific). Images were acquired using a FluorChem M imaging system (Protein Simple). Different antibodies and conditions used for WB are in Supplementary excel file (Tab3).

RNA levels of nuclear-enriched markers (*NEAT1*, *GOMAFU*, and *pre-GAPDH*) and cytoplasmic-enriched markers designed to amplify an intron spanning amplicon (*GAPDH*) were measured by RT-qPCR, both in cytoplasmic and nuclear preparations. Briefly, 100 ng of total RNA reaction was reverse transcribed using the SuperScript III First-Strand Synthesis System (Catalogue# 18080051, ThermoFisher Scientific) with random hexamers, according to the manufacturer’s instructions. RT-qPCR quantification of mRNA was conducted using FastStart Universal SYBR Green Master (Rox) (Roche) for all samples, in triplicates, in a QuantStudio™ 6 Flex Real-Time PCR System (ThermoFisher Scientific). Real-time reactions were carried out as follows: pre-denaturation at 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and 60 °C for 1 min. Melting curves were generated for the final PCR products by decreasing the temperature to 60 °C for 1 min followed by an increase in temperature to 95 °C. Primer sequences used for RT-qPCR reactions are listed in Supplementary Table 1.

### Library preparation and small RNA sequencing

For miRNA library construction and sequencing, small RNAs < 200 nucleotides were purified using the *mir*Vana microRNA isolation kit (Catalogue# AM1560, Ambion, ThermoFisher Scientific). One hundred nanograms of small RNA was prepared for sequencing using the TruSeq Small RNA preparation kit (Illumina, San Diego, California, USA). Small RNA sequencing was performed on an Illumina HiSeq 4000 sequencer at the Beijing Genomics Institute (BGI), Hongkong, China.

### RNA sequencing analysis

#### miRNA analysis

Following trimming of low-quality bases and adapter sequences with FASTQ-MCF (version 0.0.13), processed reads were mapped using Bowtie. MiRNA alignment was performed against the human reference from miRBase (release v21). For differential expression analysis, count data for miRNAs were analyzed for differential expression (DE) in R using the Bioconductor package EdgeR version 3.12.1 [103] with the trimmed mean of *M*-values (TMM) normalization method [104]. Adjusted *P *values for multiple testing were calculated using the Benjamini–Hochberg false discovery rate (FDR) and only genes with an FDR < 0.05 were considered significantly differentially expressed. All raw files, count data, and the DE data are deposited at Gene expression Omnibus (GEO) with accession number GSE245228. Results from the data analysis and the list of DE genes are provided in Supplementary excel file (Tab4 to Tab11).

#### IsomiR analysis

IsomiR analysis was performed using the IsomiRage Java tool [86]. Briefly, -map bowtie output files were used as inputs for the Isomirage pipeline that returned a table containing the number of reads for each isoform in each biological sample. Significant changes in isoform expression were detected using EdgeR, as described above. Summarizing heatmaps and plots were generated in R using pheatmap and ggplot2, respectively. All raw files, count data and the DE data are deposited at Gene expression Omnibus (GEO) with accession number GSE245228. List of DE isomiRs are provided in Supplementary excel file (Tab12 to Tab17).

#### SnoRNA analysis

DE analysis for all ncRNAs with a focus on snoRNAs was performed by analyzing the small RNA-seq datasets generated from nuclear and cytoplasmic compartments of hippocampal control and mTLE non-HS samples (Fig. 1). The quality of obtained fastq files was assessed by fastQC version 0.10.0 [131]. Sequenced reads were trimmed (Illumina RA3 adapter: TGGAATTCTCGGGTGCCAAGG), filtered (> 18nt) using Cutadapt 3.4 [76] and assigned using Salmon 1.5.2 to a built index for human ncRNA (Biomart Ensembl human version 99) [96]. Before mapping, the k-mer size was optimized using randomly selected samples from cytoplasm and nucleus and different k-mer sizes to build indexes (from 13 to 23, odd numbers). The mapping rate and the average of transcripts per million counts (TPM) were compared to select the best experimental design (Supplementary Table 2 and 3). Furthermore, we also assigned the same samples to a snoRNA index obtained from RNA central database using different k-mer sizes [97]. After optimization and mapping using k-mer 13 as default, read counts were combined accordingly to snoRNA classes (Supplementary excel file (Tab19)). DE genes were detected using the raw counts from Salmon through DESeq2 package in R studio (version 1.4.1103) following the default parameters, including Benjamin–Hochberg adjusted *p* value for false discovery rate (FDR). Genes were only considered DE if adjusted *p* value < 0.05 and log2 fold change > 1. Four HC controls and five HC mTLE non-HS small RNA-seq datasets were included in the analysis. One of the control samples displayed variation in clustering on the PCA and heat maps and was hence excluded from the final analysis (data not shown). Results from the data analysis and the list of DE genes are provided in Supplementary excel file 4 (Tab19 and Tab20).

**Fig. 1:**
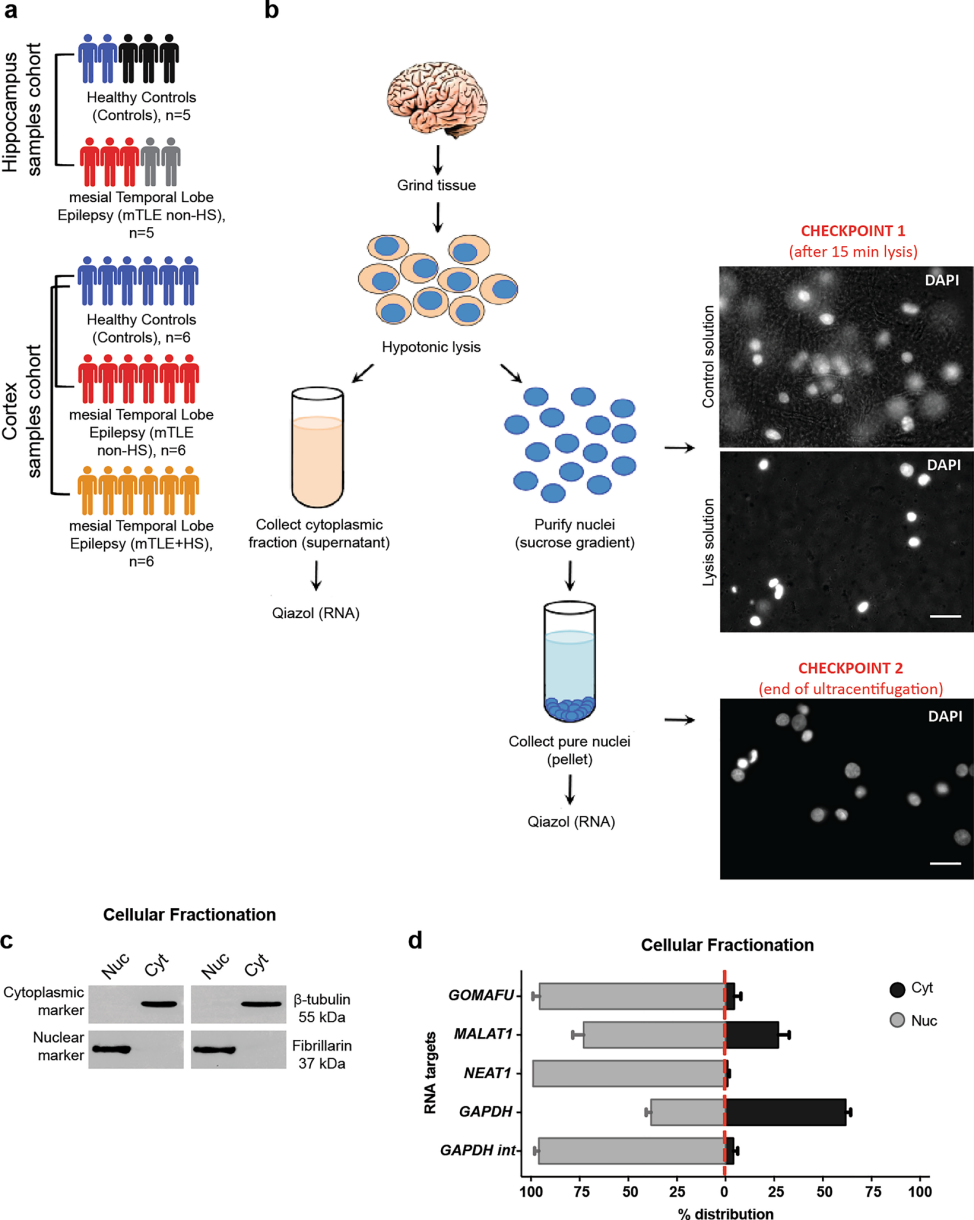
Nuclear fractionation of human brain tissue. **a** Schematic illustrating the different cohorts (resected brain material from mTLE patients and postmortem control tissue) used for small RNA-seq of hippocampal and cortical tissue. *non-HS*, no hippocampal sclerosis; + *HS*, hippocampal sclerosis. **b** Overview of the key steps of the cell fractionation procedure to isolate pure nuclear and cytoplasmic RNA samples. **c** Western blot analysis of nuclear (Nuc) and cytoplasmic (Cyto) fractions. Fibrillarin and *β*-Tubulin were used as nuclear and cytoplasmic markers, respectively. Consistent with its sub-cellular localization, fibrillarin was specifically detected in the nuclear fraction, whereas anti-*β*-tubulin antibody showed signal only in cytoplasmic fractions. *n* = 3 experiments were performed with similar results with both hippocampal and cortical tissue (*n* = 1 each) samples. **d** Quantitative RT-PCR for *GOMAFU*, *MALAT1*, *NEAT1*, *GAPDH* and *GAPDHint* (an intron retained variant of *GAPDH*) on nuclear and cytoplasmic RNA samples. Higher levels of *GAPDH* were reported in the cytoplasmic fraction, whereas the other genes were enriched in nuclear fractions. Enrichment is represented as a percentage of the distribution (% distribution) of a marker gene across the nuclear and cytoplasmic compartments. *n* = 3 experiments were performed with similar results, with *n* = 2 mTLE non-HS and one control human tissue samples. Data shown as means + SD

### Prediction of 2′-O-ribose methylation (Nm) sites

To predict the methylation function of DE snoRNAs that are also interacting with *miR-92b*, we predicted methylation sites for *snoRD14E*, *snoRD35B*, and *snoRD38A* using the Plexy tool [59]. SnoRNA sequences were given as input, with annotated header informing the location of D- and/or D prime-box. Further methylation sites were predicted by specifying the target database; cDNA sequences (for mRNA targets) and ncRNA (for rRNA and other RNA classes) (Biomart Ensembl human version 99). The snoRNA sequences used for prediction, as well as the obtained list of predicted methylation sites are provided in Supplementary excel file (Tab21 to 24).

### Validation of DE miRNAs by quantitative RT-PCR

For validation and replication of sequencing data, we performed RT-qPCR for 8 selected miRNAs (5 significant DE nuclear-enriched miRNAs with highest mean expression and 3 significant DE cytoplasmic-enriched miRNAs with highest mean expression). Ten nanograms of total RNA reaction was reverse transcribed using the miRCURY LNA RT Kit (Catalogue# 339340, Qiagen) according to the manufacturer's instructions. Real-time RT-PCR (RT-qPCR) for quantification of the miRNAs amount was conducted using miRCURY LNASYBR Green PCR Kit (Catalogue# 339345, Qiagen) for all samples, in triplicate, with a QuantStudio™ 6 Flex Real-Time PCR System (ThermoFisher Scientific). miRCURY LNA miRNA PCR assay primers (Catalogue# 339306, Qiagen) were used to detect the expression levels of miRNAs. Real-time reaction was carried out as follows: pre-denaturing at 95 °C for 10 min, followed by 40 cycles at 95 °C for 10 s and 56 °C for 1 min. Melting curves were generated for the final PCR products by decreasing the temperature to 60 °C for 1 min followed by an increase in temperature to 95 °C. Real-time PCR MyIQ software (Bio-Rad, RRID:SCR_019736) was used to determine the amplification cycle in which product accumulation was above the threshold cycle values (CT). Relative quantification was determined using the 2^−ΔCT^ method [72] and normalized to the endogenous 5S. Unpaired Welch t test was used for multiple comparisons with a 95% confidence cutoff. We considered the difference between comparisons to be significant when *P* < 0.05 (*P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.001).

### miRNA in situ hybridization and co-labeling with antibodies

Non-radioactive in situ hybridization (ISH) was performed as described previously [89, 124]. Tissue sections of fresh-frozen specimens from at least three or four patients and postmortem controls were used for ISH. Similarly, ISH was performed on paraffin tissue sections from at least three pilocarpine rats and their corresponding controls for each timepoint. For fresh-frozen tissue sections, 16 µm thick sections from human tissue were collected on adhesive-coated glass slides and stored at – 80 °C until used. For paraffin embedded tissue sections, 7 µm-thick sections were deparaffinized and rehydrated before continuing with ISH.

Tissue sections were fixed by treatment with 4% PFA for 10 min at RT, acetylated (10 min at RT), and treated with proteinase K (5 µg/ml in 1 × PBS) for 5 min at RT. Following three washes in 1 × PBS prehybridization was performed for 1 h at RT. Hybridization of the probe was performed by incubating with 10 or 20 nM of double-digoxigenin (DIG) (3’ and 5’) labeled locked nucleic acid (LNA)-modified probe for *hsa-miR-92b-3p* (20 nM), *hsa-miR-124-3p* (10 nM), *hsa-miR-423-3p* (20 nM), or LNA-DIG scrambled miR-probe (Catalogue# 339111, Qiagen) overnight at 55 °C. Following, slides were washed in 0.2 × SSC at 60 °C for 1 h and blocked in B1 solution (0.1 M Tris pH 7.5, 0.15 M NaCl) for 1 h at RT. Finally, sections were incubated with anti-digoxigenin-AP Fab-fragments antibody (1:2500, Catalogue# 11093274910, Roche) and 10% FCS in B1 buffer overnight at 4 °C. Slides were washed with B1 and treated with NBT and BCIP substrate (NBT/BCIP stock solution, Catalogue# 11681451001, Roche) in B3 buffer (0.1 M Tris pH 9.5, 0.1 M NaCl, 50 mM MgCl_2_) from 5 to 20 h at RT. Staining was monitored regularly and stopped by washing in 1 x PBS. Sections were mounted using Fluorsave™ reagent (Catalogue# 345789, Merck Millipore) or antibody staining was performed. Following ISH tissue sections were incubated with FBRL primary antibody (1:400, Cell Signaling Technology) diluted in 0.3% Triton-X-100, 0.2% bovine serum albumin (BSA), 3% normal goat serum (NGS) in 1 × PBS overnight at 4 °C. Sections were washed in 1 × PBS and incubated with secondary antibody (1:500, AlexaFluor-488, Catalogue# ab150077, Abcam) in 1 × PBS for 1.5 h at RT. Finally, nuclei were stained with 4',6-diamidino-2-phenyindole (DAPI, 1x, Catalogue# D9564, Sigma-Aldrich) in 1 × PBS for 10 min at RT and sections were mounted using Fluorsave™ reagent (Merck Millipore) mounting medium. Images were acquired with AxioScope microscope (Zeiss) and processed using ImageJ/Fiji ([109]RRID:SCR_002285).

### Cell culture and cell lines

Mouse Neuro2A neuroblastoma cells (RRID:CVCL_0470) were purchased from ATCC (CCL-131™). Cells were cultured in Dulbecco's modified Eagle's medium (DMEM), containing 10% FBS (ThermoFisher Scientific) and penicillin/streptomycin (100 U/ml and 100 mg/ml, respectively) at 37 °C and 5% CO2. Transient expression of biotinylated mimics was conducted for 6 h using the TransIT-X2 Dynamic Delivery System (Catalogue# MIR6004, Mirus) according to the manufacturer’s instructions. After 6 h, cells were washed with 1 × PBS and returned to regular medium for 2 days. For immunoprecipitation, 25 cm plates at ∼ 80–90% confluence were transfected with biotinylated mimics (25 nM final concentration) and 120 µl of TransIT-X2 Dynamic Delivery System, to reach approximately ∼ 85–90% transfection efficiency.

### Nuclear-cytoplasmic fractionation Neuro2A cells and RNA co-immunoprecipitation

Fractionation of Neuro2A cells was performed using the protocol described for human brain tissue with some modifications. Briefly, Neuro2A cells ready to be fractionated were trypsinized, washed twice with pre-chilled PBS, and lysed in Hypotonic Lysis Buffer (HLB) [10 mM Tris (pH 7.4), 3 mM CaCl_2_, 2 mM MgCl_2_, 1% Nonidet P-40, Protease inhibitor, 60 U SUPERase-In/ml] for 10 min on ice to lyse. Approximately 10–30 strokes of a tight fitted glass Douncer were applied to enhance the lysis process. Following gentle centrifugation (500 *g* × 5 min at 4 °C), the semi-pure nuclei (pellet) were resuspended in 2 ml Sucrose Buffer I [0.32 M Sucrose, 5 mM CaCl_2_, 3 mM Mg(CH_3_COO)_2_, 0.1 mM EDTA, 10 mM Tris (pH 8.0), 0.5% Nonidet P-40, 1 mM DTT, 25 U SUPERase-In/mL] and layered on top of a 2.0 M Sucrose Buffer II [2.0 M Sucrose, 3 mM Mg(CH_3_COO)_2_, 0.1 mM EDTA, 10 mM Tris (pH 8.0), 1 mM DTT, Protease Inhibitor, 35 U SUPERase-In/ml], and 2.3 M Sucrose Buffer III [2.3 M Sucrose, 3 mM Mg (CH_3_COO)_2_, 0,1 mM EDTA, 10 mM Tris (pH 8.0), 1 mM DTT, 35 U SUPERase-In/ml, Protease Inhibitor], respectively, in ultracentrifugation tubes (Beckman Coulter). Samples were centrifuged using a Ti70 rotor at 30,000 *g* at 4 °C for 45 min. Pure nuclei were collected and stored in Qiazol (Qiagen), for RNA analysis, or in RIPA buffer (50 mM Tris, pH.7.5, 150 mM NaCl, 0.5% NP-40, 0.5% NaDoc, 1% Triton, Protease inhibitor (Roche) in MilliQ) for co-immunoprecipitation of biotinylated mimics. RNA co-immunoprecipitation was performed as described previously [124]. The efficiency of the fractionation protocol was checked by protein and RNA assays. Western blotting was performed probing both nuclear and cytoplasmic protein samples against the nucleus-enriched protein fibrillarin and the cytoplasm-enriched protein *β*-tubulin. RNA levels of nuclear-enriched markers (*Neat1, Gomafu, pre-Gapdh*) and cytoplasmic-enriched markers (*Gapdh*) were measured by RT-qPCR in both cytoplasmic and nuclear preparations. Briefly, 100 ng of total RNA reaction was reverse transcribed using the SuperScript III First-Strand Synthesis System (ThermoFisher Scientific) with random hexamers according to the manufacturer's instructions. RT-qPCR for quantification of mRNA was conducted using FastStart Universal SYBR Green Master (Rox) (Roche) for all samples, in triplicate, with a QuantStudio™ 6 Flex Real-Time PCR System (ThermoFisher Scientific). Real-time reaction was carried out as follows: pre-denaturing at 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and 60 °C for 1 min. Melting curves were generated for the final PCR products by decreasing the temperature to 60 °C for 1 min followed by an increase in temperature to 95 °C. The primer sequences used for RT–qPCR reactions are shown in Supplementary Table 1.

### RNA sequencing and analysis of immunoprecipitated samples

Three samples per group were used for RNA sequencing. The NEBNext Ultra Directional RNA Library Prep Kit for Illumina (Catalogue# NEBE7760, New England Biolabs) was used to process the samples. Sample preparation was performed according to NEBNext Ultra Directional Library Prep Kit for Illumina (Catalogue# NEBE7420S/L, New England Biolabs) protocol. Briefly, using oligo-dT magnetic beads, mRNA was isolated from total RNA, followed by mRNA fragmentation and cDNA synthesis. The resulting cDNA was ligated with the sequencing adapters followed by PCR amplification. The yield and quality of the samples was estimated using a Fragment analyzer, where the size of the resulting products was consistent with the size distribution showing a broad peak between 300 and 500 bp. Subsequently, clustering and DNA sequencing were performed using the Illumina cBot and HiSeq 4000, according to the manufacturer’s protocol. HiSeq control software HCS v3.3.52 was used. The sequencing experiments were performed at GenomeScan B.V., Leiden, The Netherlands. Image analysis, base calling, and quality check were performed with the Illumina data analysis pipeline RTA v2.7.3 and Bcl2fastq v2.17. Quality filtered sequencing tags were stored as raw data for further analysis. Adaptor reads were trimmed using Trimmomatic v0.30. Reads were mapped to mouse GRCm38 (mm10) genome using Tophat2. From the mapped reads, transcripts were assembled using Cufflinks. Differential gene expression analysis was performed using Ciffdiff (Cufflinks package). Using R package cummeRbund output plots were made. All raw files, count data and the DE data are deposited at Gene expression Omnibus (GEO) with accession number GSE269625. Panther overrepresentation analysis was performed for Reactome pathways on the significantly DE genes, and FISHER test and FDR correction were applied to obtain significantly enriched pathways [79, 119]. Results from the data analysis and the list of DE genes are provided in Supplementary excel file (Tab25 and Tab26).

### Immunohistochemistry and western blot analysis

Immunohistochemistry and western blotting on human tissue were performed as previously described [124]. For immunostaining, 16 µm-thick human tissue sections were blocked for 1 h at RT and incubated with primary antibodies: nucleophosmin (NPM1) (FC-61991, Catalogue# 32–5200, ThermoFisher Scientific), FBRL (Cell Signaling Technology), nucleolin (C23) (MS-3 (Catalogue# sc-8031, Santa Cruz Biotechnology), or CBX4 (E6L7X, Catalogue# 30,559; Cell Signaling Technology) antibodies diluted in 0.2% BSA, 3% NGS in 1 × PBS overnight at 4 °C. Tissue samples were washed and incubated for 1.5 h at RT with the appropriate secondary antibodies (Alexa Fluor 488 or Alexa Fluor 568, (Catalogue#s ab150077, ab175471, ab175473, Abcam or Catalogue# A-11029, ThermoFisher Scientific) diluted in 1 × PBS. Finally, slides were washed in 1 × PBS and stained for nuclei with DAPI for 10 min at RT and mounted with ProLong™ Gold mounting medium (Catalogue # P0144, ThermoFisher Scientific). Images were acquired with confocal microscope with either 40 × or 63 × oil immersion objective (LSM880, Carl Zeiss) and processed using Fiji.

For analysis of total protein levels in human samples and Neuro2A cells transfected with guide RNAs targeting *Npm1*, protein concentration was estimated with the BCA assay. Unless specified otherwise, 10 µg of protein lysate was diluted with 4 × Nu-PAGE sample buffer (with 10% *β*-mercaptoethanol in MilliQ) and boiled for 5 min at 95 °C. SDS-PAGE gels were used to resolve the proteins, after resolving proteins were transferred onto nitrocellulose membrane (GE healthcare). Blots were blocked with 5% milk powder in 1 × TBS-Tween for 1 h at RT, following which incubated with respective primary antibody in blocking solution ON at 4 °C. Primary antibodies used for WB, FBRL, *β*-actin (Catalogue# A5316, Sigma-Aldrich), C23, NPM1, CBX4, and CBX8 (D208C; Catalogue# 14696; Cell Signaling Technology). Details of antibodies, dilutions, and incubation conditions for immunostaining and western blotting are provided in Supplementary excel file (Tab3).

Following washes, blots were incubated with peroxidase-conjugated secondary antibodies [HRP-anti-rabbit (Bio-Rad)] or HRP-anti-mouse (Bio-Rad) in 1 × TBS-Tween for 1 h at RT, followed by incubating with Pierce ECL substrate (ThermoFisher Scientific) to detect signal and images were acquired by FluorChem M imaging system (Protein Simple). Individual band intensities were measured using ImageJ from the protein of interest and corresponding loading control *β*-actin band. Differences in expression were estimated after normalizing to *β*-actin and statistical significance was estimated by Mann–Whitney test using Graphpad Prism (version 9) software (RRID:SCR_002798). For assessing FBRL protein levels, blots were blocked in Supermix blocking solution (Tris 50 mM, NaCl 154 mM, 0.25% gelatin, 0.5% Triton X-100 in MilliQ, pH 7.4) after transfer for 10 min at RT and incubated with rabbit FBRL and mouse *β*-actin antibody ON at 4 °C. The next day, blots were washed in 1 × TBS-tween and incubated with secondary antibodies coupled with IR dyes (antirabbit-IRdye 800 1:5000 (Catalogue# 926–32211) and anti-mouse-IRdye 700 1:2000 (Catalogue# 926–68070); LI-COR Biosciences) in 1 × TBS-Tween for 1 h at RT. Finally, signals were obtained by scanning on an Odyssey Clx imaging system (Li-COR Biosciences) using Li-COR Image studio version 3.1 software (RRID: SCR_015795). Band intensities were measured and the relative expression between conditions was estimated after normalizing to *β*-actin. Statistical significance was calculated with the Mann–Whitney test using Graphpad Prism (version 9) software.

### Image analysis

Unless specified otherwise, image quantification was performed in the different Cornu Ammonis (CA) regions of HC and only cells that resembled pyramidal neurons were included in the analysis. Details of patient and control samples used for analysis are provided in Supplementary excel file 1 (Tab1 and Tab2). For estimating the number of nucleoli with miRNA signal in human TLE and AD tissue, cells with *miR-92b* or *miR-124* ISH signals were counted in the CA1, CA3, and CA4 hilar regions of the HC. The average number of cells per region was estimated and statistical significance was calculated. Tissue sections from four controls, four mTLE non-HS, four mTLE + HS, three AD (Braak6), and two AD (Braak5) patients were used for the analysis.

For measuring the size and shape of nucleoli based on NPM1 immunostaining in control, mTLE non-HS and mTLE + HS tissue, confocal images acquired using 40 × objective were processed using ImageJ. Area of NPM1 staining marking neuronal nucleoli was measured and plotted for each condition. For the shape of the nucleoli, the circularity plugin on ImageJ was used, and values closer to 1 indicate circular shape, whereas lower value indicate more elongated or distorted shapes. Tissue sections from four controls, four mTLE non-HS, and four mTLE + HS were used for the analysis.

For estimating the size of nucleoli in rat pilocarpine HC tissue, confocal z-stack images were acquired using a 40 × objective with similar settings for the different conditions. ImageJ was used for processing and thresholding the images to obtain a clear NPM1-positive area as circles that label the GC area of the nucleoli. Next, using the Particle analysis plugin, particles > 1 µm were measured for estimating the average size of NPM1-positive area per image with clearly distinct nucleolus-like structures. Finally, the average nucleolus area between control and SE + conditions was estimated at different timepoints in different regions of the HC. For 2 wk, four controls and four SE + animals, and for 19 wk two controls and three SE + animals with images from both right and left HC were used for analysis. For quantification of nuclear *miR-92b* expression levels in control and pilocarpine SE + animals, mean ratios of miRNA ISH signal were estimated by densitometry analysis measuring *miR-92b* signal in the nucleus based on DAPI-positive area in the blue channel in the same cell using a previously described formula [128]. Ten images from three control animals at 2 weeks and ten images from each of three SE + animals at 2 weeks, 4 weeks, 8 weeks, and 19 weeks after SE were used for the analysis.

For quantification of the localization, intensity, and size of nucleoli based on C23 fluorescence, confocal images acquired using a 63 × objective were processed with ImageJ in each sub-compartment (Nucleus, Nucleoli, and Soma). The area of each sub-compartments was drawn manually, based on C23 signal in the whole cell, DAPI for nucleus and C23 signal for nucleoli, as shown in Fig. 6C. From these regions of the cell, area, mean fluorescence, and integrated density were estimated. Then, using the corrected total cell fluorescence (CTCF) formula [CTCF = Integrated Density – (Area of selected cell x Mean fluorescence of background readings)], overall C23 intensity differences were calculated in the different sub-regions of the HC between controls and patient samples. From these measurements, the mean intensity of C23 signal for individual compartments was estimated in the different sub-regions as normalized mean intensity ratio. Finally, the area of the nucleus and nucleolus in the different sub-regions were estimated between conditions based on the area measurements. HC tissue from four controls and three mTLE non-HS patients were used for the analysis.

For CBX4 co-localization analysis, confocal *z*-stack images acquired with similar settings among different groups using 63 × objective were used. Images were processed using the Just Another Co-localization (JACoP v2.0) plugin on ImageJ/Fiji [11]. Manual threshold was applied and the Mander’s co-localization coefficient was estimated by calculating the fraction of A overlapping over B between the different groups. Two Cx tissue samples adjacent to a tumor, three mTLE non-HS Cx, and three HC tissue were used for the analysis. Staining with CBX4 antibody on control tissue resulted in unspecific staining, which could be due to longer fixation times of the controls. Similarly, CBX8 antibody resulted in unspecific staining in either tissue types. Hence, for quantification of protein mis-localization, control and control and mTLE non-HS tissue were not included in the CBX4 and CBX8 analysis, respectively.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (version 9), and *P* < 0.05 was considered significant. Wilcoxon Mann–Whitney test or unpaired t test was used for comparing two groups. ANOVA was used for comparing more than two groups. *P* values and the number of samples ‘*n*’ used for each experiment are mentioned in the figure legend. Error bars represented with the graphs are either standard deviation (SD) or standard error of the mean (SEM).

## Results

### Small RNA sequencing of sub-cellular fractions in mTLE

Our previous work indicated that mTLE is characterized by changes in sub-cellular mRNA expression in the brain [122] and identified changes in the sub-cellular localization of specific miRNAs [56]. However, the full extent of changes in miRNA localization remained unclear. Therefore, to gain a more comprehensive understanding of the sub-cellular distribution of miRNAs in human mTLE patient brain tissue, small RNA sequencing (RNA-seq) was performed on: (1) five mTLE non-HS and five control hippocampus (HC) samples, and (2) six mTLE non-HS, six mTLE + HS, and six control cortex (Cx) samples (Fig. 1a). Nuclear and cytoplasmic fractions of human brain tissue from patients and controls were successfully isolated by tissue lysis in hypotonic lysis buffer followed by ultracentrifugation (Fig. 1b). Fractionation success was examined at both the protein and RNA level. The cytoplasmic protein *β*-tubulin was only observed in cytoplasmic fractions, whereas the nucleus-enriched protein fibrillarin (FBRL) was observed in nuclear fractions (Fig. 1c). At the RNA level, the cytoplasmic marker gene *GAPDH* was enriched in cytoplasmic fractions, whereas in nuclear fractions, several nucleus-specific lncRNAs were strongly enriched (*GOMAFU*, *MALAT1*, *NEAT1)* in addition to *GAPDH* intronic transcripts (Fig. 1d).

Small RNA-seq on RNA purified from sub-cellular fractions resulted in on average 21.1 million high-quality reads in the cytoplasm and 15.4 million reads in the nucleus for Cx samples. For HC samples, 16.7 and 15.6 million reads were obtained from cytoplasmic and nuclear fractions, respectively [Supplementary Fig. 1a, 1d; Supplementary excel file (Tab4)]. No significant differences in the total number of miRNA counts and the number of miRNAs detected per sample were observed between the different cytoplasmic or nuclear Cx or HC samples [Supplementary Fig. 1b, 1c, 1e, 1f; Supplementary excel file (Tab4)]. Overall, these data support our ability to generate sub-cellular fractions from freshly resected and postmortem brain tissue and show that miRNA counts of the sub-cellular fractions isolated were similar between different control and patient groups.

Postmortem delay is a common feature of control tissue samples obtained from brain banks [36]. It is often not clear to which extent postmortem delay in control tissues affects transcript levels and differential gene expression analysis when compared with samples collected without postmortem delay. To estimate this potential confounding effect for our study, freshly resected Cx tissue was subjected to postmortem delay treatment. Briefly, tissue was cut into two halves, where one half (pre-) was stored immediately on dry ice and then at − 80 °C until processing. The second half (post-) was incubated at 4 °C in saline for 24 h to mimic postmortem conditions observed for tissue samples collected from brain banks [33, 110]. Our previous work did not detect significant differences in overall transcriptomic profiles between pre- and postmortem samples for nuclear and cytoplasmic fractions [122]. In line with this observation, small RNA-seq of pre- and postmortem samples did not reveal strong differences in the overall coverage and mapping of reads. On average, 17.6 and 15.5 million reads were detected in pre- and postmortem cytoplasmic fractions, respectively, and 18.5 and 16.2 million reads in pre- and postmortem nuclear fractions, respectively [Supplementary Fig. 1a, 1d; Supplementary excel file (Tab4)]. No significant changes in miRNA expression were observed in the same sample before and after experimental postmortem delay, neither in cytoplasmic nor in nuclear fractions (Supplementary Fig. 1g–h). In comparison, significant differences in miRNA gene expression were observed between control and mTLE non-HS HC samples (Supplementary Fig. 1i–j). Together, our data do not support large differences in miRNA profiles as a result of postmortem delay.

Further analysis of the RNA-seq data revealed separate clustering of control and mTLE non-HS HC samples for both nuclear and cytoplasmic fractions (Fig. 2a, b) and a higher number of deregulated miRNAs in mTLE HC nuclear as compared to cytoplasmic fractions (Fig. 2c). Overall, 22 miRNAs were upregulated and 13 miRNAs downregulated in the nucleus of mTLE HC samples, while 15 miRNAs were upregulated and 12 downregulated in the cytoplasm. Comparison of deregulated miRNAs in HC samples identified five commonly upregulated (i.e., in cytoplasm and nucleus; *hsa-miR-4454*, *hsa-miR-1260b*, *hsa-miR-486-3p*, *hsa-miR-27a-5p, and hsa-miR-let-7c-3p*) and three downregulated miRNAs (*hsa-miR-3615*, *hsa-miR-1298-5p*, *hsa-miR-1911-5p*) in mTLE non-HS HC cytoplasmic and nuclear compartment (Fig. 2d). Changes in miRNA in Cx samples were less pronounced where sample clustering was not well segregated and only a few miRNAs showed altered expression in nuclear, but not cytoplasmic, samples of mTLE non-HS patients as compared to control (Fig. 2e; Supplementary Fig. 2a–d). In mTLE + HS Cx samples, sample clustering and segregation between groups were also not very well defined, but a few miRNAs were deregulated in both nuclear and cytoplasmic compartments (Supplementary Fig. 2e–h). mTLE non-HS HC and Cx nuclear samples shared one upregulated (*hsa-miR-4485-3p*) and one downregulated (*hsa-miR-320c*) miRNA (Fig. 2f).

**Fig. 2:**
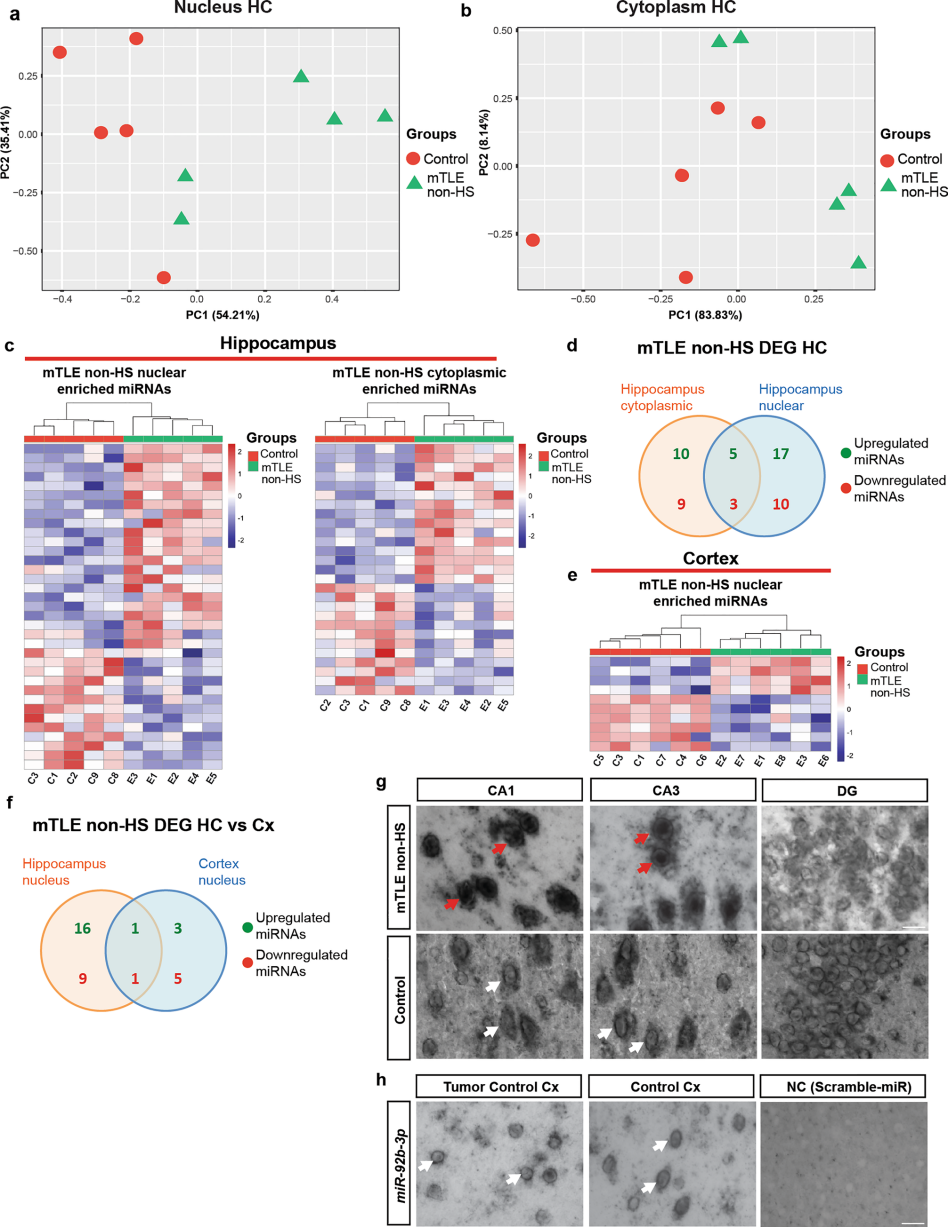
Compartment-specific changes in miRNA expression in human mTLE brain tissue. **a, b** Principal Component Analysis (PCA) for hippocampal (HC) nucleus and cytoplasmic samples from controls and mTLE non-HS patients (*n* = 5 each) based on deregulated miRNA expression detected by small RNA-seq. **c** Heatmaps showing differentially expressed miRNAs in nuclear and cytoplasmic samples from the HC of 5 controls (C1, C2, C3, C8, C9) and 5 mTLE non-HS patients (E1–5) determined by small RNA-seq. Hierarchical clustering is shown on top. For DE miRNAs see Supplementary excel file (Tab5 and Tab6). **d** Venn diagram showing the overlap of differentially expressed miRNAs in the HC cytoplasmic and nuclear fractions of mTLE non-HS patients. **e** Heatmap showing differentially expressed miRNAs in nuclear fractions of the cortex (Cx) of 6 controls (C1, C3–7) and 6 mTLE non-HS patients (E1–3, E6–8). For DE miRNAs, see Supplementary excel file (Tab7). **f** Venn diagram showing the overlap of differentially expressed miRNAs in nuclear fractions from mTLE non-HS HC and Cx tissue. **g** Representative images showing in situ hybridization for *miR-92b-3p* on coronal sections of postmortem control and mTLE non-HS HC [CA1, CA3, and dentate gyrus (DG) regions]. Red arrows indicate nuclear accumulation of *miR-92b-3p* in CA neurons. White arrows indicate normal cytoplasmic localization. Scale bar, 50 μm. *n* = 2 ISH experiments were performed with similar results. *n* = 3 control, *n* = 3 mTLE non-HS. **h** Representative images showing in situ hybridization (ISH) for *miR-92b-3p* on coronal sections on unaffected Cx tissue removed during tumor surgery (tumor control) or postmortem control Cx (control). NC, scrambled control probe. White arrows indicate normal *miR-92b-3p* cytoplasmic expression. Scrambled control probe did not yield specific signals. Scale bar, 50 μm. *n* = 1 ISH experiment, with *n* = 2 tumor control Cx, *n* = 3 control Cx

In addition to canonical miRNAs, we analyzed the changes in abundance of isomiRs in mTLE samples. IsomiRs are miRNA isoforms that differ in length and sequence because of posttranscriptional non-templated nucleotide additions or deletions on either side of the canonical miRNA sequences [14, 85, 132]. In line with the miRNA data, a large number of deregulated isomiRs was detected in the nuclear fraction of mTLE non-HS HC samples, while fewer isomiRs showed altered expression in cytoplasmic samples [Supplementary Fig. 3a; Supplementary excel file (Tab12 to Tab17)]. Only a few differentially expressed isomiRs were detected in Cx nucleus fractions of mTLE non-HS samples (Supplementary Fig. 3b). Comparison of HC cytoplasmic and nuclear samples revealed two commonly upregulated isomiRs and ten isomiRs that were downregulated [Supplementary Fig. 3c; Supplementary excel file (Tab12 to Tab17)]. Further, the nuclear fractions of HC and Cx samples shared two downregulated isomiRs but no upregulated isomiRs [Supplementary Fig. 3d; Supplementary excel file (Tab12 to Tab17)].

Finally, RT-qPCR was used to validate the RNA-seq data by testing the differential expression of a few miRNAs detected by RNA-seq in HC samples. To reliably detect the changes identified in RNA-seq only miRNAs upregulated in individual compartments were selected that were highly expressed and significantly deregulated. Selected miRNAs upregulated in the RNA-seq data were also significantly enriched in the nucleus in RT-qPCR analysis (Supplementary Fig. 4a). Vice versa, enhanced expressions of miRNAs altered in cytoplasmic fractions in RNA-seq data were also detected as upregulated in the cytoplasm by RT-qPCR (Supplementary Fig. 4b).

Together, these data show distinct and converging changes in the sub-cellular expression of miRNAs and isomiRs in different brain regions in mTLE patients.

### Cell type-specific changes in the sub-cellular localization of *miR-92b* in mTLE

To select miRNA candidates for more in-depth analysis of changes in sub-cellular RNA expression, we analyzed the HC RNA-seq data for upregulated miRNAs with a higher mean average of reads per kilobase per million (RPKM) values and FDR < 0.05. Such selection will lead to the identification of the most highly expressed and significantly deregulated miRNAs, which can be most reliably detected and targeted in subsequent experiments. The selection identified *hsa-miR-92b-3p* (miRbase ID: MIMAT0003218) and *hsa-miR-409-3p* (miRbase ID: MIMAT0001639) as top hits for the nucleus and cytoplasm, respectively. In subsequent experiments, we largely focused on *hsa-miR-92b-3p* because of the atypical nuclear enrichment of this miRNA. This nuclear enrichment was first confirmed by ISH using LNA probes in an independent set of patient tissue samples (Fig. 2g–h). Strong nuclear expression of *miR-92b-3p (miR-92b)* was present in the CA1 and CA3 regions of the hippocampus compared to control hippocampus (Fig. 2g). Interestingly, neurons in the dentate gyrus did not display increased nuclear localization of *miR-92b* (Fig. 2g). Similarly, the sub-cellular localization of *miR-92b* was normal (mainly cytoplasmic) in control cortical tissue or in cortical tissue removed to access an underlying brain tumor (Fig. 2h)*.* These observations confirm and extend our previous work showing nuclear enrichment of *miR-92b* in human mTLE non-HS and mTLE + HS HC samples [56]. Finally, expression of another miRNA with predicted increased nuclear expression, *miR-423-3p*, was examined by LNA-ISH confirming that altered nuclear miRNA localization in mTLE is not restricted to *miR-92b* (Supplementary Fig. 4c). Overall, these results identify cell type-specific nuclear enrichment of *miR-92b* in the HC in the absence of overt changes in its cytoplasmic levels.

### *miR-92b* binding partners in the nucleus link to ribosomal function and regulation

*miR-92b* is part of the *miR-25* family of miRNAs and is abundantly expressed in several human tissues, with strong expression in brain, nerves, and spinal cord (human tissue atlas; [60]). *miR-92b* has different neural functions, including regulation of intermediate cortical progenitors, promotion of spinal cord regeneration, and protection of neurons from oxygen and glucose deprivation [18, 54, 133]. To further study the nuclear enrichment of *miR-92b*, we performed pulldown assays for biotin-tagged *miR-92b* in nuclear and whole cell, as a control, lysates from mouse neuronal [Neuro2A (N2A)] cells 48 h after transfection (Fig. 3a). 

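Neuro2A is a cell line from a mouse neuroblastoma. In the pulldown assay, a miRNA mimic that carries biotin is transfected into the cells, the cells are lysed, and RNA held by the mimic is collected on streptavidin-coated beads and sequenced. The sequenced samples formed 6 groups of 3. They came from cells transfected with biotinylated *miR-92b*, cells transfected with a biotinylated scrambled sequence (Scr) and untransfected cells (control), each as nuclear and as whole cell lysate. The mimics were used at 25 nM and lysates were made after 48 h. Libraries were prepared from RNA selected with oligo-dT beads, which hold RNA with a poly(A) tail. The authors trimmed the reads with Trimmomatic, aligned them with TopHat2 to the mouse genome GRCm38 (mm10), assembled transcripts with Cufflinks and compared groups with Cuffdiff. The versions of TopHat2 and Cufflinks and the annotation release are not given in the sources used here.

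The authors deposited normalized counts for 168136 loci in each of the 18 samples, which are the reads on a locus divided by 1 size factor per sample, together with FPKM values and the outcome of Cuffdiff comparisons. A locus is a set of transcripts under 1 identifier in the authors' assembly. Its listed coordinates are those of a region that can hold several loci, and 26834 of the 52179 loci with a symbol share them with another locus. Of the loci with a symbol, 1548 joined more than 1 gene, for example a snoRNA and the host gene whose intron holds it. The value of such a locus cannot be split between its genes. All 635205 normalized counts above 0 were whole multiples of the value of 1 read in their sample, within 0.02 reads, so the numbers of reads could be recovered. In nuclear samples, between 3752991 and 4301579 reads lay on loci with a symbol in the control group (median 3895609), between 3754690 and 5161739 in the Scr group (median 4687351) and between 4254890 and 16931731 in the *miR-92b* group (median 4487495). The ranges in whole cell samples were 5073238 to 7772587 (median 6814820) for control, 5769804 to 22920038 (median 6634894) for Scr and 4096874 to 10562600 (median 6334513) for *miR-92b*. The sample with most reads held 6.11 times the reads of the sample with fewest. Loci without a symbol held 4.51% to 15.3% of the reads and were not tested.

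Differential expression was tested two-sided with limma on log2(normalized count + 1), with the trend of the variance with abundance, in 1 model of all 6 groups. The test covered the 15579 loci with a symbol and a mean normalized count of at least 10 over the 18 samples, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are on this log2 scale, which understates the change of loci with few reads. The pseudocount, the filter, the scaling between samples and the samples that share the estimate of the variance are the choices that could change the numbers. With 3 samples per group, an exact permutation test between 2 groups cannot give a p-value below 0.1.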

The purity of the different fractions was confirmed at the protein and RNA level (Supplementary Fig. 5a, b). Biotin-tagged *miR-92b* efficiently localized to the cell nucleus, as shown by increased expression in the nucleus after fractionation (Supplementary Fig. 5c), and mimicked the increased expression observed in human mTLE nuclei. Identification of nuclear *miR-92b*-binding partners and their associated pathways could help dissect the (novel) functions of *miR-92b* in the nucleus in mTLE. Streptavidin-coated beads were used to isolate biotin-tagged *miR-92b* and binding partners from nuclear and whole cell lysates followed by RNA-seq (Fig. 3a). 

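The number of different loci found in a sample shows how many kinds of RNA the pulldown and library preparation recovered. At a common depth of 3752991 reads, the nuclear *miR-92b* samples held reads on 20084, 20318 and 20720 loci with a symbol (samples 1, 2 and 3). The nuclear Scr samples held reads on 19785, 14729 and 14958 loci, and the nuclear control samples on 20577, 19886 and 15732 loci. All 3 nuclear Scr samples thus held fewer loci than each nuclear *miR-92b* sample, and Scr sample 1 lay close to them. With 3 samples per group, even such a full separation cannot give an exact permutation p-value below 0.1. The number of loci in whole cell samples was 17058, 15786 and 13823 with *miR-92b*, 14829, 16841 and 16036 with Scr and 16710, 17386 and 18275 in control. Whole cell *miR-92b* sample 3 held the fewest loci of the 18 samples. The 10 loci with most reads held between 6.15% and 11.6% of the reads of a sample.

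**Figure D1:**
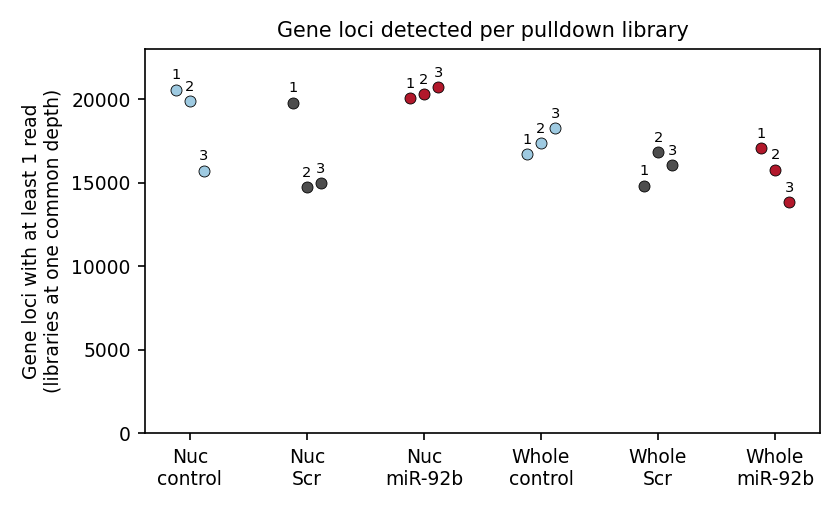
Number of loci with a gene symbol and at least 1 read (vertical axis) in each of the 18 pulldown samples, after each sample was brought to a common depth of 3752991 reads. Each point is 1 sample, with its sample number above it, and the horizontal axis gives the group. Nuclear Scr samples 1, 2 and 3 (19785, 14729 and 14958 loci) lie below the nuclear *miR-92b* samples (20084 to 20720 loci), sample 1 close to them.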

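PCA on log2(normalized count + 1) over the 15579 tested loci in the 6 nuclear and 6 whole cell Scr and *miR-92b* samples placed 24.9% of the variance on PC1 and 15.3% on PC2. The nuclear samples had PC1 scores between -68.5 and -59.3. Among the whole cell samples, 5 had PC1 scores between 15.8 and 61.8, and *miR-92b* sample 3 lay apart at 226. No nuclear sample overlapped with a whole cell sample on PC1 (two-sided exact permutation test of the mean score, p = 0.00216, the smallest p-value possible). The same p-value was obtained with each sample left out, where 462 splits are possible. Leaving out whole cell *miR-92b* sample 3 lowered the share of variance on PC1 most, to 20.9%. With the control samples added, the 9 nuclear and 9 whole cell samples stayed apart on PC1 (22.1% of the variance, two-sided exact permutation p = 4.11e-05).

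Between nuclear and whole cell *miR-92b* samples, limma called 2071 of the 15579 loci at an adjusted p-value below 0.05, of which 1038 were higher and 1033 lower in nuclear samples. After scaling each sample to the same median, 741 were higher and 1288 lower. edgeR's quasi-likelihood test on the recovered reads called 1969 loci and DESeq2 called 2570. The number of calls changed most, to 597 (134 higher and 463 lower in nuclear samples), when only the 6 samples of these 2 groups entered the limma model. It was 2914, 2760 and 975 without whole cell *miR-92b* samples 1, 2 and 3, and 1213, 1123 and 1137 without nuclear *miR-92b* samples 1, 2 and 3.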

PCA of the RNA-seq data revealed clear separation between nuclear and whole cell samples supporting the existence of a nucleus-specific RNA interactome for *miR-92b* that differs in part from interactions found at the whole cell level. 

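Scores of *miR-92b* and Scr samples on PC1 to PC4 were compared within each compartment by two-sided exact permutation tests. The p-values were 0.4, 0.1, 0.7 and 0.7 in nuclear samples and 0.8, 0.8, 0.6 and 0.3 in whole cell samples, where 0.1 is the smallest possible. Comparing nuclear *miR-92b* with nuclear Scr samples, limma called 0 of 15579 loci at an adjusted p-value below 0.05. An unadjusted p-value below 0.05 was found for 687 loci, which is no more than chance alone gives. edgeR's quasi-likelihood test on the recovered reads also called 0 loci. DESeq2 called 1, Lars2 (XLOC_155303, log2 fold change -4.29, DESeq2 adjusted p = 0.0386), which is named here after its value was seen. In whole cell samples, limma called 1 locus, 1515 loci had an unadjusted p-value below 0.05, edgeR called the same locus and DESeq2 called 176 loci, of which 96 were higher and 80 lower with *miR-92b*. The count of limma calls moved most without nuclear Scr sample 1 in nuclear samples (49 calls) and, apart from DESeq2, without whole cell *miR-92b* sample 1 in whole cell samples (77 calls).

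The locus called by limma in whole cell samples joins Gm38372 and Pcmtd1 (XLOC_000217, chromosome 1, 7088920 to 7173628 of GRCm38). Pcmtd1 encodes a protein with an L-isoaspartate O-methyltransferase domain. The normalized count of the locus was 2901 ± 1759 (SD, n = 3) in whole cell *miR-92b* samples, 535 ± 102 (SD, n = 3) in whole cell Scr samples and 534 ± 128 (SD, n = 3) in whole cell control samples. The log2 fold change of *miR-92b* over Scr was 2.29 (standard error 0.28, limma adjusted p = 4.01e-04), and stayed between 1.83 and 2.63 with each sample left out. With only the 2 compared groups in the limma model the adjusted p-value was 0.956, and over all alternatives it ranged from 5.43e-12 to 0.956. In nuclear samples, the normalized count was 644 ± 54.0 (SD, n = 3) with *miR-92b*, 722 ± 91.1 (SD, n = 3) with Scr and 553 ± 57.8 (SD, n = 3) in control.

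**Figure D2:**
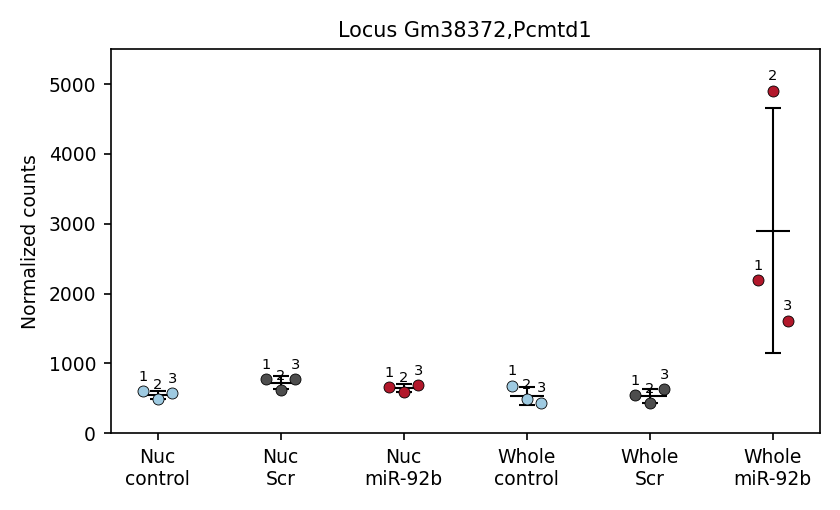
Normalized counts (vertical axis) of the locus joining Gm38372 and Pcmtd1 in the 6 groups of pulldown samples. Points are samples with their sample number, and the long horizontal line and bars show the mean and SD of the group (n = 3). The 3 whole cell *miR-92b* samples (1610, 2188 and 4905) lie above all other samples.

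In the authors' deposited tables, the loci called by Cuffdiff with *miR-92b* against Scr divide into 29 with a higher and 100 with a lower FPKM with *miR-92b* in nuclear samples, and 188 with a higher and 79 with a lower FPKM in whole cell samples. The normalized counts of the 3 *miR-92b* samples lay all above or all below those of the 3 Scr samples for 45 of the nuclear calls (34.9%) and 88 of the whole cell calls (33.0%). Chance alone sets 10% of loci apart in this way, and among all loci of these tables with a mean normalized count of at least 10 in the 2 groups the share was 9.40% in nuclear and 9.09% in whole cell samples. For 19 of the nuclear calls and 67 of the whole cell calls, the FPKM of 1 of the groups is listed at 0.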

Although the segregation between groups (*miR-92b* versus scrambled control) was not clear (Supplementary Fig. 5d), several differentially expressed genes were detected in biotin-*miR-92b* nuclear and whole cell samples as compared to scrambled controls (129 and 267 genes for nuclear and whole cell samples, respectively) [Fig. 3b,c; Supplementary excel file (Tab25 and Tab26)]. Panther overrepresentation analysis of the differentially expressed genes identified different pathways in the nuclear fractions, including eukaryotic translational elongation, protein methylation, ribosomal protein formation, and regulation and mitochondrial-related pathways as respiratory electron transport and complex I biogenesis [Supplementary excel file (Tab27)]. 

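Over-representation among the nuclear calls of the authors' deposited table was tested for 7 gene families fixed by gene symbol, with a one-sided Fisher's exact test over the 25286 loci with a symbol that the table tested, and Benjamini-Hochberg adjustment over the families. The Reactome sets of Panther were not used here. Translation elongation factors held 3 called loci of 10 (0.0510 expected, Fisher's exact test, adjusted p = 5.31e-05) and complex I subunits 2 of 43 (0.219 expected, adjusted p = 0.0356). With the background limited to loci with a mean FPKM of at least 1, the adjusted p-value of complex I was 0.0548. Mitochondrial ribosomal proteins held 1 called locus of 84 (adjusted p = 0.350), translation initiation factors 1 of 54 (adjusted p = 0.282) and proteasome subunits 1 of 41 (adjusted p = 0.265). All called members of these families had a lower FPKM with *miR-92b* than with Scr.

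The elongation factor locus Eef2 (XLOC_013216, chromosome 10, 81176631 to 81182507) had normalized counts of 1994 ± 245 (SD, n = 3) in nuclear *miR-92b* samples, 3885 ± 1561 (SD, n = 3) in nuclear Scr samples and 1981 ± 601 (SD, n = 3) in nuclear control samples. Its log2 fold change with *miR-92b* over Scr was -0.88 (standard error 0.35, limma adjusted p = 1.00), between -1.25 and -0.62 with each sample left out. The locus joining Eef1a1 and Gm26377 (XLOC_157812, chromosome 9, 78447865 to 78489151) had 2162 ± 198 (SD, n = 3) with *miR-92b* and 4737 ± 2588 (SD, n = 3) with Scr, and Eef1a2 (XLOC_093634, chromosome 2, 181142667 to 181157045) had 301 ± 70.1 and 536 ± 184 (SD, n = 3 each). Their log2 fold changes were -0.95 (standard error 0.42) and -0.79 (standard error 0.38), neither past the threshold (limma adjusted p = 1.00 for both). The called complex I members lie in 2 joined loci of the mitochondrial genome that also hold other genes, so their reads cannot be given to complex I alone. The locus with mt-Nd1, mt-Nd2 and the ribosomal RNA genes mt-Rnr1 and mt-Rnr2 (XLOC_159124, chromosome M, 1 to 5016) had normalized counts of 1404, 2379 and 3427 in nuclear *miR-92b* samples and 1050, 6229 and 16584 in nuclear Scr samples. The locus with mt-Nd3, mt-Nd4, mt-Nd4l, mt-Nd5, mt-Atp6, mt-Atp8, mt-Co1, mt-Co2 and mt-Co3 (XLOC_159125, chromosome M, 5328 to 14070) had a log2 fold change of -1.36 (standard error 0.54, limma adjusted p = 1.00). In these loci, nuclear Scr samples 2 and 3 held the higher values, while nuclear Scr sample 1 lay near the *miR-92b* samples.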

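The same families were tested among the whole cell calls of the authors' deposited table, over 22872 loci. Translation initiation factors held 3 called loci of 54 (0.630 expected, one-sided Fisher's exact test, adjusted p = 0.0588), all with a higher FPKM with *miR-92b*. Among the 188 calls with a higher FPKM with *miR-92b* alone, the adjusted p-value of this family was 0.0349, and with the background limited to loci with a mean FPKM of at least 1 it was 0.101. Proteasome subunits, which belong to several protein degradation pathways, held 1 called locus of 40 (Fisher's exact test, adjusted p = 0.525). Mitochondrial ribosomal proteins held 2 of 84 (adjusted p = 0.450). Neither complex I subunits nor translation elongation factors held a called locus.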

In whole cell samples, pathways, such as ER quality control compartment, translational initiation complex formation, and regulation of PTEN localization, were most significantly enriched [Supplementary excel file (Tab28)]. 

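Genes of cytosolic ribosomal proteins held 8 called loci of 81 in the nuclear deposited table (0.413 expected, one-sided Fisher's exact test, adjusted p = 6.07e-08) and 14 of 84 in the whole cell deposited table (0.981 expected, adjusted p = 6.65e-12). All 8 nuclear loci had a lower FPKM with *miR-92b* than with Scr, and all 14 whole cell loci a higher one. Limited to calls with an absolute log2 fold change above 1, as in Fig. 3b, 5 nuclear loci (adjusted p = 1.43e-04) and 2 whole cell loci (adjusted p = 0.455) were left. Ribosomal protein genes have many processed pseudogenes of near-identical sequence, so the division of reads between copies is uncertain.

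As a family, the 81 tested loci of ribosomal proteins had a mean log2 fold change with *miR-92b* over Scr that differed from the mean of the other loci by -0.61 in nuclear samples and by 0.39 in whole cell samples, both past the threshold of 0.05 in limma's camera test, which takes loci and not samples as its units. In nuclear samples 15 of the 81 loci were higher with *miR-92b* (median -0.29), and in whole cell samples 74 (median 0.36). Scaling each sample to the same median moved the median of all loci in nuclear samples from 0.11 to -0.0095, and 11 and 76 of the 81 loci were then higher with *miR-92b*. The camera test assumes a preset correlation of 0.01 between genes. With limma's fry test, which takes the correlation from the samples, neither shift passed the threshold (p = 0.561 in nuclear and 0.411 in whole cell samples). Without whole cell *miR-92b* sample 3 the shift in whole cell samples was reversed (-0.30, past the threshold of camera, with 8 of 81 loci higher with *miR-92b*). In nuclear samples the shift was -0.40 without Scr sample 2 or 3 and -1.02 without Scr sample 1. The difference between the compartments in the shift was -0.99, past the threshold of camera. Tested against 0 with fry, the family's difference between the compartments did not pass the threshold.

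Rplp0 (XLOC_116155, chromosome 5, 115559467 to 115563727) had normalized counts of 550 ± 109 (SD, n = 3) in nuclear *miR-92b* and 1239 ± 689 (SD, n = 3) in nuclear Scr samples, a log2 fold change of -0.97 (standard error 0.47, limma adjusted p = 1.00). Rpl8 (XLOC_053167, chromosome 15, 76904071 to 76906318) had 455 ± 107 and 799.8 ± 379 (SD, n = 3 each) in nuclear samples, a log2 fold change of -0.70 (standard error 0.40, limma adjusted p = 1.00). The same locus in whole cell samples had 4673 ± 3680 (SD, n = 3) with *miR-92b* and 2917 ± 387 (SD, n = 3) with Scr, a log2 fold change of 0.39 (standard error 0.40, limma adjusted p = 0.781). The 3 whole cell *miR-92b* samples held 3212, 1948 and 8859, and the fold change ranged from -0.21 to 0.88 with each sample left out. Rps7 (XLOC_032863, chromosome 12, 28629355 to 28635953) had 4039 ± 3808 and 2323 ± 825 (SD, n = 3 each) in whole cell samples, a log2 fold change of 0.45 (standard error 0.40, limma adjusted p = 0.746). Its 3 whole cell *miR-92b* samples held 2008, 1678 and 8433, and its fold change ranged from -0.28 to 0.88 with each sample left out. None of these differences passed the threshold of limma.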

The pathways that were most enriched in both samples were those for ribosomal protein formation and function. This is interesting as genes encoding small nucleolar RNAs (snoRNAs), another class of small ncRNA, were differentially expressed in nuclear and whole cell biotin*-miR-92b* IP samples as compared to scrambled control [Supplementary excel file (Tab25 and Tab26)]. 

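In the authors' deposited tables, 4 of 177 loci that hold a snoRNA gene were called in nuclear samples and 5 of 173 in whole cell samples. All 4 nuclear loci had a lower FPKM with *miR-92b* than with Scr, and of the whole cell loci 3 had a higher and 2 a lower FPKM. Among the gene families tested by symbol, snoRNA genes held 4 called loci of 67 in both compartments (one-sided Fisher's exact test, adjusted p = 9.02e-04 in nuclear and 0.0274 in whole cell samples). For whole cell samples the adjusted p-value was 0.0561 with the background limited to a mean FPKM of at least 1, and 0.455 with calls of an absolute log2 fold change above 1. Among the whole cell calls with a higher FPKM with *miR-92b* alone, it was 0.0416, with 3 called loci. Against the untransfected control, 1 such locus was called in nuclear samples and 0 in whole cell samples in the authors' deposited tables.

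All 4 nuclear loci and 4 of the 5 whole cell loci joined the snoRNA with its host gene. The normalized count of a locus divided by its FPKM gives, up to a constant per sample, the length of the transcript to which Cufflinks assigned the reads. For 1841 loci of 1 gene with 1 transcript, this implied length had a median of 0.955 to 1.00 times the annotated length in each sample. For the 7 called loci that joined a snoRNA with its host, its median over the 18 samples lay between 469 and 2540 nucleotides (single samples from 246 to 3017), and the medians are 6.79 to 36.3 times the length of the longest snoRNA in the locus (median 8.72).

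The locus joining Rps3 and Snord15b (XLOC_140071, chromosome 7, 99476228 to 99483738) had normalized counts of 3039, 1888 and 7729 in whole cell *miR-92b* samples and 2520 ± 198 (SD, n = 3) in whole cell Scr samples, a log2 fold change of 0.49 (standard error 0.34, limma adjusted p = 0.651). This fold change ranged from -0.07 to 0.95 with each sample left out. The locus joining Snord107 with Gm38393, Snhg14, Snrpn and Snurf (XLOC_138469, chromosome 7, 59937371 to 60140219) had 795 ± 66.5 and 837 ± 147 (SD, n = 3 each), a log2 fold change of -0.06 (standard error 0.20, limma adjusted p = 0.953). Its FPKM in the authors' deposited table is 38.1 with *miR-92b* and 190.2 with Scr. Gm23531 (XLOC_147517, chromosome 8, 42472465 to 42541540), the locus without a host gene symbol, had 27.2 ± 10.8 with *miR-92b* and 73.1 ± 32.1 with Scr (SD, n = 3 each), a log2 fold change of -1.36 (standard error 1.10, limma adjusted p = 0.717). Its FPKM in the authors' deposited table is 1.253 with *miR-92b* and 1479 with Scr.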

SnoRNAs localize to the nucleolus and have roles in RNA modification and pre-ribosomal RNA processing [51].

**Fig. 3:**
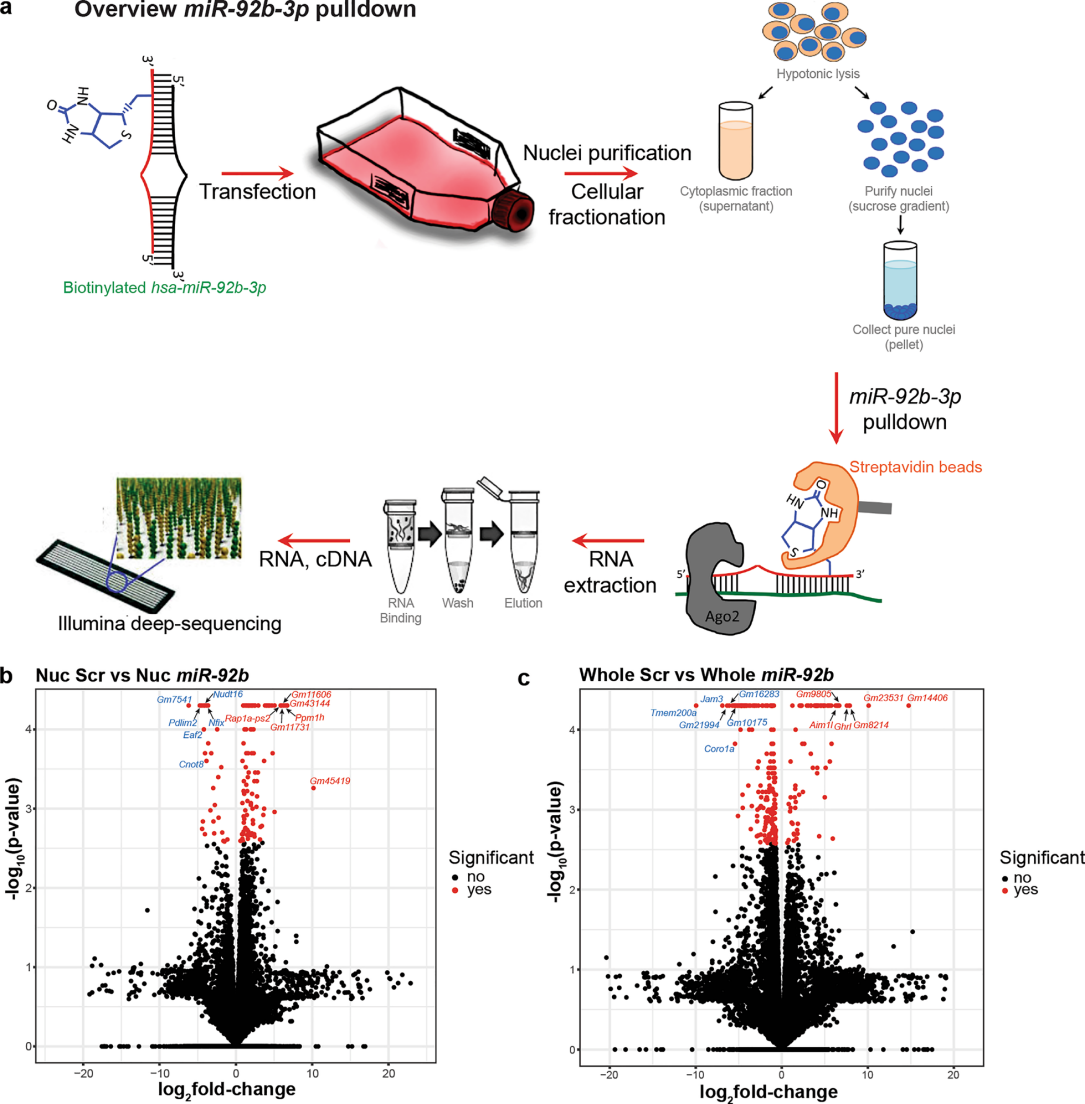
Identification of *miR-92b*-binding partners in neuronal cells. **a** Schematic illustrating the methods used to pulldown biotinylated *miR-92b* from Neuro2A cells (nucleus or whole cell) followed by RNA-seq. Ago2, argonaut2. **b** Volcano plots showing the DE genes following *miR-92b* pulldown from nuclear (Nuc) or whole cell (whole) Neuro2A samples. *n* = 3 samples per group, significantly DE genes are shown in red (padj < 0.05; logFC > 1 and < -1). A selection of strongly upregulated (in red) or downregulated (in blue) genes are indicated in the plots. For DE transcripts, see Supplementary excel file (Tab25 and Tab26)

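The 24 gene labels in the volcano plots of Fig. 3b were matched to 24 called loci of the authors' deposited tables. In these tables the fold change is given as Scr over *miR-92b*, so a positive value is a lower FPKM with *miR-92b*. All 12 genes labelled in red had a lower FPKM with *miR-92b* than with Scr, and 10 of the 12 genes labelled in blue a higher one. For 16 of the 24 loci, 1 of the groups had no read, and for 7 loci all reads came from a single sample. Nudt16 (XLOC_158550) had 22, 28 and 13 reads in nuclear *miR-92b* samples and no read in nuclear Scr samples. Gm10175 (XLOC_137040) had 13, 10 and 24 reads in whole cell *miR-92b* samples and no read in whole cell Scr samples. Gm11731 (XLOC_023523) had 53 reads in nuclear Scr sample 2 and no read in the other 5 nuclear samples compared, and Gm16283 (XLOC_073476) had 64 reads in whole cell *miR-92b* sample 3 only. For the other 8 loci, the log2 ratio of the FPKM values and that of the normalized counts differed by more than 1. The locus joining Ppm1h and Mir8104 (XLOC_014707) had normalized counts of 325 ± 54.0 with *miR-92b* and 339.6 ± 45.6 with Scr in nuclear samples (SD, n = 3 each). Its FPKM in the authors' deposited table is 14.4 with *miR-92b* and 1127 with Scr. Gm14406 (XLOC_093441) had 358 ± 214 and 386 ± 27.4 in whole cell samples (SD, n = 3 each), and its FPKM in the authors' deposited table is 2.36 with *miR-92b* and 67652 with Scr.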

Thus, in the nucleus of neuronal cells, a subset of *miR-92b* RNA-binding partners function in ribosomal function and regulation, including snoRNAs.

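Of the 81 tested loci of ribosomal proteins, 20 also hold a snoRNA. Between nuclear *miR-92b* and Scr samples, their mean log2 fold change was -0.40 (SD 0.31 over the 20 loci), and that of the 61 loci without a snoRNA was -0.16 (SD 0.65, two-sided permutation test over loci, p = 0.118). In whole cell samples the means were 0.34 (SD 0.17) and 0.31 (SD 0.29, permutation p = 0.631). Loci are not independent replicates, and neither difference passed the threshold. Compared with the nuclear control samples, limma called 0 loci in nuclear *miR-92b* samples, and edgeR and DESeq2 also called 0. In the main test 50 loci had an unadjusted p-value below 0.05, far fewer than chance alone gives. This number was 242 with only the compared groups in the limma model and 604 with limma's sample weights. The main test was thus too strict here for 0 calls to show that the groups are alike. The authors' deposited table for this comparison holds 32 calls. From the differentially expressed genes between *miR-92b* and Scr pulldowns, the pathways of ribosomal protein formation among them and the snoRNA genes they include, the paper concludes that some of the RNAs bound by *miR-92b* in the nucleus act in ribosomal function and its regulation.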

### Accumulation of *miR-92b* in the neuronal nucleolus in human and experimental mTLE

Given the identification of snoRNAs as potential binding partners of *miR-92b* in the nucleus and their nucleolar localization, we carefully assessed the nuclear localization of *miR-92b* in mTLE. LNA-ISH showed that although *miR-92b* signals are present in the nucleus of HC neurons in control and mTLE tissues, *miR-92b* only accumulated in small structures in the nucleus of human mTLE non-HS but not control HC tissue. These structures were positive for the nucleolus marker FBRL (Fig. 4a). In comparison, *miR-124-3p*, a neuron-enriched miRNA, was localized specifically to the cytoplasm in human mTLE non-HS HC tissue (Supplementary Fig. 6a–d). In addition, in line with our data on the strong nuclear expression of *miR-92b* (Fig. 2e), nucleolar enrichment was present in the CA but not DG region in mTLE non-HS (Fig. 4a; insets). As DG granule cell dispersion is found in mTLE + HS but not mTLE non-HS tissue (Blumcke et al., 2013), we also examined mTLE + HS HC but found no nucleolar enrichment of *miR-92b* in DG granule cells in these patients (Supplementary Fig. 7).

**Fig. 4:**
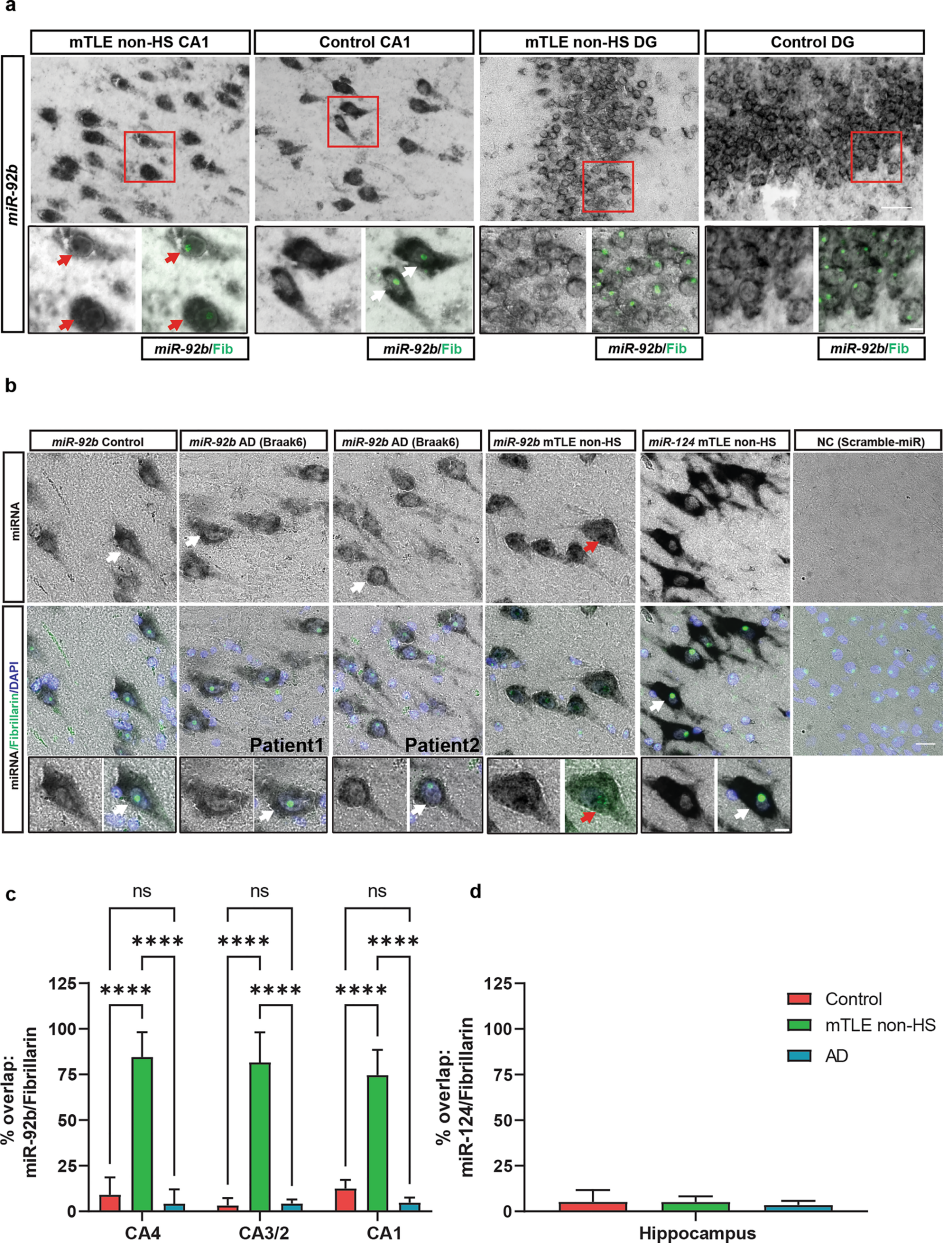
Nucleolar enrichment of *miR-92b* in hippocampal neurons in human mTLE. **a** Representative images showing in situ hybridization (ISH) for *miR-92b-3p* in the CA1 and dentate gyrus (DG) regions of the hippocampus of control and mTLE non-HS cases in combination with immunohistochemistry for fibrillarin (Fib, in green; lower right panel). Boxed area is shown at higher magnification in the lower two panels. Nuclear signals and overlap with Fib staining are only observed for mTLE CA1 neurons (red arrows). White arrows indicate lack of enriched nuclear *miR-92b* signals. *n* = 2 ISH experiments were performed with similar results. *n* = 3 control, *n* = 4 mTLE non-HS. Scale bar, 50 μm and 10 μm (inset). **b** Representative images of *miR-92b* or *miR-124* ISH in postmortem control, AD (2 different patients) and mTLE non-HS HC tissue (CA region) in combination with immunohistochemistry for Fib and DAPI (lower panels). NC, scrambled control probe. White arrows indicate lack of enriched nuclear *miR-92b* and *miR-124* signals. Red arrow indicates nuclear accumulation of *miR-92b*. Scrambled control probe did not yield specific signals. Scale bar, 20 μm and 10 μm (inset). *n* = 2 ISH experiments were performed with similar results. *n* = 3 control, *n* = 4 mTLE non-HS, *n* = 5 AD. **c** Quantification of the percentage overlap of the *miR-92b* ISH and Fib IHC signals in different HC sub-regions (CA4, CA3/2, and CA1). Data (cells) are shown as means + SD. Two-way ANOVA, ****p < 0.001, ns, not significant. n (cells counted) = 817, 517 and 889 in controls (*n* = 4), mTLE non-HS (*n* = 4), and AD (*n* = 5) tissue, respectively. **d** Quantification of the percentage overlap of the *miR-124* ISH and Fib IHC signals in the HC. One-way ANOVA, ns. *n* (cells counted) = 263, 334, and 386 in controls (*n* = 3), mTLE non-HS (*n* = 3), and AD (*n* = 3), respectively.

Next, we checked if the nucleolar accumulation of *miR-92b* is specific to mTLE or can also be observed in other diseases in which the HC is affected, such as Alzheimer’s disease (AD). However, although *miR-92b* signals were detected in nuclei of HC neurons in Braak6 AD patient tissue, no specific enrichment in FBRL-positive nucleoli was found (Fig. 4b). Quantification of the LNA-ISH data confirmed our qualitative observations and showed strongly increased co-localization of *miR-92b* and FBRL in neurons in the HC CA regions in mTLE non-HS but not AD patient tissue (Fig. 4c). In addition, co-localization for *miR-124* and FBRL was almost absent in mTLE and AD (Fig. 4d).

Finally, to assess whether the nucleolar accumulation of *miR-92b* is characteristic of chronic mTLE stages (such as in resected human brain tissue) or also present at early disease stages, we performed LNA-ISH for *miR-92b* on HC tissue from a pilocarpine rat model of TLE at different timepoints after SE induction (2, 4, 8, and 19 weeks) (Supplementary Fig. 8a). This model has a latent period without seizures until 14 weeks after SE and from 15 weeks onwards spontaneous recurrent seizures (SRS) are observed [57, 125]. Interestingly, robust nucleolar *miR-92b* accumulation was found in CA neurons after SE as compared to control rats (Supplementary Fig. 8b). Quantification of *miR-92b* signal in the nucleus confirmed this result and showed a significant increase at 2, 8, and 19 weeks after SE compared to controls (Supplementary Fig. 8c, d). However, while human neurons showed enrichment of both nuclear and nucleolar *miR-92b*, nuclear accumulation of this miRNA was mostly restricted to the nucleolus in the experimental rat model. To examine whether the nucleolar enrichment of *miR-92b* is a general feature of epilepsy, we performed ISH for *miR-92b* in mice carrying a *tuberous sclerosis complex 1* (*Tsc1*) gene deletion. TSC patients with brain lesions develop severe seizures and two-thirds of these patients do not respond to available AED therapies [22, 24, 92]. *Tsc1* knockout mice show activation of the mammalian Target of Rapamycin Complex I (mTORC1) pathway resulting in severe seizures and death [2, 66]. In contrast to our observations in human and experimental (rat pilocarpine) TLE, no specific nucleolar enrichment was observed in *Tsc1-cre*^+^, as compared to *Tsc1-cre*^*−*^*,* mouse hippocampal neurons (Supplementary Fig. 9a).

Together, these results show that *miR-92b* accumulates in the nucleolus of specific HC neurons during epileptogenesis leading to TLE.

### Changes in nucleolar morphology and the distribution of key nucleolar proteins in mTLE

The accumulation of *miR-92b* in the nucleolus in mTLE prompted us to characterize this structure in more detail. The nucleolus is a membrane-less substructure of the nucleus, which exists as a phase-separated unit from the rest of the nucleus. The different components of nucleolus include: (1) the fibrillar center (FC), where rRNA transcription occurs, and (2) the dense fibrillarin component (DFC) and granule component (GC) where subsequent steps of rRNA processing and ribosome assembly happen. Then, these assembled ribosome subunits are transported to cytoplasm to form ribosomes and aid in protein translation [47]. Nucleolar stress caused by accumulation of mis-folded proteins is observed in several neurodegenerative diseases [69, 93, 137]. Further, the size and shape of nucleolus are linked to proper functioning of this structure [136]. Therefore, we studied the morphology of nucleoli in mTLE HC using key nucleolar proteins as markers: FBRL, a protein localized to DFC, and nucleophosmin (NPM1) and Nucleolin (C23), which localize to the GC (Fig. 5a). Western blot analysis of HC tissue for FBRL, C23, and NPM1 did not reveal differences in the overall expression of these proteins between mTLE non-HS and control (Fig. 5b–e). However, immunohistochemistry for NPM1, which marks the GC, revealed an increase in the size of neuronal nucleoli in HC tissue of both mTLE non-HS and mTLE + HS patients compared to control (Fig. 5f(i–iii)–g). Enlarged neuronal nucleoli were also found in the CA1 and CA2 regions of the pilocarpine rat model, as early as 2 weeks after SE induction. At 19 weeks, the increase was observed in all three CA regions (CA1, CA2, and CA3) of the hippocampus (Supplementary Fig. 9b–d). In addition to size changes, we also detected an altered nucleolar shape in mTLE non-HS and mTLE + HS HC tissue, with a stronger effect in mTLE + HS patients (Fig. 5f(iv), h). NPM1 fluorescence intensity was not altered between control and mTLE conditions confirming the Western blot results (Supplementary Fig. 9e).

**Fig. 5:**
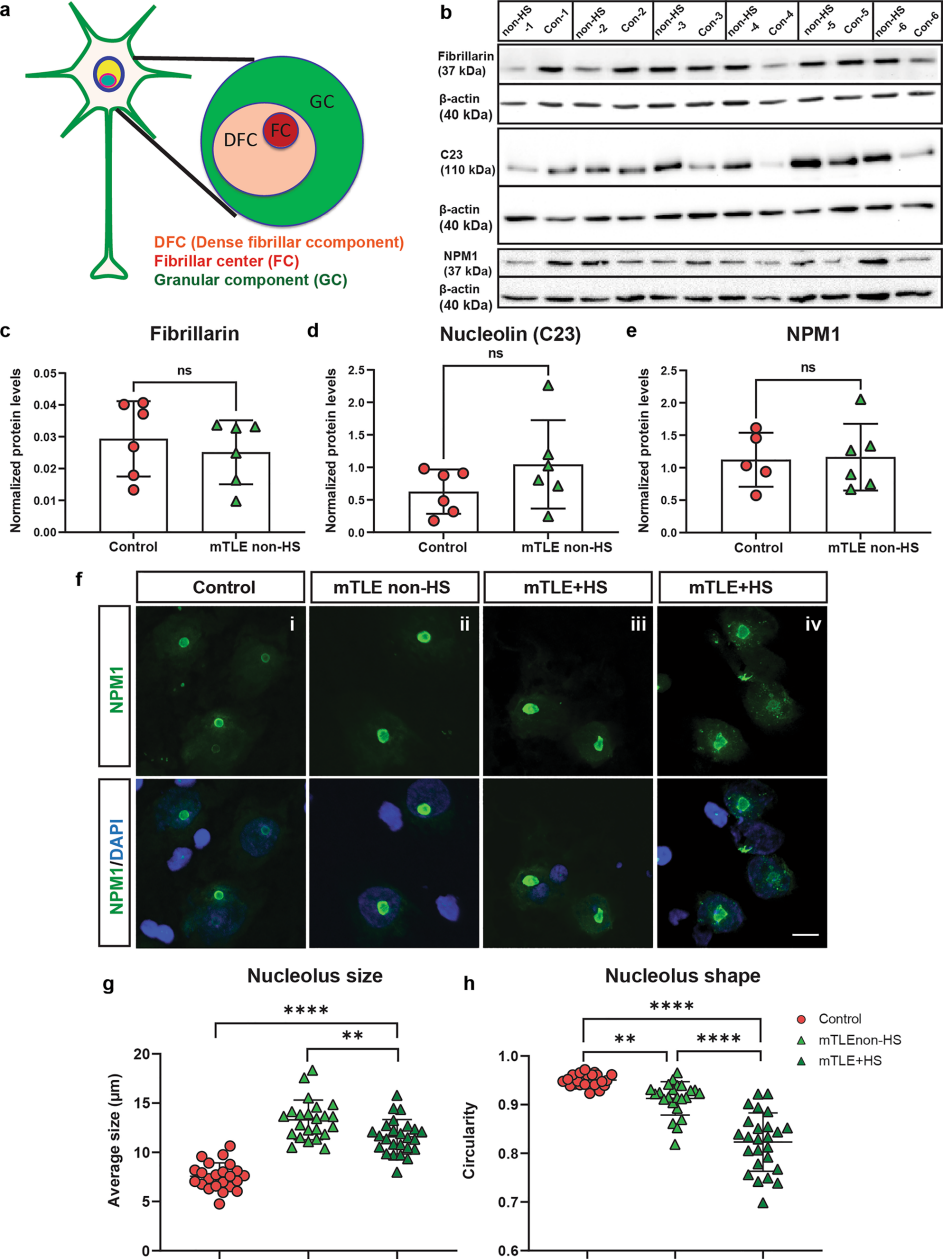
Changes in the size and shape of neuronal nucleoli in human mTLE. **a** Schematic showing the different sub-regions of a neuronal nucleolus. Fibrillar center (FC), granular component (GC), and dense fibrillar center (DFC). Fibrillarin marks the FC, and NPM1 and C23 antibody the GC. **b** Western Blot analysis of control and mTLE non-HS hippocampus (HC) tissue (*n* = 6 control and mTLE non-HS cases) for fibrillarin, NPM1, C23, and *β*-actin (loading control). **c**–**e** Quantification of western blots as in **b** showing normalized protein levels (to *β*-actin) for fibrillarin (**c**), C23 (**d**), and NPM1 (**e**) for control and mTLE non-HS HC tissue. *n* = 6 controls and mTLE non-HS. For NPM1, *n* = 5 control and 6 patient samples were used (Con-5 was excluded from analysis due to an air bubble in the band). Mann–Whitney test. *ns*, not significant. Data (cases) are shown as means ± SD.** f** Representative images of immunohistochemistry for NPM1 in sections of the HC CA region of control (i) and mTLE non-HS (ii), and mTLE + HS (iii–iv) cases. DAPI in blue. Both the size and shape of NPM1 nucleoli is altered in mTLE. Scale bar, 10 μm. **g** Quantification of nucleolus size based on images as in **f**. Each datapoint represents mean size estimated of all measured cells determined from each individual images (control 23 images, mTLE non-HS 23 images, and mTLE + HS 25 images with at least 5 images per individual) collected from *n* = 4 controls and *n* = 4 mTLE patients. Ordinary one-way ANOVA with Sidak’s multiple comparisons, ****p < 0.0001, **p < 0.005. **h** Quantification of nucleolus shape based on images as in **f**. Each datapoint represents mean shape estimated of all measured cells determined from individual images (control 23 images, mTLE non-HS 23 images, mTLE + HS 25 images with at least 5 images per individual) collected from *n* = 4 controls and *n* = 4 mTLE patients. Shape was assessed as circularity with values closer to 1 being more circular. Ordinary one-way ANOVA with Sidak’s multiple comparisons, ****p < 0.0001, **p < 0.005

To confirm the nucleolar changes observed using NPM1 immunostaining, we analyzed an additional nucleolus marker, C23. C23 is an RNA-binding protein mainly localized to the GC of nucleoli, but able to shuttle between nucleus and cytoplasm in healthy and disease conditions (Fig. 6a) [1]. In control tissue, C23 was detected in the nucleolus. In the mTLE non-HS HC reduced nucleolar C23 staining was observed together with increased signals in the soma compartment in both CA and DG regions (Fig. 6b). Quantification confirmed an overall reduced fluorescence intensity for C23 in CA1 and CA3 region but not CA4 region in mTLE non-HS (Fig. 6c, d). Further, increased C23 expression was found in the soma compartment and reduced levels in the nucleolus in mTLE non-HS as compared to control. Signal in the nucleus was unaltered, hinting at a redistribution of C23 from nucleoli to the soma compartment (Fig. 6e; Supplementary Fig. 10a–b). Quantification of nucleolus size based on C23 labeling revealed an increase in the size of nucleoli in the different CA regions in the absence of changes in the size of the nucleus (Supplementary Fig. 10c–d), in line with the NPM1 analysis (Fig. 5f–g).

**Fig. 6:**
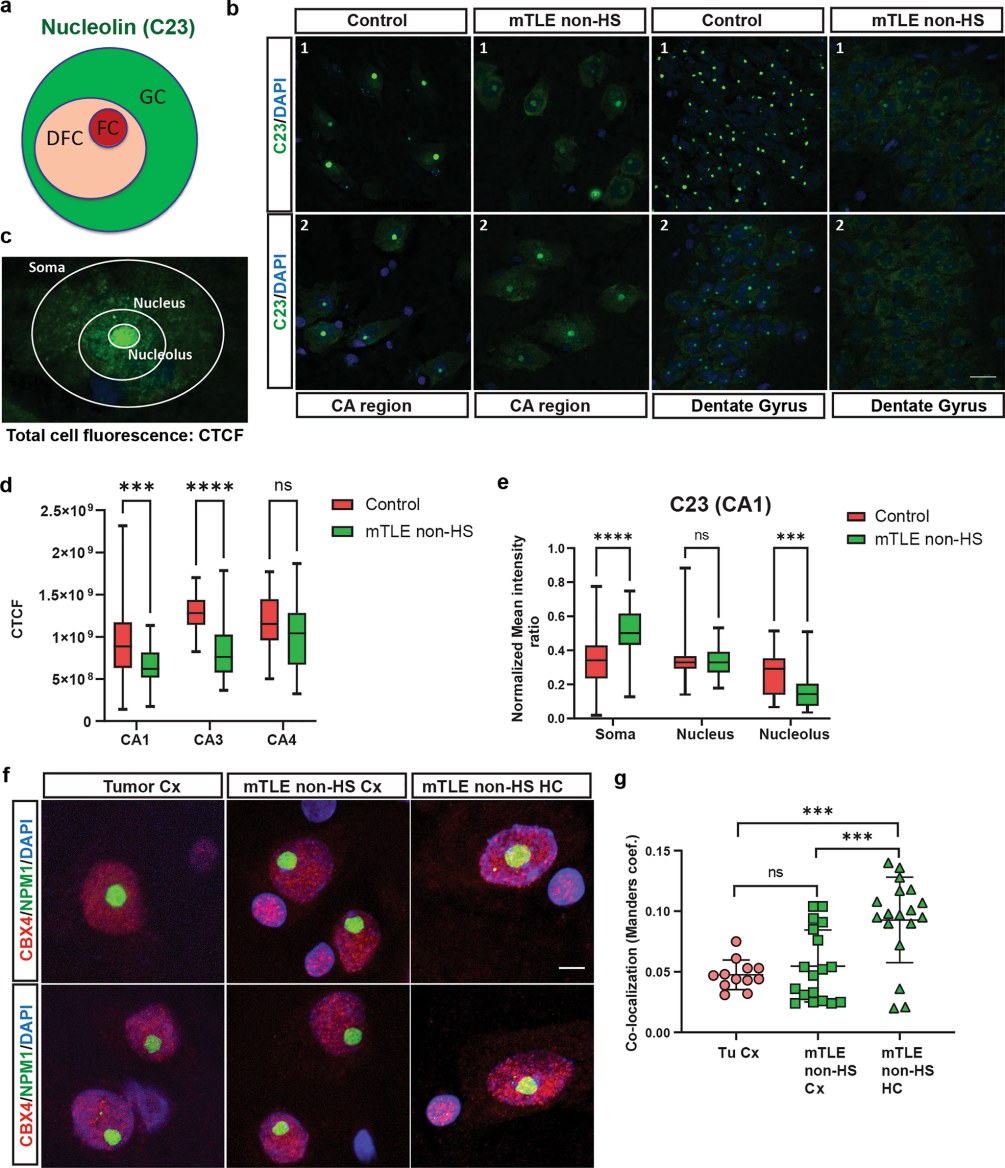
Abnormal localization of C23 and CBX4 in human mTLE hippocampus. **a** Schematic depicting key nucleolar regions labeled in different colors. Fibrillar center (FC), granular component (GC), and dense fibrillar center (DFC). C23 (nucleolin) marks the GC. **b** Representative images of immunohistochemistry for C23 in sections of the HC region [CA and dentate gyrus (DG)] from control and mTLE non-HS cases (*n* = 2 each). DAPI in blue. Scale bar, 20 μm. **c** Image showing C23 immunosignal and labeled for different individual sub-cellular compartments in which C23 immunofluorescence was measured. **d** Boxplots showing quantification of CTCF (total cell fluorescence) of C23 immunostaining in different CA hippocampal regions in control and mTLE non-HS cases from images as in **b**. C23 signals were reduced in the CA1 and CA3 regions. ANOVA with Sidak’s multiple comparisons test; ****p < 0.0001, ***p = 0.0009. n (cells measured) = CA1 54 from Controls and mTLE non-HS; CA3 26 and 36 in control and mTLE non-HS, respectively; CA4 28 and 29 cells from controls and mTLE non-HS, respectively, and from *n* = 4 control and *n* = 3 mTLE non-HS cases. **e** Boxplots showing quantification of C23 immunofluorescence in neuronal soma, nucleus, and nucleolus in the CA1 hippocampal region in control and mTLE non-HS cases from images as in **b**. C23 signals in the soma were increased and nucleolar labeling decreased in mTLE compared to control. Fluorescence signal in the nucleus was unchanged. ANOVA with Sidak’s multiple comparisons test; ns, not significant. ****p < 0.0001, ***p = 0.0001. *n* (cells measured) = CA1 54 each from Controls and mTLE non-HS from *n* = 4 control and *n* = 3 mTLE non-HS cases. **f** Representative images of double immunohistochemistry for NPM1 and CBX4 in sections of the Cx and HC from tumor control (Cx) and mTLE non-HS cases (Cx and HC). DAPI in blue. Scale bar, 5 μm. **g** Quantification of the co-localization of NPM1 and CBX4 in images as in **f**. Mander’s coefficient was determined using the JACoP plugin. Each datapoint represents the estimated coefficient determined from individual images collected from *n* = 2 tumor control (Tu Cx), *n* = 3 mTLE-non-HS Cx, and *n* = 3 mTLE non-HS HC. Data are shown as means ± SD. ANOVA with Tukey’s multiple comparisons test. ns, not significant, ***p < 0.001.

Nucleoli in eukaryotic cells function as phase-separated protein quality control compartments, and during cellular stress, several proteins localize to this structure to be stored until stress is relieved or to be targeted for degradation [4, 38]. We therefore assessed whether the expression and localization of the polycomb repressive complex proteins CBX4 and CBX8, two other proteins known to localize to the nucleolus, are altered in mTLE. Total HC levels of CBX4 and CBX8 were similar for control and mTLE non-HS tissue (Supplementary Fig. 10e–g). To assess the sub-cellular distribution of CBX proteins, immunostaining for CBX4 was performed. Here, we used cortical tissue that was removed during tumor resection as a control as we were unable to get specific signals for CBX4 in postmortem tissues. Immunohistochemistry for CBX8 was in general unsuccessful. Under normal conditions, CBX4 is localized to the polycomb regions in the nucleus avoiding the nucleolar compartment, which we observed in Cx control and mTLE non-HS tissue. However, in mTLE non-HS HC tissue co-localization of CBX4 with NPM1 into the nucleolus was found (Fig. 6f). Quantification of CBX4 and NPM1 co-localization confirmed these results (Fig. 6g).

Overall, these results indicate that nucleoli in mTLE HC display changes in nucleolar size and shape, and in the redistribution of key nuclear protein into and out of the nucleolus, which are typical signs of cellular stress.

### SnoRNA are deregulated in mTLE

The changes observed in nucleolar morphology and protein distribution hint at a loss of nucleolar integrity. This could cause increased localization of RNAs to the nucleolus, such as *miR-92b*, but also changes in RNAs that reside and function in the nucleolus. 

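In the nuclear pulldown, the locus joining Rpl23a and Snord42b (XLOC_026304, chromosome 11, 78176711 to 78183584) had normalized counts of 143, 199 and 114 in *miR-92b* samples, 105, 471 and 691 in Scr samples and 170.4, 211 and 163 in control samples. The log2 fold change of *miR-92b* over Scr was -1.13 (standard error 0.47, limma adjusted p = 1.00) and ranged from -1.94 to -0.58 with each sample left out. Without Scr sample 1 the locus passed the threshold (limma adjusted p = 0.0241), the only setting of those tried that called it. The median implied transcript length was 469 nucleotides, and Snord42b is 69 nucleotides long. The locus joining Rps2 and Snora64 (XLOC_065705, chromosome 17, 24718116 to 24721929) had 834 ± 127 with *miR-92b*, 1814 ± 866 with Scr and 787 ± 202 in control (SD, n = 3 each), a log2 fold change of *miR-92b* over Scr of -1.00 (standard error 0.37, limma adjusted p = 1.00). Its median implied transcript length was 975 nucleotides, and Snora64 is 134 nucleotides long.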

Interestingly, *miR-92b* pull down from the nucleus identified snoRNAs (Fig. 3). SnoRNAs are essential, nucleolus-localized RNAs with main functions in 2-*O*’-methylation (box C/D) and pseudouridylation (box H/ACA) of ribosomal RNA (rRNA), small nuclear RNAs (snRNA), and other classes of RNAs [9, 25, 34]. To examine whether the expression of snoRNAs and other non-coding RNAs is altered in mTLE, we analyzed the small RNA-seq data from mTLE non-HS HC cytoplasmic and nuclear fractions. Reads were controlled for quality and followed up with quasi-mapping and DEseq2 processing (Supplementary Fig. 11a). To improve mapping rates and facilitate detection of the majority of ncRNA classes, including snoRNAs, k-mer size of different lengths was optimized [19]. K-mer 13 showed a high mapping rate [Supplementary excel file (Tab18)]. Next, we tested our pipeline of snoRNA analysis with published datasets and obtained similar mapping percentages (74.7% and 74.1% respectively; GSE140623; [77]). Small RNA-seq data from mTLE nuclear and cytoplasmic samples was mapped with human ncRNA index using Salmon [96], which provides data on snoRNAs and other classes of ncRNAs. The average percentage of assigned ncRNA reads obtained for mTLE non-HS and control samples was between 60 and 80% [Supplementary Fig. 11b; Supplementary excel file (Tab18)]. Finally, DEseq2 was used to perform differential gene expression analysis, showing a lower predicted dispersion with a higher mean of normalized counts (Supplementary Fig. 11c). Principal component analysis (PCA) showed clear separation between sample clusters from patients and controls, and for nuclear and cytoplasmic fractions (Fig. 7a, b). The majority of differentially expressed genes were downregulated (Fig. 7c, d; Supplementary Fig. 11d). Samples belonging to the same patient group clustered together and showed similar expression levels for the different genes (Fig. 7e, f). From all transcripts, cytoplasmic fractions showed 98 DE genes and nuclear fractions with 464 DE genes. In the nucleus, most of the differentially expressed genes were miRNAs followed by long non-coding RNAs and snoRNAs. In the cytoplasm, lncRNAs were most abundantly deregulated followed by miRNAs [Fig. 7g–h; Supplementary excel file (Tab19 and Tab20)].

**Fig. 7:**
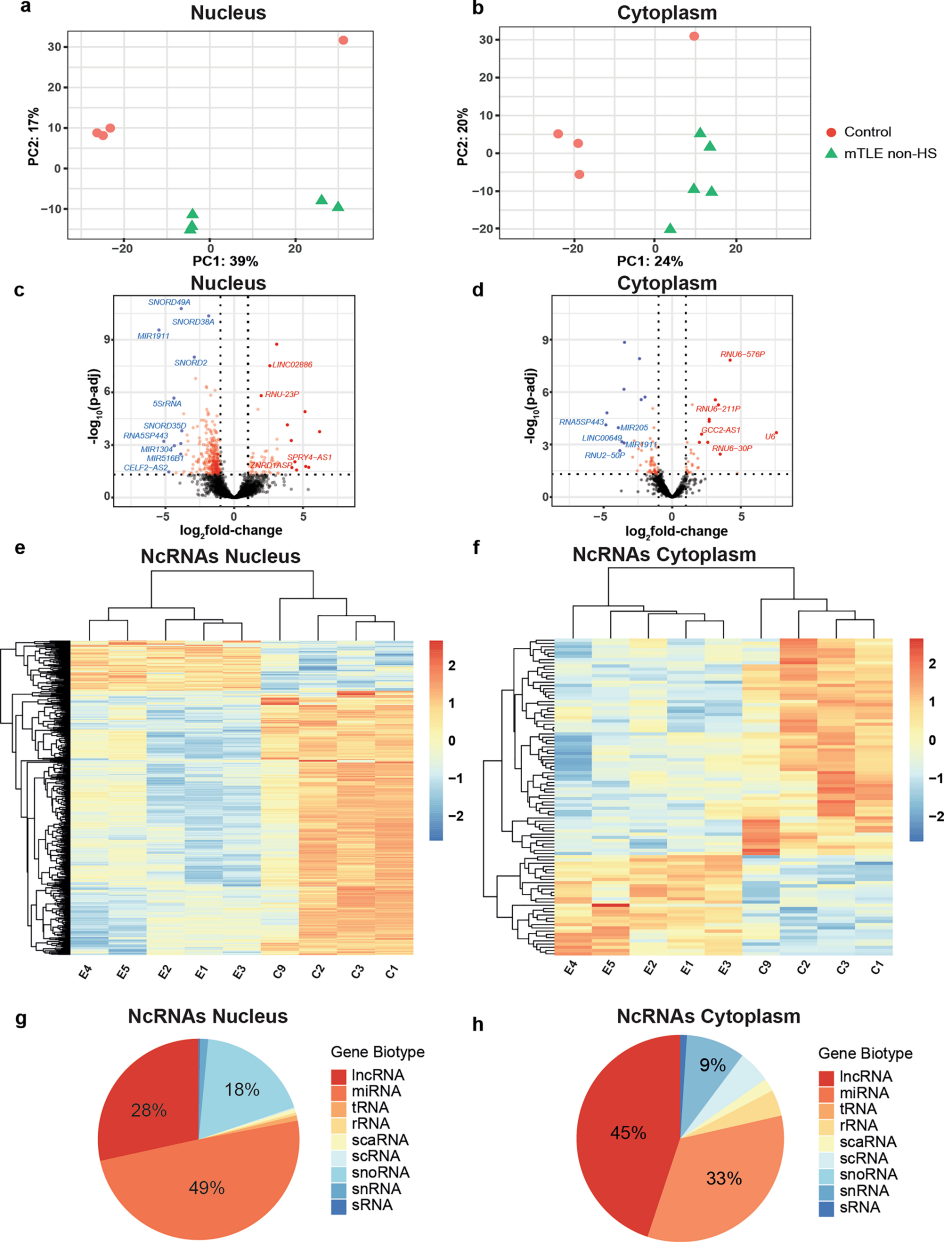
RNA seq analysis of human mTLE hippocampal cell compartments for all ncRNAs. **a, b** Principal Component Analysis (PCA) for hippocampal (HC) nucleus and cytoplasmic fractions from controls (*n* = 4) and mTLE non-HS patients (*n* = 5) based on deregulated small non-coding RNA (ncRNA) expression detected by small RNA-seq. **c, d** Volcano plots showing DE ncRNAs from nucleus and cytoplasm fractions in mTLE non-HS (as compared to control). Significantly DE genes are shown in red (pad*j* < 0.05; logFC > 1 and <  − 1 [representing at least one fold change of difference in expression compared to control samples)]. A selection of strongly upregulated (in red) or downregulated (in blue) genes are indicated in the plots. For DE ncRNAs, see Supplementary excel file (Tab19 and Tab20). **e, f** Heatmap showing differentially expressed small ncRNAs in hippocampal (HC) nucleus and cytoplasmic fractions from controls (*n* = 4; C1–C3, C9) and mTLE non-HS patients (*n* = 5; E1–E5). For DE ncRNAs see Supplementary excel file (Tab19 and Tab20). **g, h** Pie chart showing the contribution of different classes of ncRNAs in the list of DE ncRNAs for nuclear (**g**) and cytoplasmic (**h**) fractions.in mTLE non-HS (as compared to control)

This analysis confirmed prominent differential expression of snoRNAs in nuclear fractions from mTLE tissue. Interestingly, class-specific changes were observed with an increase in H/ACA class snoRNAs in nuclear mTLE non-HS fractions as compared to control and reduced expression of C/D class snoRNAs (Fig. 8a, b). Such differences could be from altered biogenesis due to the nucleolar stress mTLE tissue. In line with the fact that most snoRNAs localize to the nucleolus, 85 differentially expressed snoRNAs were found in nuclear fractions and only 4 in the cytoplasm. The majority of the snoRNAs were downregulated in mTLE except a few that were upregulated (Fig. 8c, Supplementary Fig. 12a). Interestingly, a few nuclear downregulated C/D class snoRNAs were also identified as binding partners of *miR-92b* (Fig. 3): *snoRD14E*, *snoRD35B*, and *snoRD38A* (Fig. 8d–e, Supplementary Fig. 12b). 

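In the mouse pulldown data, Snord14e lies in a joined locus with its host gene Hspa8, Snord14c and Snord14d (XLOC_152333, chromosome 9, 40800984 to 40810087). Its normalized count was 866 ± 159 in nuclear *miR-92b* and 1547 ± 616 in nuclear Scr samples (SD, n = 3 each), a log2 fold change of -0.75 (standard error 0.36, limma adjusted p = 1.00). In whole cell samples it was 6074, 4405 and 18955 with *miR-92b* and 6256 ± 1524 (SD, n = 3) with Scr, a log2 fold change of 0.38 (limma adjusted p = 0.771). With each sample left out, the whole cell fold change ranged from -0.25 to 0.80. In the authors' deposited tables the locus was called in nuclear samples (q = 0.00219) and not in whole cell samples (q = 0.175). Its median implied transcript length was 1351 nucleotides, and its longest snoRNA is 90 nucleotides long.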

To begin to understand whether altered expression of snoRNAs can be linked to gene expression changes in mTLE, we estimated the non-ribosomal methylation targets of *snoRD14E*, *snoRD35B*, and *snoRD38A* [59]. Several genes differentially expressed in human TLE samples [(Xin actin-binding repeat containing 1 (*XIRP1*), CC Chemokine ligand 2 (*CCL2*), and Neuronal PAS domain protein 4 (*NPAS4*)] were predicted to have potential methylation sites ([122]; Supplementary Table 4, Supplementary excel file (Tab22 to Tab24)) and showed inverse expression changes to those found for snoRNAs in human TLE. Thus, these results show class-specific changes in snoRNA expression specific sub-cellular compartments in mTLE.

**Fig. 8:**
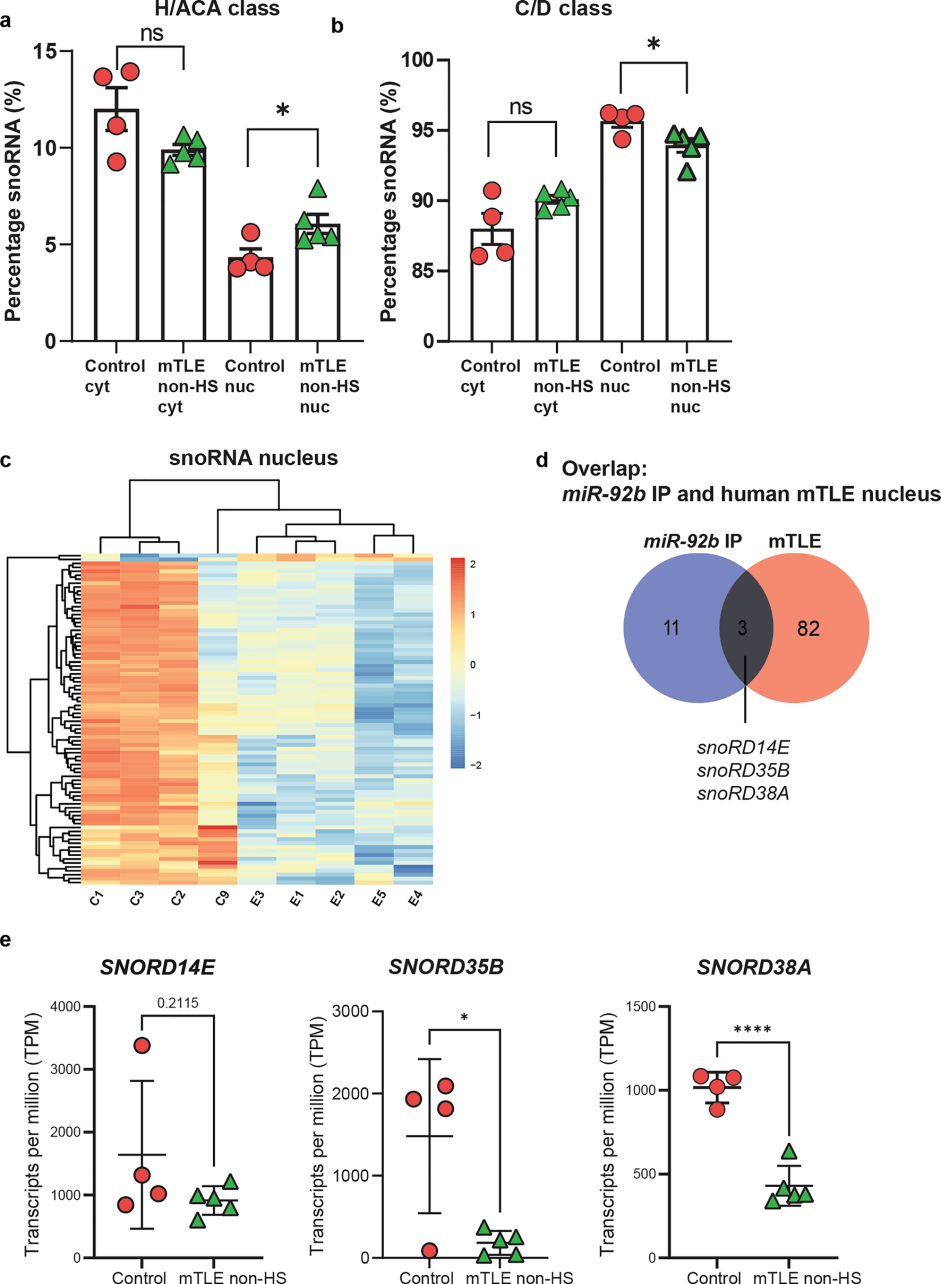
Differential snoRNA expression in human mTLE brain tissue. **a**, **b** Percentage of assigned reads for H/ACA and C/D class snoRNAs in cytoplasmic (cyt) and nuclear (nuc) fractions from control and mTLE non-HS HC samples. *n* = 4 control and *n* = 5 mTLE non-HS cases. Data are means ± SD. Unpaired t test, *p < 0.05, ns, not significant. **c** Heatmap showing differentially expressed snoRNAs in nuclear fractions from mTLE non-HS HC samples. Controls (*n* = 4; C1–C3, C9) and mTLE non-HS patients (*n* = 5; E1–E5). For DE snoRNA list, see Supplementary excel file (Tab20). **d** Venn diagram showing the overlap of snoRNAs identified in *miR-92b* immunoprecipitation and differentially expressed snoRNAs in nuclear fractions from mTLE non-HS HC. **e** Normalized transcripts per million (TPM) counts of the three common DE snoRNAs (see **d**) in the nucleus of control and mTLE non-HS cases. *n* = 4 control and *n* = 5 mTLE non-HS cases. Data are means ± SD. Unpaired t test; *p < 0.05; ****p < 0.0001

Nucleolar stress is associated with re-localization or depletion of NPM1 from the nucleolus, which can (in)directly affect nucleolar integrity and function [91, 135]. Further, NPM1 acts as a key regulator of *rRNA* 2’-*O*-methylation by directly binding to *C*/*D* class snoRNAs [87]. Interestingly, our data show an altered nuclear distribution of NPM1 and deregulation of *C*/*D* class snoRNAs (*snord14e*, *snord35a*, *snord38a*) in TLE. Therefore, as a first step to understand the role of NPM1 in TLE, we examined whether deregulation of NPM1 affects the *C*/*D* class snoRNAs found to be altered in TLE. We exploited the CRISPR-Cas13 system to induce NPM1 knockdown in mouse neuronal cells. From three guide RNAs designed and tested, one induced significant knockdown of NPM1 in N2A cells in vitro (50% reduction at the RNA level detected by RT-qPCR and 40% reduction at the protein level detected by Western blotting) (Supplementary Fig. 12c–e). Next, NPM1 knockdown was induced followed by expression analysis of the three candidate snoRNAs. This revealed a significant increase in the expression of *snord14e* and *snord35a* (Supplementary Fig. 12f, g), and a trend toward increased expression for *snord38a* (Supplementary Fig. 12h). Although future studies are needed to further dissect the precise role of NPM1 and snoRNA deregulation in TLE, our results support the exciting possibility that deregulation of NPM1 may induce changes in snoRNAs in TLE.

## Discussion

Molecular and cellular changes that occur at the sub-cellular level in the brain of mTLE patients remain incompletely understood. Therefore, we established cell compartment-specific small non-coding RNA profiles by performing small RNA-seq on cytoplasmic and nuclear cellular fractions from human brain tissue. This revealed an altered sub-cellular distribution of miRNAs and isomiRs, and reduced levels of snoRNAs. The disease-associated enriched localization of one of the deregulated miRNAs, *miR-92b*, in neuronal nucleoli and its ability to bind snoRNAs, triggered a detailed analysis of neuronal nucleoli in mTLE brain tissue. This uncovered several defects, such as altered nucleolar size or shape and mis-localization of nucleolar proteins, indicative of nucleolar stress. Interestingly, nucleolar phenotypes were already detected before spontaneous seizure onset in a rat model of epilepsy, suggesting that nucleolar changes may contribute to the development of seizures and mTLE. These results for the first time implicate nucleolar defects in the pathogenesis of mTLE and provide a framework for further defining the functional consequences of altered sub-cellular RNA profiles in this disease.

### Sub-cellular changes in miRNA expression in mTLE

Previous studies have shown cell compartment-specific localization of miRNAs in neurons in vitro [58, 61], but whether disease conditions change miRNA distribution in neurons in vivo remains largely unknown. To address this question, we determined sub-cellular miRNA profiles from brain tissue derived from mTLE patients and postmortem controls. For many analyses, non-sclerotic (non-HS) HC tissue was used to capture sub-cellular miRNA changes in the absence of the extensive cell death found in HS + mTLE [10]. Indeed, for analyses where HS + tissues were included, changes were often more pronounced in HS + cases (e.g., sub-cellular changes in miRNA expression in Cx). Although postmortem delay may affect RNA levels and distribution, several lines of experimental evidence suggest that this was not causing the compartment-specific changes observed in this study. First, experimental postmortem delay did not induce overt changes in sub-cellular miRNA expression. Second, freshly dissected human control Cx tissue showed a cytoplasmic distribution of *miR-92b* similar to postmortem control. Third, while in freshly dissected control rat HC *miR-92b* was mostly confined to the neuronal cytoplasm, SE induced accumulation of this miRNA in the nucleolus. Fourth, several of the phenotypes observed were stronger or more widespread in HS + as compared to non-HS tissues (e.g., changes in nucleolus shape).

While PCA based on DE miRNA profiles showed clear segregation of HC samples, Cx samples did not segregate well. In line with this, many more DE miRNAs were detected in HC as compared to Cx mTLE tissue. In general, changes were also more abundant in nuclear fractions and only a few DE miRNAs were shared between HC and Cx tissues. Together, these findings indicate that the sub-cellular changes observed are likely in part cell type-dependent. This is also supported by the observation that *miR-92b* accumulated in the nucleus of CA but not DG granule cells in human and experimental TLE. The mechanisms underlying these differences are unknown but may include distinct molecular or cellular features, or proximity to seizure generating foci in refractory mTLE [118].

Changes in posttranscriptional mechanisms are known to contribute to the development and progression of epilepsy [46, 55, 95, 99]. The functional consequences of the sub-cellular changes in miRNA expression in mTLE observed in our study remain unknown, but increased cytoplasmic miRNA levels could increase target inhibition, while nuclear miRNAs may acquire novel targets or act in a non-canonical manner by, for example, binding DNA [48, 50, 140]. Immunoprecipitation of biotinylated *miR-92b* from the nucleus of neuronal cells identified RNAs encoding proteins linked to, e.g., complex I biogenesis, respiratory electron transport, and ribosomal pathways. Since dysfunctional mitochondria and protein synthesis pathways have been implicated in the pathogenesis of epilepsy [98], it is tempting to speculate that altered *miR-92b* expression may affect these processes in mTLE. IsomiR analysis of the DE miRNAs revealed an extra layer of molecular deregulation by unveiling differences in the abundance of specific isomiRs in human mTLE HC. Nucleotide changes in isomiRs, as compared to their canonical miRNA counterpart, can impact miRNA stability or target binding [134]. Further work is needed to establish the molecular and functional consequences of these sub-cellular changes in isomiR expression in mTLE.

### Molecular and morphological changes in the neuronal nucleolus in mTLE

Previous work had shown expression of miRNAs in the nucleolus of non-neuronal cells in vitro, some of which localized to the GC compartment [70, 100]. Our study detects *miR-92b* in the neuronal nucleolus in vivo and shows that disease states can cause miRNA accumulation in the nucleolus. Interestingly, this nucleolar localization is neuron type-specific (observed in CA but not DG neurons). Further, it occurs early during the process of epileptogenesis in experimental models but is not found in human AD HC neurons nor in neurons lacking the *Tsc1* gene, a model mimicking a form of genetic epilepsy [74]. It is unknown why *miR-92b* accumulates in the nucleolus in mTLE, but its nucleolar enrichment could be facilitated by changes in nucleolar protein expression or morphology.

In addition to specific nucleolar perturbations, such as depletion of ribosomal proteins or nucleolar factors, general stressors, including heat shock, nutrient starvation, UV radiation, hypoxia, and viral infection can induce changes in nucleolar morphology [68, 136]. Furthermore, reduced nucleolar size has been linked to reduced ribosomal biogenesis in neurodegenerative disorders such as AD and Parkinson’s disease [5, 8, 47, 94]. We report the occurrence of an increase in nucleolar size and altered nucleolar shape in mTLE HC and experimental TLE tissue. Increases in nucleolar size are often correlated with increased rRNA synthesis, for example in dividing cells in cancer [23, 120]. However, increased nucleolar size was also observed in amyotrophic lateral sclerosis (ALS) patients carrying a *C9ORF72* mutation. In this case, impaired ribosome biogenesis and translation were reported [67, 83]. Therefore, future studies are needed to examine whether the nucleolar changes observed in mTLE reflect nucleolar stress and/or altered ribosomal output. Because of their size and activity, neurons require a high level of rRNA production and protein synthesis [43, 45]. This is even exaggerated in chronic epilepsy where uncontrolled neuronal activity puts further pressure on protein synthesis [62, 102]. Nucleolar changes may not only be induced by these pathogenic situations but could also contribute to their onset or further progression.

In addition to changes in nucleolus size and shape, re-localization of proteins into and out of the nucleolus was observed in mTLE HC. For example, the nucleolar protein C23 was also found in the cytoplasm in mTLE and the polycomb protein CBX4 in the nucleolus. C23 is an RNA-binding protein that primarily localizes to the nucleolus, but under stress conditions can re-locate to either nucleoplasm or cytoplasm [1]. In cytoplasm, C23 binds and regulates the stability and translation of mRNAs [84]. Further, it can interact with nucleic acids that contain G-quadruplex (rG4) structures [108]. Interestingly, the *miR-92b* precursor RNA, *pre-miR-92b*, contains rG4 structures, and C23 and *pre-miR-92b* interactions have been described in vitro [81, 107]. In contrast to C23, CBX4 was present in the nucleolus in mTLE HC tissue, co-localizing with NPM1. Upon stress, nucleoli can function as transient storage locations for mis-folded proteins or target them for degradation under prolonged stress [38]. CBX4 was reported to transiently localize to the nucleolus following heat shock in vitro [4]. As we did not observe changes in overall CBX4 expression, its nucleolar localization most likely does not induce enhanced degradation. However, it could cause a reduced ability of CBX4 to interact with its binding partners outside the nucleolus or act to inhibit excessive rRNA expression, as was reported in mesenchymal stem cells [101].

### Deregulation of snoRNAs in mTLE

Previous studies have shown altered ribosomal function in mouse models of epilepsy and changes in the expression of several ribosomal proteins and snoRNAs in epilepsy patient tissue [80, 98, 126]. Our observations not only confirm but also extend these findings by showing compartment-specific changes in snoRNAs and by revealing that a miRNA that aberrantly accumulates in the nucleolus in mTLE binds snoRNAs in the nucleus. Most DE snoRNAs were downregulated in human mTLE and belonged to the C/D class of snoRNAs. This is in line with the observation that snoRNAs in synaptosomes from hippocampal tissue mainly consist of C/D class snoRNAs [32]. Further, we show that knockdown of NPM1, which shows an altered nuclear distribution in TLE, in neuronal cells causes deregulation of C/D class of snoRNAs shown to be altered in TLE providing a starting point for the future functional analysis of our observations.

Apart from their canonical functions, i.e., 2’-*O*-methylation and pseudouridylation of rRNAs, snoRNAs can regulate the expression of mRNAs, rRNA acetylation, guide tRNA methylation, and modify alternative splicing [13, 28, 35, 49, 53, 112, 127]. Reduced snoRNA levels could therefore have widespread effects. To begin to understand whether altered expression of snoRNAs can be linked to gene expression changes in mTLE, we predicted the 2’-*O*-methylation sites of three snoRNAs that bound *miR-92b* and that showed reduced levels in human TLE HC (*SNORD14E*, *SNORD35B*, and *SNORD38A*). Interestingly, we identified a few target genes previously implicated in epilepsy. Genes differentially expressed in human TLE samples and previously implicated in epilepsy (*XIRP1*, *CCL2*, and *NPAS4*) [15, 39], were predicted to have potential methylation sites and showed inverse expression changes to those found for snoRNAs in human TLE [122]. Although these results suggest that altered snoRNA expression may influence the expression of epilepsy-relevant RNAs, further work is needed to more firmly establish these molecular dependencies and to dissect a potential role for *miR-92b*-snoRNA interactions.

Integration of molecular changes with histopathological alterations has recently been recognized for the classification of brain tumors by the World Health Organization [73]. In line with this, a recent study combined disease-specific DNA methylation signatures with pathological features as an improved classification system for focal cortical dysplasia (FCD) subtypes [65]. Similarly, changes in *miR-92b* localization and snoRNA expression observed in our study could serve as a molecular signature that could be combined with other disease parameters, such as morphological alterations, to further classify mTLE [10]. Further, the differential changes in the sub-cellular distribution of *miR-92b* in CA versus DG neurons in TLE could be explored to identify cell type-specific gene programs in TLE and to further our understanding of the gene regulatory networks that contribute toward epileptogenesis. Finally, abnormal DNA methylation signatures in neurons have been shown to drive dysregulation of gene networks in experimental and human TLE [64, 65, 141]. Accumulating evidence identifies epigenetic mechanisms as key factors through which abnormal cellular and network dysfunctions might be initiated and maintained [20]. Therefore, further dissection of the changes observed in this study (e.g., in isomiRs or snoRNAs) may not only deepen our understanding of the pathogenic mechanisms underlying the disease but could also provide novel therapeutic avenues.

## Conclusion

By exploiting human brain tissue from mTLE patients for small RNA-seq analysis, we identified previously unexplored compartment-specific changes in the expression of different classes of sncRNAs. Deregulation of these RNAs is predicted to have widespread consequences on RNA and protein expression, and therefore, our dataset constitutes a valuable resource for future studies into the role of sub-cellular changes in RNA expression in mTLE. The accumulation of *miR-92b* in the neuronal nucleolus of mTLE patient tissue triggered subsequent experiments that revealed several nucleolar changes that are indicative of nucleolar dysfunction and stress. These findings implicate nucleolar dysfunction in the pathogenesis of mTLE and identify the nucleolus as a potential therapeutic target for the treatment of epilepsy.

## Supplementary Information (we have uploaded a novel file for Supplementary file 1)

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

Supplementary file7

Supplementary file8

Supplementary file9

Supplementary file10

Supplementary file11

Supplementary file12

Supplementary file13

Supplementary file14

## Data Availability

The datasets generated for this study are deposited in the NCBI Gene Expression Omnibus (GEO) repository with reference number GSE245228 (human mTLE patient and control smallRNAseq dataset) and GSE269625 (*miR-92b* bioIP dataset).

# Supplementary material for: Compartment-specific small non-coding RNA changes and nucleolar defects in human mesial temporal lobe epilepsy
**Source:** Acta Neuropathol. 2024 Nov 7;148(1):61. doi: 10.1007/s00401-024-02817-8
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary information**

**Compartment-specific small non-coding RNA changes and nucleolar defects in human mesial temporal lobe epilepsy**

Vamshidhar R. Vangoor^1^, Giuliano Giuliani^1^, Marina de Wit^1^, Carolina K. Rangel^1,4^, Morten T. Venø^2,3^, Joran T Schulte^1^, Andreia Gomes-Duarte^1,5^, Ketharini Senthilkumar^1^, Noora Puhakka^1,6^, Jørgen Kjems^2^, Pierre N.E. de Graan^1^ and R. Jeroen Pasterkamp^1*^

**Supplementary Figure Legends**

**Supplementary Fig. 1. Small RNA-seq of human TLE sub-cellular fractions.**

**a-c** Graphs showing average raw read counts, miRNA counts per sample and average number of miRNAs detected in the different samples from cytoplasm. n=6 mTLE non-HS cortex (Cx) and n=6 control Cx, n=5 mTLE non-HS hippocampus (HC) and n=5 HC control HC, and n=3 Pre Cx and n=3 Post Cx samples. Data are means +/- SD. For miRNA count data, see Supplementary excel file (Tab4).

**d-f** Graphs showing average raw read counts, miRNA counts per sample and average number of miRNAs detected in the different samples from nucleus. n=6 mTLE non-HS Cx and n=6 control Cx, n=5 mTLE non-HS HC and n=5 control HC, and n=3 Pre Cx and n=3 Post Cx samples. Data are means +/- SD. For miRNA count data, see Supplementary excel file (Tab4).

**g-h** Volcano plots showing miRNA expression changes between pre- versus postmortem-treated nuclear and cytoplasmic fractions (n=3 each), respectively.

**i-j** Volcano plots for control HC versus mTLE non-HS nucleus and cytoplasm, respectively. n=5 mTLE non-HS HC and n=5 control HC. Significantly DE genes are shown in red and blue (padj <0.05; logFC>1 and <-1). A selection of strongly upregulated (in red) or downregulated (in blue) genes are indicated in the plots.

**Supplementary Fig. 2.** **DE miRNAs in mTLE+HS samples.**

**a**-**b** Principal Component Analysis (PCA) plots for cortical (Cx) nucleus and cytoplasmic samples from controls and mTLE non-HS patients (n=6 each) based on DE miRNA expression detected by small RNA-seq.

**c-d** Volcano plots showing DE miRNAs in mTLE non-HS Cx nuclear and cytoplasmic samples. n= 6 mTLE non-HS Cx and n=5 control Cx. Significantly DE genes are shown in red and blue (padj <0.05; logFC>1 or <-1). A selection of strongly upregulated (in red) or downregulated (in blue) genes are indicated in the plots.

**e-f** PCA plots for Cx nucleus and Cx cytoplasmic samples from controls and mTLE+HS patients (n=6 each) based on DE miRNA expression detected by small RNA-seq**.**

**g-h** Heatmaps showing DE miRNAs in nuclear and cytoplasmic samples from the Cx of n=6 controls (C1, C3-7) and n=6 mTLE+HS patients (E9-14) as determined by small RNA-seq. Hierarchical clustering is shown on the top. For DE miRNAs, see Supplementary excel file (Tab8 and Tab9).

**Supplementary Fig. 3. Differential isomiR expression in mTLE hippocampus and cortex.**

**a** Heatmaps of DE miRNA isoforms (isomiRs) across the 10 hippocampal samples (n=5 controls (C1-3, C8-9) and n=5 mTLE non-HS patient (E1-5) samples) in cytoplasmic and nuclear fractions. Hierarchical clustering is shown on the top. For DE isomiRs, see Supplementary excel file (Tab12 and Tab13).

**b** Heatmap of DE miRNA isoforms across the 12 cortical samples (n=6 controls (C1, C3-7) and n=6 mTLE non-HS patient (E1-3, E6-8) samples) in nuclear fractions. For DE isomiRs, see Supplementary excel file (Tab14).

**c** Venn diagram showing the overlap of DE miRNAs between the hippocampal cytoplasmic and nuclear fractions of mTLE non-HS patients.

**d** Venn diagram showing the overlap of DE miRNAs between the hippocampal and cortical nuclear fractions of mTLE non-HS patients.

**Supplementary Fig. 4.** **Validation of differential miRNA expression in human TLE.**

**a** RT-qPCR validation of DE miRNAs detected by small RNA-seq analysis in hippocampal nuclear fractions of mTLE non-HS patients. Boxplot graphs show RT-qPCR validation and corresponding p-values of DE miRNAs. Validation was performed on samples from the same cohort (mTLE non-HS (n=5) to controls (n=5)) as used for RNA-seq as well as from additional independent samples (mTLE non-HS (n=2) to controls (n=2); n=7 each in total). Relative RNA levels were normalized to an endogenous control, *5S*, and the control group (mean value set to 1). Data are means +/- SD. Statistical differences were calculated by unpaired Welch t-test (*p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001).

**b** RT-qPCR validation of DE miRNAs detected by small RNA-seq analysis in hippocampal cytoplasmic fractions of mTLE non-HS patients. Boxplot graphs show RT-qPCR validation, and corresponding p-values of selected DE miRNAs when comparing mTLE non-HS (n=7) to controls (n=7). Relative RNA levels were normalized to an endogenous control, *5S*, and the control group (mean value set to 1). Data are means +/- SD. Statistical differences were calculated by unpaired Welch t-test (*p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001).

**c** Representative images showing *in situ* hybridization (ISH) for *miR-423-3p* on coronal sections of post-mortem control and mTLE non-HS hippocampus (HC). Red arrowheads indicate nuclear accumulation of *miR-423-3p* in CA neurons. White arrowheads indicate normal cytoplasmic localization in control tissue. n=1 experiment. n=2 control, n=2 mTLE non-HS. Scale bar, 50 μm.

**Supplementary Fig. 5.** **N2A cellular fractionation and biotin immunoprecipitation.**

**a** Western blot analysis to test the purity of the nuclear and cytoplasmic fractions following miRNA immunoprecipitation. Western blot on lysates of the nuclear and cytoplasmic fractions. Fibrillarin and β-tubulin were used as nuclear and cytoplasmic markers, respectively. Consistent with its subcellular localisation, fibrillarin was specifically detected in nuclear fractions, whereas the anti-β-tubulin antibody labeled the cytoplasmic fraction. n=3 experiments were performed with similar results.

**b** Barplot showing enrichment of transcripts in the nuclear and cytoplasmic fractions. *Gomafu*, *Malat1*, *Neat1,* *Gapdhint and Eef2int* were more abundant in the nuclear fraction, while *Gapdh* and *Eef2* were enriched in the cytoplasmic fraction. Enrichment is represented as a percentage of the distribution (% distribution) of a marker across the nuclear and cytoplasmic compartments. Graphs represent data from samples collected in n=3 experiments. Data are means + SD.

**c** RT-qPCR validation to test the efficiency of *miR-92b* pull-down in nuclear and total lysate samples. Boxplot graphs show a robust enrichment of *miR-92b* in cultures transfected with biotinylated *miR-92b* as compared to scrambled (Scr) control or untransfected cultures (control). Graphs represent data from samples collected in n=3 experiments. Data are means + SD.

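The loci called in the nuclear or the whole cell deposited table numbered 386. Over these loci, PCA on log2(normalized count + 1) of the 12 samples placed 31.4% of the variance on PC1, 19.0% on PC2 and 14.1% on PC3. PC1 scores lay between -16.3 and -7.98 in nuclear samples and between 3.01 and 35.1 in whole cell samples (two-sided exact permutation test, p = 0.00216, the smallest possible). On PC2, whole cell *miR-92b* samples lay between 7.78 and 15.3 and whole cell Scr samples between -25.3 and -13.3. On PC3, nuclear *miR-92b* samples lay between 8.42 and 9.19, nuclear Scr sample 1 at 1.79 and nuclear Scr samples 2 and 3 at -23.8 and -17.7. The loci were chosen for a difference between *miR-92b* and Scr in the same samples, so a distance between these groups follows from the choice of loci.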

**d** PCA showing sample clustering in nuclear and whole cell pulldown conditions (scrambled (Scr) and *miR-92b* pulldown) based on DE transcript expression detected by RNA-seq. Nuc, nuclear. n=3 samples per group.

**Supplementary Fig. 6.** **Nucleolar localization of *miR-92b.***

**a-d** Representative *in situ* hybridization (ISH) images of *miR-92b* and *miR-124-3p* in mTLE non-HS hippocampal tissue (CA1 and hilar regions). Red arrows indicate nucleolar localization of *miR-92b.* n=2 experiments with similar results. n=3 control, n=3 mTLE non-HS. Scale bar, 40 μm.

**Supplementary Fig. 7.** **Granule cell dispersion (GCD) and *miR-92b* localization in the mTLE+HS hippocampus.**

**a-c** Representative *in situ* hybridization (ISH) images for *miR-92b* in control hippocampal dentate gyrus (DG) neurons. Red boxed areas are shown at higher magnification in **d-f**.

**g-i** Representative *in situ* hybridization (ISH) images for *miR-92b* in mTLE+HS hippocampal DG neurons. Red boxed areas are shown at higher magnification in **j-l**. n=2 experiments with similar results. n=3 control, n=3 mTLE+HS samples. Scale bar, 40 μm, 20 μm (inset).

**Supplementary Fig. 8. Nucleolar localization of *miR-92b* in an experimental TLE model.**

**a** Schematic showing status epilepticus (SE) induction in the pilocarpine rat model and the different timepoints at which *in situ* hybridization (ISH) was performed (created with Biorender.com).

**b** Representative ISH images showing *miR-92b* expression in CA3 neurons in control and pilocarpine-treated rats (2-19 weeks (wk) after SE induction). Red arrows indicate nucleolar *miR-92b* signal at different timepoints. NC, negative control (scrambled-miR), devoid of signal. n=2 experiments were performed with similar results from 2 weeks (n=2 control and n=3 SE+), 4 weeks (n=2 control and n=3 SE+), 8 weeks (n=2 control and n=3 SE+) and 19 weeks (n=2 control and n=3 SE+) animals. Scale bar, 40 μm, 20 μm (inset).

**c** Representative image showing *miR-92b* nuclear localization in 2 wk SE+ pilocarpine rat tissue sections co-labelled with the nuclear marker DAPI. Red boxed area is shown at higher magnification in the lower panel. Scale bar, 40 μm, 20 μm (inset).

**d** Quantification of mean intensity ratios showing *miR-92b* expression levels in control and pilocarpine SE+ animals estimated using densitometry analysis. Mean intensities were acquired by measuring individual cell nuclear area with *miR-92b* ISH signal as a region of interest (ROI) based on corresponding DAPI area as a reference, in 12-20 cells per image from different hippocampal regions. Mean intensity ratios were calculated by normalizing the background mean intensity (BG) measured from an empty area corresponding to the size of the nuclear area for each cell and calculating the ratio over the BG using the formula: ([Mean intensity of BG ROI – Mean intensity of ROI] / Mean intensity of BG ROI). Average ratios depicted in the graph are normalized for equal area measured among all conditions. n=10 images/animal were used for the analysis from n=3 control animals from 2 wk and n=3 animals each from 2 wk, 4 wk, 8 wk and 19 wk after SE. Statistical significance was estimated by comparing mean ratios from SE+ animals of different timepoints to 2 wk controls using ANOVA and Dunnett’s T3 multiple comparisons test (*p < 0.05, **p < 0.01). ns, non-significant.

**Supplementary Fig. 9.** **Changes in nucleolar morphology in an experimental TLE model.**

**a** Representative *in situ* hybridization (ISH) images showing *miR-92b-3p* localization in the CA1 and CA3 hippocampal regions of *Tsc1-cre^-^* and *Tsc1-cre^+^* mice. n=2 experiments were performed with similar results from n=2 *Tsc1-cre^-^* and 2 *Tsc1-cre^+^* animals. Scale bar, 40 μm, 20 μm (inset).

**b** Representative images of NPM1 staining in the CA1 region of control and pilocarpine rat hippocampal tissue at 19 weeks after SE (SE+) showing changes in nucleolar size. Scale bar, 10 μm.

**c** Quantification of nucleolar size in individual CA regions (CA1, CA2 and CA3) at 2 weeks after SE. n=26, n=18, n=23 (CA1, CA2, CA3) images from n=4 control rats, and n=22, n=10, n=15 (CA1, CA2, CA3) images from n=4 SE+ rats. Data are means +/- SD. ****P<0.0001. ns, not significant. Multiple Mann-Whitney U test.

**d** Quantification of nucleolar size in individual CA regions (CA1, CA2 and CA3) at 19 weeks after SE. n=15, n=9, n=13 (CA1, CA2, CA3) images in n=2 control rats, and n=33, n=14, n=20 (CA1, CA2, CA3) images from n=3 SE+ rats. Data are means +/- SD. ****P<0.0001. ***p<0.001. ns, not significant. Multiple Mann-Whitney U test.

**e** Quantification of NPM1 mean intensity estimated between controls and mTLE tissue. Each dot represents a mean value estimated from an individual images (control n=23 images, mTLE non-HS n=23 images, mTLE+HS n=25 images with at least 5 images per individual) collected from n=4 controls, and n=4 patient samples/group. Data are means +/- SD. ns, not significant. Ordinary one-way ANOVA with Sidak’s multiple comparisons test.

**Supplementary Fig. 10. Nucleolar characterization using C23 immunostaining.**

**a-b** Boxplots showing the quantification of C23 immunofluorescence in sub-cellular compartments of the CA3 and CA4 regions. Increased C23 signal in the soma and a reduced signal in the nucleolus is observed in TLE compared to Control. Fluorescence signal in the nucleus was unchanged, indicating a redistribution of the C23 in TLE tissue. ANOVA with Sidaks multiple comparisons test. Data are means +/- SD. ns, not significant, ****p<0.0001. n=54 cells were measured from n=4 control and n=3 mTLE non-HS tissues.

**c** Boxplots showing the quantification of the size of the nucleolus based on C23 immunofluorescence. Increased nucleoli size is observed in the CA1, CA3 and CA4 regions of the mTLE non-HS hippocampus. ANOVA with Sidaks multiple comparisons. Data are means +/- SD. ****p<0.0001. n (cells measured) =54 from control and mTLE non-HS (CA1), n=26 and n=36 in control and mTLE non-HS samples, respectively (CA3), and n=28 and n=29 from control and mTLE non-HS samples, respectively, (CA4) from n=4 controls and n=3 mTLE non-HS tissues.

**d** Nuclear size is unaltered in regions of the hippocampus in which an increase in nucleolar size was observed. n=4 controls and n=3 mTLE non-HS tissues. ANOVA with Sidaks multiple comparisons test. Data are means +/- SD. ns, not significant.

**e** Representative Western blots probed with antibodies against CBX4, CBX8 and β-actin on total lysates from control and mTLE non-HS hippocampus.

**f-g** Quantification of CBX4 and CBX8 protein levels comparing the different patient groups with controls. n=6 controls and n=6 mTLE non-HS samples. Data are means +/- SD. ns, not significant. ANOVA with Kruskal-Wallis test.

**Supplementary Fig. 11. ncRNA analysis from the small RNA-seq data.**

**a** Schematic overview of the workflow of small RNAseq analysis enriching for non-coding (nc) RNAs and SnoRNAs.

**b** Percentage of assigned reads for ncRNA from controls (n=4) and mTLE non-HS patients (n=5). Control cyt = control cytoplasm, Control nuc = control nucleus, mTLE non-HS cyt = mTLE non-HS cytoplasm, mTLE non-HS nuc = mTLE non-HS nucleus. Data are means +/- SD.

**c** Dispersion plot for nuclear and cytoplasmic fractions based on DE small ncRNAs detected by small RNA-seq. The black dots represent gene-wise estimates of dispersions. The fitted values for mean of the counts and mean of dispersion are shown by the red dots. The black points are then shrunken to fit within the red line and these values are used for the next step, the statistical test for DE genes (Wald test).

**d** plotMA for nuclear and cytoplasmic fractions based on DE ncRNAs detected by small RNA-seq. Dots marked in blue represent genes with padj<0.1.

**Supplementary Fig. 12. Differential expression of SnoRNAs in human mTLE non-HS cytoplasmic fractions.**

**a** Differentially expressed (DE) SnoRNAs in the cytoplasmic fraction of TLE hippocampal (HC) samples. Heatmap showing differentially expressed SnoRNAs in cytoplasmic fractions from control and mTLE non-HS HC samples. Controls (n=4; C1-C3, C9) and mTLE non-HS patients (n=5; E1-E5). For DE snoRNA list, see Supplementary excel file (Tab19).

**b** Normalized transcripts per million (TPM) counts of the three common DE SnoRNAs in the cytoplasmic fraction. n=4 controls and n=5 mTLE non-HS samples. Data are means +/- SD. Unpaired t-test. p-values are depicted in each graph.

**c** *Npm1* knockdown (KD) using the Crispr-Cas13 system leads to deregulation of SnoRNA expression. Graph showing the relative expression of *Npm1* in N2A cells transfected with different guide RNAs (G1-G3). Data are normalized to the house-keeping gene *Hprt1*. Transfection with G2 results in a significant KD of *Npm1*, in comparison with a control transfection condition (NS). n=10 transfections for NS and n=11 transfections per guide from n=4 experiments. Data are shown as pooled from different experiments. Data are means +/- SD. Unpaired t-test, **p<0.01.

**d** Representative Western Blot for NPM1 and fibrillarin on lysates from N2A cells transfected with NS and G2 guides. β-actin was used as loading control. Two different experiments are shown.

**e** Quantification of Western blots as in **d** showing normalized protein levels (to β-actin) for NPM1 after NS and G2 transfection. n=7 transfections per condition (NS and G2) from 2 experiments. Data are means +/- SD. Unpaired -test, **p<0.01.

**f-h** Relative expression of SnoRNAs after *Npm1* KD. Data are normalized to the housekeeping gene *Hprt1*. n=10 transfections per condition (NS and G2) from 4 independent experiments. Data are means +/- SD. Unpaired t-test, *p<0.05.

**Supplementary Methods**

**Pilocarpine rat model**

The pilocarpine rat model was generated as part of previous studies [4, 5]. Paraffin preserved tissue sections were used for studying *miR-92b-3p* expression by *in situ* hybridization and for assessing nucleolar morphology with NPM1 immunostaining. Briefly, status epilepticus (SE) was induced in 21 days old male Wistar rats (Charles River Laboratories) by intraperitoneal (i.p.) administration of lithium chloride (Li^+^) 18-20 h before subcutaneous injection of pilocarpine (40 mg/kg, Merck). Methyl-scopolamine (1 mg/kg, Sigma-Aldrich) was injected 30 minutes before the injection of pilocarpine to reduce the peripheral effects of pilocarpine. Subsequently the behavior of pilocarpine injected rats was classified according to the six stages of the Racine scale [11]. Finally, to suppress seizures and to reduce mortality, rats received an injection of diazepam (4 mg/kg, i. p., Centrafarm Services BV) after 1 h of SE. Only rats that reached stage 6 of seizures according to the Racine scale were considered as SE+ animals. Rats were monitored by video recording and from 15-18 weeks onwards pilocarpine injected rats displayed spontaneous recurrent seizures (SRS). Rats were also monitored for handling-induced seizures several times a day. In 44% of SE+ animals, SRS were detected. Control animals were injected with an equal volume of saline instead of pilocarpine. Experimental procedures were approved by local authorities and in line with European regulation. In the current study, paraffin-embedded tissue sections from different time points after SE induction (2, 4, 8 and 19 weeks) and their corresponding control sections were used for analysis.

***Tuberous sclerosis complex 1* (*Tsc1*) knockout mice**

Tissue sections from *Tuberous sclerosis complex 1* (Tsc1) knockout mice were used that lack expression of *Tsc1* in neurons. *Tsc1* knockout mice (*Tsc1*-ko) were generated as part of previous studies [7]. Briefly, inducible *Tsc1* knockout mice were obtained by crossing conditional biallelic floxed *Tsc1* mutant mice (Tsc1^tm1Djk^; MGI:2656240) [2] with tamoxifen inducible Cre^ERT2^ mice under the neuronal *CamK2a* promotor (Tg(Camk2a-cre/ERT2)2Gsc; MGI:3759305) [10] in a C57bl/6j background. Resulting mice were *Tsc1*^f/f^-Tg (*Camk2a-Cre^ERT2+^*) or *Tsc1^f/f^-Tg* (*Camk2a-Cre^ERT2-^*), named *Tsc1-Cre^+^* and *Tsc1-Cre^-^*, respectively. Cre recombinase was absent in *Tsc1-Cre^-^* animals and these were used as controls. Deletion of *Tsc1* gene was induced in 12-20 week old mice. Seizures were observed starting between day 8 and day 12 after gene deletion. Tonic-clonic seizures, characterized by generalized limb clonus and loss of posture, were observed in *Tsc1-Cre^+^* mice. All *Tsc1* knockout animals died between day 12 and 18 immediately after a tonic-clonic seizure, characterized by immobility and an abrupt flattening of electroencephalogram (EEG) activity [7]. Mice were perfused transcardially at day 12 after gene deletion with 4% paraformaldehyde in 1x PBS. Brains were isolated, incubated in 10% sucrose overnight and embedded in a solution with 12% gelatin and 10% sucrose. Experimental procedures performed on mouse brain tissue were approved by local authorities, in accordance with the institutional guidelines (license# AVD1010020172684) at the Erasmus MC university medical center, Rotterdam, The Netherlands. 20 µm thick brain sections were obtained on a cryostat (Catalogue# CM 1950, Leica Biosystems) and collected on glass slides and stored at -80^o^C until use. ISH for *miR-92b* was performed as described in the Methods section of the manuscript.

**Design and generation of plasmids with guide RNAs for NPM1 knockdown**

For transient knockdown of NPM1 in murine cell lines, we exploited the CRISPR-Cas13 system [1]. Guide RNA design and cloning was performed as described previously [3]. Briefly, guides were designed by using Cas13Design (https://cas13design.nygenome.org/) and CHOPCHOP (https://chopchop.cbu.uib.no/) [9, 14], based on the *NPM1* reference sequence for mouse *NPM1* (NM_001252260.1). Guides for mouse NPM1 were selected based on the longest available transcript (*ENSMUST00000075641.9*). Next we applied the following criteria for selecting guides that will result in good targeting efficiency: 1) guides with higher score value, 2) minimal off-target score, and 3) hybridizing to coding regions. Three guide sequences targeting *NPM1* were selected based on these criteria. Sequences of the different guides with 5’ sequence overhangs AAAC (forward primer) and AAAA (reverse primer) nucleotides, required for ligation into the CasRx plasmid, are provided in Supplementary Table 5.

For the generation of guide RNA plasmids, forward and reverse guide oligonucleotides (2 mg each, IDT DNA) were annealed using 1x annealing buffer (100 mM Tris, pH 7.5-8.0, 1 M NaCl, 10 mM EDTA) pH 7.5 and water in a final volume of 50 µl. Annealing was performed at 95^o^C for 5 min and samples were left to cool down to RT (approximately 2.5 h). The vector used for guide RNA cloning, *p-U6BbsI-CasRx*, was generated as described previously [3]. Ten µg of *p-U6BbsI-CasRx* was restriction digested with *BbsI* (Catalogue# R0539S, NEB) overnight at 37^o^C in reaction buffer. Then the reaction was run in 2% agarose gel, excised and purified using Purelink^TM^ (Catalogue#K210012, ThermoFischer Scientific) according to manufacturer’s protocol. For ligation, 1 µl of annealed oligos (1 in 5 diluted) were ligated in a 1 to 10 plasmid:insert ratio with *p-U6BbsI-CasRx* plasmid using the T4 DNA ligase kit (Catalogue#18005025, ThermoFisher Scientific) for 1 h at RT. Finally, bacterial transformation and sequence verification with Sanger sequencing (Macrogen Europe B.V.) were performed.

**Cell culture and cell lines**

Mouse Neuro2A neuroblastoma cells (RRID:CVCL_0470) were purchased from ATCC (CCL-131^™^). Cells were cultured in Dulbecco's modified Eagle's medium (DMEM), containing 10% FBS (ThermoFisher Scientific) and penicillin/streptomycin (100 U/ml and 100 mg/ml, respectively) at 37^o^C and 5% CO2. For Guide RNA transfections, Neuro2A cells (1.5 x 10^5^ cells/ml) were plated and transfected after 24 h. 250 ng plasmid expressing guide RNAs and 250 ng pXR001 *EF1a-CasRx-2A-EGFP* (pXR001: EF1a-CasRx-2A-EGFP was a gift from Patrick Hsu (Addgene plasmid # 109049; http://n2t.net/addgene:109049; RRID:Addgene_109049 [8]) expressing CRISPR-Cas13, were co-transfected using the Lipofectamine 2000 transfection reagent (ThermoFisher Scientific) according to manufacturer’s instructions. After 48 h, cells were harvested for gene expression analysis in 300 μl Qiazol and stored at -80^o^C until RNA extraction. RNA extraction, RT-qPCR and estimation of NPM1 KD were performed as described in the Methods section of the manuscript. Similarly, levels of selected SnoRNAs (*snord14e*, *snord35b*, *snord49a*) after NPM1 KD were estimated by RT-qPCR as described. Primer sequences for *NPM1*, *SnoRNAs* and housekeeping genes are provided in Supplementary Table 1. For quantification of protein levels three wells treated with the same transfection mix were pooled. Cells were lysed in RIPA buffer by scraping and by passing through a 27 g needle (BD Plastipak). The supernatant was collected by centrifugation at 13.200 g for 15 min at 4ºC. Western blot analysis for NPM1 and β-actin was performed as described in the Methods section of the manuscript.

**Supplementary Table 1:** RT-qPCR primers used in the study.

| **Primer name** | **Sequence (5'-3')** |
| --- | --- |
| h*GAPDH*_intr_fw | GGGCCTCACTCCTTTTGC |
| h*GAPDH*_fw | TGGAAGGACTCATGACCACA |
| h*GAPDH*_rev | GGGATGATGTTCTGGAGAGC |
| h*GOMAFU*_fw | GTGTGTGTCTGCTGAGGTG |
| h*GOMAFU*_rev | CTGGGGTTAGTAAGAAGAGAA |
| h*NEAT1*_fw | TCGGGTATGCTGTTGTGAAA |
| h*NEAT1*_rev | TGACGTAACAGAATTAGTTCTTACCA |
| h*MALAT1*_fw | GACGGAGGTTGAGATGAAGC |
| h*MALAT1*_rev | ATTCGGGGCTCTGTAGTCCT |
| m*Gapdh*_fw | CGTAGACAAAATGGTGAAGG |
| m*Gapdh*_rev | AGTGGAGTCATACTGGAACA |
| m*Gapdh*_intr_fw | TACAGACCCATGAGGAGTTC |
| m*Gapdh*_intr_rev | GTAGACCATGTAGTTGAGGTC |
| m*Neat1_*fw | CACACGCTTCTCTGTACTAA |
| m*Neat1*_rev | TGACAGAGGTCGAGAATGTA |
| m*Malat1*_fw | CCTAATCACAGACCCTTCAC |
| m*Malat1*_rev | AAATTACAGGCAAGGGGAAA |
| m*Eef2*_fw | TGCATCATTGAGGAGTCTGG |
| m*Eef2*_rev | CGATATGACACAACAGGGT |
| m*Eef2*_intr_fw | CTCATCCTTCTGCCTATGTG |
| m*Eef2*_intr_rev | ATATGACACAACAGGGTCAG |
| m*Npm1*_fw | TTCCTTGGCGTGATTCCGTC |
| m*Npm1*_rev | GCTCATTTTCATCATTATCCACGAA |
| m*Hprt1*_fw | ATGGGAGGCCATCACATTGT |
| m*Hprt1*_rev | ATGTAATCCAGCAGGTCAGCAA |
| m*Snord14e*_fw | CGGTTTCCACCAGAACGCAA |
| m*Snord14e*_rev | CATCCAAGGAAGGTAACTGC |
| m*Snord35b*_fw | TCTGTTCTCACGATGGTCTTCA |
| m*Snord35b*_rev | GCATCAGCTTTGTCAACTGGC |
| m*Snord38a*_fw | CTGTCCAGTTCTGCTACTG |
| m*Snord38a*_rev | CAGCACTAAAGTGTTCATC |
|  |  |
| h - human, m - mouse |  |

**Supplementary Table 2:** ncRNA and snoRNA mapping rates according to different k-mers sizes.

|  | **ncRNA** | | | | | **snoRNAs** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | K-mer size | | | | | | | |
| **Sample ID** | 13 | 15 | 17 | 19 | 23 | 13 | 15 | 19 |
| C3 cyt | 70% | 57% | 56% | 52% | 21% | 0,54% | 0,52% | 0,47% |
| C3 nuc | 79% | 73% | 72% | 70% | 24% | 9,15% | 9,09% | 8,66% |
| C1 cyt | 70% | 58% | 57% | 53% | 25% | 0,71% | 0,67% | 0,60% |
| C1 nuc | 81% | 75% | 74% | 72% | 23% | 8,34% | 8,29% | 7,90% |
| C2 cyt | 69% | 59% | 58% | 54% | 26% | 0,65% | 0,70% | 0,62% |
| C2 nuc | 83% | 78% | 77% | 75% | 23% | 10,38% | 10,31% | 9,75% |
| E3 cyt | 62% | 52% | 51% | 48% | 19% | 1,02% | 0,97% | 0,85% |
| E3 nuc | 63% | 56% | 56% | 53% | 22% | 10,81% | 10,69% | 10,11% |
| E2 cyt | 65% | 52% | 51% | 47% | 22% | 0,76% | 0,73% | 0,64% |
| E2 nuc | 69% | 64% | 63% | 60% | 21% | 9,86% | 9,73% | 9,70% |
| E1 cyt | 56% | 44% | 43% | 39% | 22% | 1,02% | 0,97% | 0,86% |
| E1 nuc | 69,5 | 66% | 65% | 63% | 22% | 13,04% | 12,92% | 12,08% |

**Supplementary Table 3:** Representative top 10 gene TPM (transcripts per million) average counts per k-mer (percentage relative to k-mer 13) in n= nuclear and n=3 cytoplasmic fractions from control and mTLE non-HS samples.

|  | K-mer 13 | K-mer 15 | K-mer 19 |
| --- | --- | --- | --- |
| C3 nuc | 100,00 | 100,13 | 98,43 |
| C1 nuc | 100,00 | 100,14 | 98,63 |
| C2 cyt | 100,00 | 100,83 | 105,00 |
| C2 nuc | 100,00 | 100,31 | 96,48 |
| E3 nuc | 100,00 | 100,17 | 97,63 |
| E3 cyt | 100,00 | 100,00 | 105,61 |
| E2 nuc | 100,00 | 100,16 | 97,65 |
| E1 cyt | 100,00 | 100,66 | 107,24 |
| E1 nuc | 100,00 | 100,11 | 101,40 |

**Supplementary Table 4:** Potential methylation targets of DE SnoRNAs predicted by Plexy [6].

| SnoRNA | Gene | Plexy  (Interaction energy) | TLE  (LogFold_2_  Change) | Gene function |
| --- | --- | --- | --- | --- |
| *snoRD14E* | *KCNT1* | -21.5 | no | Sodium-activated potassium channel subunit [12, 13] |
|  | *RNA18S* | no | no | rRNA subunit |
|  | *RNA28S* | no | no | rRNA subunit |
|  | *XIRP1* | -20.3 | +4.71 | Protects actin filaments during depolymerization [12, 13] |
| *snoRD35B* | *AGAP3* | -18.1 | no | Essential component of the N-methyl-D-aspartate (NMDA) receptor signaling complex [12, 13] |
|  | *TARS3* | -22.7 | no | Enables threonine-tRNA ligase activity [12, 13] |
|  | *RNA28S* | no | no | rRNA subunit |
|  | *CCL2* | -18.5 | +3.59 | Ligand for C-C chemokine receptor [12, 13] |
| *snoRD38A* | *RNA5S* | -18.7 | -5 | rRNA subunit |
|  | *KCNT1* | -20,1 | no | Sodium-activated potassium channel subunit [12, 13] |
|  | *RNA28S* | no | no | rRNA subunit |
|  | *NPAS4* | -22.2 | +3.81 | Transcription factor that regulates the excitatory-inhibitory balance within neural circuits [12, 13] |

**Supplementary Table 5: Guide RNA sequences for targeting *Npm1* mRNA.**

| **Guide** | **Oligo name** | **Sequence (5'-3')** |
| --- | --- | --- |
| mG1 | gRNA_m*Npm1*_fw1 | AAACTTGCATTATAAAAAGGACAGCCA |
|  | gRNA_m*Npm1*_rv1 | AAAATGGCTGTCCTTTTTATAATGCAA |
| mG2 | gRNA_m*Npm1*_fw2 | AAACACAGACATTTTCAAAGTTGCCAG |
|  | gRNA_m*Npm1*_rv2 | AAAACTGGCAACTTTGAAAATGTCTGT |
| mG3 | gRNA_m*Npm1*_fw3 | AAACGACGGAATCACGCCAAGGAA |
|  | gRNA_m*Npm1*_rv3 | AAAATTCCTTGGCGTGATTCCGTC |

**m - mouse, G - guide.**

**Supplementary References**

1. Abudayyeh OO, Gootenberg JS, Essletzbichler P, Han S, Joung J, Belanto JJ, Verdine V, Cox DBT, Kellner MJ, Regev A, Lander ES, Voytas DF, Ting AY, Zhang F (2017) RNA targeting with CRISPR–Cas13. Nature 550:280–284. doi: 10.1038/nature24049

2. Erdmann G, Schütz G, Berger S (2007) Inducible gene inactivation in neurons of the adult mouse forebrain. BMC Neurosci 8:63. doi: 10.1186/1471-2202-8-63

3. Gomes-Duarte A, Venø MT, de Wit M, Senthilkumar K, Broekhoven MH, van den Herik J, Heeres FR, van Rossum D, Rybiczka-Tesulov M, Legnini I, van Rijen PC, van Eijsden P, Gosselaar PH, Rajewsky N, Kjems J, Vangoor VR, Pasterkamp RJ (2022) Expression of Circ_Satb1 Is Decreased in Mesial Temporal Lobe Epilepsy and Regulates Dendritic Spine Morphology. Front Mol Neurosci 15:1–21. doi: 10.3389/fnmol.2022.832133

4. van der Hel WS, Hessel EVS, Bos IWM, Mulder S, Verlinde SAMW, van Eijsden P, de Graan PNE (2014) Persistent reduction of hippocampal glutamine synthetase expression after status epilepticus in immature rats. European Journal of Neuroscience 40:3711–3719. doi: 10.1111/ejn.12756

5. Kan AA, van der Hel WS, Kolk SM, Bos IWM, Verlinde SAMW, van Nieuwenhuizen O, de Graan PNE (2012) Prolonged increase in rat hippocampal chemokine signalling after status epilepticus. J Neuroimmunol 245:15–22. doi: 10.1016/J.JNEUROIM.2012.01.012

6. Kehr S, Bartschat S, Stadler PF, Tafer H (2011) PLEXY: efficient target prediction for box C/D snoRNAs. Bioinformatics 27:279–280. doi: 10.1093/BIOINFORMATICS/BTQ642

7. Koene LMC, van Grondelle SE, Proietti Onori M, Wallaard I, Kooijman NHRM, van Oort A, Schreiber J, Elgersma Y (2019) Effects of antiepileptic drugs in a new TSC/mTOR-dependent epilepsy mouse model. Ann Clin Transl Neurol 6:1273–1291. doi: 10.1002/acn3.50829

8. Konermann S, Lotfy P, Brideau NJ, Oki J, Shokhirev MN, Hsu PD (2018) Transcriptome Engineering with RNA-Targeting Type VI-D CRISPR Effectors. Cell 173:665-676.e14. doi: 10.1016/J.CELL.2018.02.033

9. Labun K, Montague TG, Krause M, Torres Cleuren YN, Tjeldnes H, Valen E (2019) CHOPCHOP v3: expanding the CRISPR web toolbox beyond genome editing. Nucleic Acids Res 47:W171–W174. doi: 10.1093/nar/gkz365

10. Meikle L, Talos DM, Onda H, Pollizzi K, Rotenberg A, Sahin M, Jensen FE, Kwiatkowski DJ (2007) A Mouse Model of Tuberous Sclerosis: Neuronal Loss of Tsc1 Causes Dysplastic and Ectopic Neurons, Reduced Myelination, Seizure Activity, and Limited Survival. The Journal of Neuroscience 27:5546–5558. doi: 10.1523/JNEUROSCI.5540-06.2007

11. Racine RJ (1972) Modification of seizure activity by electrical modification of after-discharge. Electroencephalogr Clin Neurophysiol 32:281–294

12. Safran M, Rosen N, Twik M, BarShir R, Stein TI, Dahary D, Fishilevich S, Lancet D (2022) The GeneCards Suite. Practical Guide to Life Science Databases 27–56. doi: 10.1007/978-981-16-5812-9_2/FIGURES/8

13. Stelzer G, Rosen N, Plaschkes I, Zimmerman S, Twik M, Fishilevich S, Iny Stein T, Nudel R, Lieder I, Mazor Y, Kaplan S, Dahary D, Warshawsky D, Guan-Golan Y, Kohn A, Rappaport N, Safran M, Lancet D (2016) The GeneCards Suite: From Gene Data Mining to Disease Genome Sequence Analyses. Curr Protoc Bioinformatics 54:1.30.1-1.30.33. doi: 10.1002/CPBI.5

14. Wessels HH, Méndez-Mancilla A, Guo X, Legut M, Daniloski Z, Sanjana NE (2020) Massively parallel Cas13 screens reveal principles for guide RNA design. Nat Biotechnol 38:722–727. doi: 10.1038/s41587-020-0456-9

How the deposited data were processed for this re-analysis (not part of the article)

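RNA collected with biotinylated *miR-92b* from nuclear and whole cell lysates of Neuro2A cells was compared with RNA collected with a biotinylated scrambled sequence (Scr) and with RNA from untransfected cells (control), in 6 groups of 3 samples. Samples were assigned to groups from the sample labels and the paper, and the sample number was taken from the labels.

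The authors selected RNA with oligo-dT beads, prepared stranded libraries, sequenced them on an Illumina HiSeq, trimmed the reads with Trimmomatic, aligned them with TopHat2 to GRCm38 (mm10), assembled loci with Cufflinks and compared groups with Cuffdiff. Some overlapping genes share 1 locus, while other loci have the same listed coordinates and separate values. The deposited normalized counts are a signal, the fragments on each locus divided by 1 size factor per sample. The deposited FPKM values, by sample in 1 table and by group in the comparison tables, are relative to transcript length and to the mapped fragments. The authors' comparison tables give a log2 fold change of the second group over the first, so that for *miR-92b* and Scr a positive value is a higher FPKM with Scr, with the p-value and q-value of Cuffdiff. The design had assumed raw counts as the first choice. Because the values are normalized counts, limma was used as the main test.

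All 635205 normalized counts above 0 were whole multiples of the value of 1 read in their sample (100% within 0.02 reads), so reads were recovered and used for edgeR, DESeq2 and depth. Between 3752991 and 22920038 reads per sample lay on loci with a symbol. The 115957 loci without a symbol, which held 4.51% to 15.3% of the reads, were left out of the tests. Of 52179 loci with a symbol, 15579 had a mean normalized count of at least 10 over the 18 samples and were tested. Of these, 1197 join more than 1 symbol. No column of per-sample values was left unmapped.

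The main test was limma with a variance trend on log2(normalized count + 1), in 1 model of the 6 groups, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were *miR-92b* against Scr in nuclear and in whole cell samples, nuclear against whole cell *miR-92b* samples, the difference between the 2 effects, and *miR-92b* and Scr against control in each compartment. Alternatives were pseudocounts of 0.5 and 8, a mean of at least 1 or 50 or no filter, the FPKM table with a pseudocount of 0.1, samples rescaled to the same median, quantile normalization, a model of the compared groups alone, limma's sample weights (arrayWeights), the sample number as a block, an absolute log2 fold change above 1 as in the legend of Fig. 3, DESeq2 on the recovered reads, and each sample left out in turn. edgeR's quasi-likelihood test on the recovered reads was added after the data were seen. The other alternatives, the tests of these comparisons, the gene families and the rule for named genes were fixed before the data were examined. DESeq2 gave no adjusted p-value for 18 of the 15579 loci, which were left out of its counts.

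Loci were named by rule: genes the paper names or labels in Fig. 3, up to 5 loci per direction past the threshold with groups that do not overlap, every snoRNA locus called in the deposited tables of *miR-92b* against Scr, and the 3 called members with the highest mean of each over-represented family. This gave 59 loci, of which 41 were tested. Some loci under the rule are not reported here. The paper's labels were known when the rule was written. Loci named outside the rule are marked as named after their values were seen.

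Over-representation of 7 gene families (cytosolic and mitochondrial ribosomal proteins, complex I subunits, translation elongation factors, translation initiation factors, proteasome subunits and snoRNA genes, each defined by gene symbol) among the authors' calls was tested by a one-sided Fisher's exact test over the loci each deposited table tested. The Reactome sets used by Panther were not used here. Shifts of the ribosomal protein loci and of loci with a match to the *miR-92b* seed in a 3' UTR were tested with limma's camera (preset correlation 0.01) and fry. Seed matches of 7 or 8 bases were located in the transcripts of GENCODE release M21 (GRCm38). PCA used log2(normalized count + 1), with exact permutation tests of the scores. The implied transcript length is the normalized count of a locus divided by its FPKM, scaled per sample to 1841 loci of 1 gene with 1 annotated transcript of at least 1000 nucleotides and at least 50 reads. The number of loci at a common depth is the number expected when a sample is thinned to 3752991 reads.

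The tests were checked on simulated counts drawn for the 15579 loci with the means, library sizes and spread of these samples, with 200 loci changed by a log2 fold change of 2. For nuclear *miR-92b* against Scr limma recovered 87 of these (43.5%) with 7 false calls, and for whole cell samples 96 (48.0%) with 8 false calls. DESeq2 recovered 101 and 110, with 24 and 55 false calls, and edgeR 85 and 97, with 5 and 4. With the lower spread of a dispersion of 0.05, limma recovered 195 and 192.

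Analyses used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The fractionation blots and RT-qPCR, the human samples and the sequencing reads were not analysed here.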

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

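Some tests were chosen after the results were seen. These were the matching of ribosomal protein loci on abundance and compartment together, and the use of values with 1 library left out as tests of a single library. They were also the tests of normalization and transcript length at the Pcmtd1 locus and the counts of other splits of the samples.

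Several libraries lay far from the others of their compartment, measured as the gap to the nearest library divided by the range. In recovered reads, this was nuclear *miR-92b* sample 2 (16931731 reads, gap 0.893 of the range of 9 libraries) and whole cell Scr sample 3 (22920038 reads, gap 0.657). Whole cell *miR-92b* sample 3 had the lowest share of reads on loci without a symbol (4.51%, gap 0.525), and in the PCA of 12 samples it lay apart on PC1 (score 226, gap 0.781) and PC2 (score -46.8, gap 0.693). Nuclear Scr sample 3 lay apart on PC3 (score -191, gap 0.767), nuclear Scr sample 2 on PC4 (score -10.3, gap 0.812) and whole cell Scr sample 1 on PC4 (score -189.5, gap 0.794). Of 16 groups of values tested, 8 were past the 95% limit of Dixon's test, where chance gives about 1 in 20. Principal components seek out directions in which a few samples differ, so distant samples on components are less surprising than this share. Library size was argued against: after thinning to 3752991 reads, whole cell *miR-92b* sample 3 still lay apart on PC1 (gap 0.758). A few loci taking many of the reads stays open: leaving out the 10 most-read loci of each library (20 of 15579 loci, gap 0.781) hardly moves a PCA on the log2 scale and decides nothing. A candidate explanation is that few RNA molecules were captured in some libraries, so that different loci were lost by chance in each. Of loci with a mean normalized count of at least 10 in the other nuclear samples, 987 had no read in both nuclear Scr samples 2 and 3, where independent loss at the same abundance gives 924.4 (ratio 1.07). Pairs of nuclear *miR-92b* samples, which lost few loci (32 to 42 in both), had ratios of 3.41 to 3.91. For whole cell *miR-92b* sample 3 and whole cell Scr sample 1 the ratio was 1.06. Chance loss gives ratios near 1, as found in these pairs. At most 2157 loci could be lost in both nuclear Scr samples 2 and 3, so their ratio had far less room to rise than in pairs that lost few loci. The ratios therefore leave chance loss as a candidate and do not decide it. A biological difference between Scr and *miR-92b* pulldowns in the amount of RNA collected was not tested. Nuclear Scr sample 1, with 19785 loci at the common depth, lay near the nuclear *miR-92b* samples (20084 to 20720).

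The 81 ribosomal protein loci moved in opposite directions in the compartments. Relative to other loci they were lower with *miR-92b* than with Scr in nuclear samples and higher in whole cell samples. The shifts differed by -0.99, past the threshold of limma's camera test. With fry, which tests against 0 and not against other loci, the difference did not pass the threshold. In nuclear samples the family mean was -0.22. Abundant loci moving together was argued against as the whole explanation: the means of 10000 sets of other loci matched on mean count centred on 0.0389 (middle 95% from -0.03 to 0.12). The mean of all loci was 0.38, so abundance may account for part of the family's distance from other loci. The amount of cytoplasmic RNA in the libraries was tested in 2 ways that gave different answers. Sets matched on the whole cell minus nuclear difference of the control libraries alone (2.68 for the family) centred on 0.40 (0.13 to 0.67), which argues against it. Sets matched on abundance and on this difference together centred on -0.30 (-0.41 to -0.20), which includes the family mean. Because the second test was chosen after the first had been seen, this explanation stays open. A single library was argued against, as the shift was still -0.40 and past the threshold of camera without nuclear Scr sample 3, and it was -0.40 without Scr sample 2 and -1.02 without Scr sample 1. Splits of the 6 nuclear samples gave a shift as large in 4 of 10, so chance cannot be excluded. The design does not allow a share under 0.1. Against nuclear control samples, the family shift was 0.08 with *miR-92b* (median 0.16) and 0.69 with Scr (median 0.44), both past the threshold of camera, so the distance between *miR-92b* and Scr lay mostly in the Scr samples. A biological difference between the *miR-92b* and Scr pulldowns stays open, untested.

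In whole cell samples the family mean was 0.31. Sets matched on abundance centred on -0.0412 (middle 95% from -0.14 to 0.06), which argues against abundant loci moving together. Sets matched on compartment alone centred on 0.29 (0.02 to 0.55) and sets matched on both on 0.30 (0.22 to 0.38), so that a difference in the amount of cytoplasmic RNA between libraries may account for the family's rise. It also rested on 1 library: without whole cell *miR-92b* sample 3 the shift was -0.30, with 8 of 81 loci higher with *miR-92b*. Splits as large were found in 9 of 10, so chance cannot be excluded. Against whole cell control samples, the shift with *miR-92b* was 0.14, not past the threshold of camera, while the family median was -0.14, of the other sign. With Scr the shift was -0.24 (median -0.44), past that threshold. A biological explanation was not tested apart from these.

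The locus joining Gm38372 and Pcmtd1 was higher with *miR-92b* in whole cell samples and not in nuclear samples. The difference between these effects was -2.45 (standard error 0.40, limma adjusted p = 0.0376), from -2.79 to -1.99 with 1 library left out. Its call was lost without any 1 of nuclear *miR-92b* samples 1, 2 and 3, nuclear Scr samples 2 and 3, whole cell *miR-92b* sample 1 and whole cell Scr samples 1 and 2. The call was also lost with a pseudocount of 0.5, a mean of at least 50, no filter, only the compared groups and the sample number as a block. Of 100 splits, 3 gave as many calls for this difference. With a single call that most single libraries decide, and no adjustment of this share for the other results tested in this way, chance is not taken as excluded for the difference. The locus was also higher than in whole cell control samples, which the paper does not report on (log2 fold change 2.30, limma adjusted p = 3.71e-04). A single library was argued against, as the lowest log2 fold change with 1 library left out was 1.83 and each of these fits called the locus. The authors' normalization was argued against, with 2.33 as the lowest value under rescaling to the median, quantile normalization and edgeR. Reads shared with its paralog were argued against, since Pcmtd2 changed by -0.16 (standard error 0.34, limma adjusted p = 0.918). Of the 84 choices of 3 of the 9 whole cell libraries, only the real one set a locus as far apart (moderated t of 8.48, next 6.06). This is the smallest share the test can give, and it is not adjusted for the other results tested in this way. A chance choice of libraries is thus argued against and not taken as excluded. The limma adjusted p-value with only the 2 compared groups in the model was 0.956, the highest of its alternatives (5.43e-12 to 0.956). A change in which transcript of the locus was collected stays open: the implied length was 2482 to 3340 nucleotides in whole cell *miR-92b* samples (median 2521) and 2867 to 5030 in the other whole cell samples (median 4761), and the ranges overlap. The locus has a seed match in its 3' UTR, and capture through it is a hypothesis that was not tested at this locus. It leaves the nuclear samples, where the locus did not rise (-0.16, limma adjusted p = 1.00), without an explanation. No sample holds RNA from before the pulldown, so a changed level of this RNA in the transfected cells stays open too.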

How the results depend on the processing

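The test with edgeR on recovered reads was added after the data were seen. The separation of nuclear and whole cell samples on PC1 had the same direction and the smallest possible exact permutation p-value under all alternatives tried (0.00216 for the 12 samples and with each sample left out, 4.11e-05 for all 18).

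The counts of called loci were small and moved with the processing. For *miR-92b* against Scr in nuclear samples the count was 0 in the main test and under 16 of 20 alternatives. It was 5 with no filter (28348 loci tested), 1 with the FPKM table and 1 with DESeq2. With each sample left out it ranged from 0 to 49, the highest without nuclear Scr sample 1 (44 higher and 5 lower with *miR-92b*). The loci called with no filter are Gm11196, Gm11737, Miox, Gm13630 and AB124611, with the FPKM table 2010107E04Rik, and with DESeq2 Lars2, all named after their values were seen. In whole cell samples the count was 1 (Pcmtd1) in the main test, 2 with a pseudocount of 8, 3 with a mean of at least 1, 3 with no filter, 2 with the FPKM table, 4 with samples rescaled to the median, 2 with quantile normalization, 0 with only the compared groups, 2 with arrayWeights and 176 with DESeq2. Pcmtd1 was among the calls in each of these but the 1 with 0 calls. Named after their values were seen, 1700020I14Rik was added with a pseudocount of 8, a mean of at least 1, rescaling and quantile normalization, and Gm37470 with a mean of at least 1, no filter, rescaling and arrayWeights. Rbfox2 was added with rescaling, Mmp21 with no filter and Gm13666 with the FPKM table. With each sample left out the count ranged from 2 to 77, and it was 77 without *miR-92b* sample 1 (7 higher and 70 lower), 5 without *miR-92b* sample 2, 2 without *miR-92b* sample 3, 3 without Scr sample 1, 13 without Scr sample 2 and 4 without Scr sample 3. Beside these loci, the calls were Gm37420, Cenpe and Gm36958 without *miR-92b* sample 2, Tmem67 without Scr sample 1 and Tysnd1 and Prox2 without Scr sample 3. The cause was not tested.

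For nuclear against whole cell *miR-92b* samples the count was 2071, and 597 with only the compared groups, where fewer samples enter. It ranged from 975 to 2914 with each sample left out: 975 without whole cell *miR-92b* sample 3, 1213, 1123 and 1137 without nuclear *miR-92b* samples 1, 2 and 3, and 2914 without whole cell *miR-92b* sample 1. The calls divided into 1038 higher and 1033 lower in nuclear samples, 741 and 1288 after rescaling, 349 and 1064 with the FPKM table and 134 and 463 with only the compared groups. The difference between the compartments in the effect of *miR-92b* gave 1 call (Pcmtd1). It gave 0 with a pseudocount of 0.5, 0 with a mean of at least 50, 0 with no filter, 2 with the FPKM table, 0 with only the compared groups and 40 with DESeq2. It ranged from 0 to 5 with each sample left out: 5 without nuclear Scr sample 1, 2 without whole cell Scr sample 2 or 3, and 0 without any 1 of the nuclear *miR-92b* samples, nuclear Scr samples 2 and 3, whole cell *miR-92b* sample 1 and whole cell Scr sample 1. Beside Pcmtd1, and named after their values were seen, the calls were 2010107E04Rik with the FPKM table, Abcc3, Gm28529, Necap1 and the locus of Gpatch3 and Gpn2 without nuclear Scr sample 1, and Prox2 without whole cell Scr sample 3. Without whole cell Scr sample 2 they were Kbtbd7 and 1500017E21Rik, and not Pcmtd1. The cause was not tested.

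Against control, the nuclear *miR-92b* count was 0, with 5 with no filter, 4 with arrayWeights and 0 with each sample left out. The first are the 5 loci called against Scr with no filter and the others Gm28437, Gm10260, Pdia3 and Rplp1. The whole cell *miR-92b* count was 1 (Pcmtd1), with 2 with a pseudocount of 8, 2 with a mean of at least 1, 3 with no filter, 3 with rescaling, 2 with quantile normalization, 0 with only the compared groups, 5 with arrayWeights and 21 with DESeq2. It ranged from 1 to 7 with each sample left out, and was 7, 4 and 2 without *miR-92b* samples 1, 2 and 3. The calls beside Pcmtd1 with counts of up to 5 were among 1700020I14Rik, Rbfox2, Gm37470, Cox7a1, Mmp21, Psmb8, Lrrc4 and Gm36958. For Scr against control, the nuclear count was 0, with 1 (2010107E04Rik) with the FPKM table and 69 without Scr sample 1 (range 0 to 69), and the whole cell count was 0, with 1 (Cox7a1) with no filter, 37 with DESeq2 and 12 without Scr sample 2 (range 0 to 12). The cause was not tested.

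The nuclear ribosomal protein shift of -0.61 kept its direction and passed the camera threshold under the alternatives other than fry, which tests the family against 0. It ranged from -1.02 (without Scr sample 1) to -0.40 (without Scr sample 2 or 3) with each sample left out. In whole cell samples the family was not past the threshold with fry either. The whole cell shift of 0.39 ranged from -0.30 to 0.79 with each sample left out. It was reversed to -0.30, past the threshold of camera, without *miR-92b* sample 3, and was 0.67 without *miR-92b* sample 1, 0.79 without *miR-92b* sample 2 and 0.23 without Scr sample 2. The nuclear shift of loci with a seed match (-0.22) passed the threshold of camera only with samples rescaled to the median, where the shift is the same. Its range with each sample left out was -0.31 to -0.16. The whole cell shift (0.12) ranged from 0.0410 to 0.19 and did not pass in any of its alternatives. The cause was not tested.

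Among the authors' calls, 4 families were over-represented in nuclear samples, 3 with a background of loci with a mean FPKM of at least 1 (complex I subunits no longer passed), and 0 among the calls higher with *miR-92b* only, where no member of a family is left. For whole cell samples 2 families were over-represented, 0 among the calls with an absolute log2 fold change above 1, 1 with a background of loci with a mean FPKM of at least 1 and 3 among the calls higher with *miR-92b* only. The cause was not tested.

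Over 45 pairs of samples with the same number in different groups, deviations from the group mean were hardly correlated. The correlations ranged from -0.0438 to 0.109 (median 0.00219) and 1 was above 0.1. In nuclear samples, the share of reads on loci without a symbol was lower in sample 1 of each group. It was 10.8% (control), 9.96% (*miR-92b*) and 10.4% (Scr) there, and 13.1% to 15.3% in samples 2 and 3. In whole cell samples the lowest share lay in control sample 1, *miR-92b* sample 3 and Scr sample 2. Whether samples with the same number share an experiment stays open. With the sample number as a replicate block, the count was 0 for nuclear and 2 for whole cell *miR-92b* against Scr, 2160 for nuclear against whole cell, 0 for the difference between compartments and 2 for whole cell *miR-92b* against control, and the direction and side of the threshold of the ribosomal protein and seed shifts did not change.

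Of 1620 values of named loci under the alternatives, 100 had the other sign with neither value past the threshold, 5 passed the threshold only under the alternative and 1 no longer passed it (Pcmtd1 in whole cell samples with only the compared groups). None with a call was reversed. Depth limits loci with few reads: at a mean of at least 1, 22562 loci could be tested and at a mean of at least 50, 10571.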

Differences from the paper's values

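The values here come from tests fixed before the data were examined, apart from the edgeR test and the comparison of each setting's calls with those of the authors' deposited tables, which were chosen after the results were seen. For *miR-92b* against Scr in nuclear samples, the paper reports 129 differentially expressed genes, and limma on the deposited normalized counts called 0 of 15579 loci. For whole cell samples, the paper reports 267, and limma called 1. None of the alternatives set before the data were examined reached the paper's values: the nuclear count ranged from 0 to 49 and the whole cell count from 0 to 176. The highest were 49 without nuclear Scr sample 1, and 176 with DESeq2 and 77 without whole cell *miR-92b* sample 1 in whole cell samples. edgeR called 0 and 1. The numbers of loci called by Cuffdiff in the authors' deposited tables, 129 and 267, match the paper's.

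Some settings called loci that are among the 129 and 267 calls of the authors' deposited tables, each with the same direction. For nuclear samples these were 1 locus with DESeq2 (Lars2) and 6 of the 49 calls without Scr sample 1. For whole cell samples the locus of Pcmtd1 was shared by limma, by edgeR and by all alternatives but the one with only the compared groups. DESeq2 shared 25 of its 176 calls with the authors' deposited table, and limma 6 of its 77 calls without *miR-92b* sample 1. Named after their values were seen, 1700020I14Rik was also shared with a pseudocount of 8, a mean of at least 1, samples rescaled to the median, quantile normalization, the sample number as a block and without Scr sample 3. Rbfox2 was shared with samples rescaled to the median and without *miR-92b* sample 3, and Psmb3 without Scr sample 2.

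Among the loci named by rule, DESeq2 called Gm21994 (adjusted p = 8.45e-05, range over its alternatives up to 0.956), Aim1l (adjusted p = 0.0153, up to 0.956) and Coro1a (adjusted p = 0.0481, up to 1.00) in whole cell samples, as well as a second locus of Tmem200a (XLOC_015696, adjusted p = 0.0213, up to 0.956) that is not the one labelled. limma called the locus of Rpl23a and Snord42b in nuclear samples without Scr sample 1 (adjusted p = 0.0241, up to 1.00).

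The legend of Fig. 3 describes genes labelled in red as upregulated and genes in blue as downregulated. Over the 24 labels, 14 loci had a higher FPKM with Scr and 10 with *miR-92b* in the authors' deposited tables. All 12 red labels had a lower FPKM with *miR-92b* than with Scr, and 10 of the 12 blue labels a higher one. The deposited log2 fold changes are Scr over *miR-92b*, and on that scale the 12 red labels are positive. The exceptions among the blue labels are Eaf2 (normalized counts of 0 with *miR-92b* and 14.4 with Scr) and Cnot8 (272 and 362).

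The paper presents snoRNAs and RNAs of ribosomal function as binding partners of *miR-92b* in the nucleus. In nuclear samples, all 4 called snoRNA loci and all 8 called ribosomal protein loci of the authors' deposited table had a lower FPKM with *miR-92b* than with Scr. Of the whole cell calls, 3 of 5 snoRNA loci and all 14 ribosomal protein loci had a higher FPKM with *miR-92b*.

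For whole cell samples, the paper names translation initiation among the enriched pathways. Among gene families defined by symbol, which are not the paper's Reactome sets, translation initiation factors had an adjusted p-value of 0.0588 by a one-sided Fisher's exact test. It was 0.0349 with only the calls higher with *miR-92b*, 0.101 with a background of loci with a mean FPKM of at least 1 and 0.572 with calls of an absolute log2 fold change above 1. For nuclear samples, the paper names translation elongation and complex I, and the families of elongation factors (adjusted p = 5.31e-05, range over its alternatives 8.33e-05 to 1.00) and complex I subunits (adjusted p = 0.0356, range 0.0306 to 1.00) passed the threshold. With a background of loci with a mean FPKM of at least 1, complex I subunits did not pass it (adjusted p = 0.0548), and with only the calls higher with *miR-92b* neither family had a called member.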

Other observations

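The comparison of FPKM with counts and the numbers of other splits of the samples were chosen after the results were seen.

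Other splits of the same samples were counted for each count of called loci. For whole cell *miR-92b* against Scr (1 call), 5 of 10 splits gave a count as large. For nuclear against whole cell *miR-92b* samples (2071 calls) and for whole cell *miR-92b* against control (1 call), 1 of 10 did, the real one. With 10 splits no share can fall below 0.1, so these counts alone cannot exclude chance. Other tests bear on the same comparisons. Chance can be excluded for the separation of nuclear and whole cell samples on PC1 (exact permutation p = 0.00216 over the 12 *miR-92b* and Scr samples). The locus of Pcmtd1 is the 1 call of both whole cell comparisons. Of the 84 choices of 3 of the 9 whole cell libraries, 1 set a locus as far apart, the real one. That is the smallest share possible there and is not adjusted for the other comparisons, so it argues against chance and does not exclude it. Where the count was 0, for nuclear *miR-92b* against Scr and for nuclear *miR-92b*, nuclear Scr and whole cell Scr against control, all 10 splits necessarily gave a count as large, which says nothing about chance. For the difference between the compartments (1 call), 3 of 100 splits gave a count as large. This share is not adjusted for the other comparisons and the call is lost in several settings, so chance is not taken as excluded there.

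The sample with the highest count was noted for each of the authors' calls. Of the 92 nuclear calls lower with *miR-92b* and with a mean normalized count of at least 10, 82.6% had their highest count in Scr sample 2 or 3, where 66.7% would be given by chance. Of loci not called that were lower with *miR-92b*, 88.1% did, so the share is consistent with libraries with few loci giving the extreme values of called and uncalled loci alike. Of 165 whole cell calls higher with *miR-92b*, 77.0% had their highest count in *miR-92b* sample 3, against 51.6% of loci not called and 33.3% by chance. The higher share among loci not called fits the same explanation, while the further rise among the calls was not tested. The threshold of Cuffdiff and the biology of these loci were not tested either.

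The FPKM and the normalized counts of the same samples gave different changes for many calls. Of 105 nuclear calls with a mean normalized count of at least 10, 45 (42.9%) had log2 ratios of FPKM and of counts that differed by more than 1, against 605 of 15646 loci not called (3.87%). For whole cell calls this was 50 of 219 (22.8%) against 780 of 15055 (5.18%). By counts, the change was smaller than 1 on the log2 scale for 64 nuclear and 120 whole cell calls, and of the other sign for 3 and 10. Examples named after their values were seen are the locus joining Ppm1h and Mir8104, whose implied transcript length was 11.4 nucleotides in nuclear Scr sample 1, and Gm14406, with 0.278 nucleotides in whole cell Scr sample 2. Gm23531 had 2.39 nucleotides in whole cell Scr sample 3. The locus of Snord107 had 246 nucleotides in whole cell Scr sample 1 and a median of 2540. How Cufflinks divided reads between transcripts of these loci was not tested.

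The snoRNA symbols among the authors' calls were tested against the hypothesis that the reads came from the host mRNA. The implied transcript length of the 7 joined loci had a median of 8.72 times the length of the longest snoRNA, in line with reads of the host mRNA in libraries selected for poly(A) RNA. Whether a snoRNA adds to the change of its locus stayed open: ribosomal protein loci with a snoRNA did not differ from those without in nuclear (permutation p = 0.118) or whole cell samples (permutation p = 0.631). Snord35a (XLOC_137925), which has a locus of its own, had 0 reads in all 18 samples. Binding of mature snoRNAs to *miR-92b*, which the libraries were not made to collect, was not tested.

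RNAs bound by *miR-92b* through its seed could be collected more often with *miR-92b* than with Scr. Of 11582 tested loci with an annotated 3' UTR, 980 have a match of 7 or 8 bases (GTGCAAT or GTGCAATA). In nuclear samples their mean log2 fold change lay below that of other loci (shift -0.22, camera p = 0.0787, with 1 of 10 splits as large in the exact permutation of the samples), although their own mean (0.17) and median (0.02) were above 0, so that camera and fry, which tests against 0, give different directions. The whole cell shift was 0.12 (camera p = 0.711, with 3 of 10 splits as large in the exact permutation of the samples), with a mean of 0.04 and a median of -0.0083. With the 343 loci with a match of 8 bases only, the camera p-values were 0.281 and 0.368. With 10 splits chance cannot be excluded for either shift, and fry passed the threshold for neither. A rise of RNAs with a seed match was not seen, and the spread between samples keeps the question open. No sample holds RNA from before the pulldown, so binding cannot be told from a changed level of these RNAs in the transfected cells. The shifts therefore do not decide on binding. The start of the mature sequence in the hairpin is general knowledge and is not given in the sources used here.

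The locus of Pcmtd1, called in whole cell samples, has an 8-base match in its 3' UTR on chromosome 1 of GRCm38, 7170346 to 7170353 on the plus strand (transcript ENSMUST00000061280.16), within the sequence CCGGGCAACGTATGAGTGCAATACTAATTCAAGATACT. Its 3' UTR of 3746 nucleotides is long. Of 11461 genes with a 3' UTR, 332 (2.90%) have an 8-base match, and of the 1000 genes with the most similar length (3144 to 4463 nucleotides) 6.5% have one.

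Known nuclear and cytoplasmic RNAs differed between nuclear and whole cell *miR-92b* samples as follows. The log2 fold change of nuclear over whole cell was 1.37 for Malat1 (limma adjusted p = 0.00189), 1.31 for the locus joining Gm27702 and Neat1 (limma adjusted p = 9.68e-04) and -2.64 for Gapdh (adjusted p = 1.22e-05). It was -5.79 for the mitochondrial locus that joins mt-Nd1, mt-Nd2, mt-Rnr1 and mt-Rnr2. Of loci with genes of nucleolar proteins, Npm1 had -1.84 (limma adjusted p = 1.61e-04), the locus joining Ncl with Mir3535 and Snora75 had -0.55 (limma adjusted p = 0.0492) and the locus joining Fbl and Dyrk1b had 0.19 (limma adjusted p = 0.552). The value of a joined locus cannot be given to 1 of its genes. The ribosomal protein loci as a family lay lower in nuclear samples relative to other loci (shift -2.73).

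Untransfected samples gave a further comparison that the paper does not describe in its results. With limma, nuclear Scr samples differed from nuclear control samples at 0 loci (916 at an unadjusted p-value below 0.05, edgeR 0, DESeq2 0) and whole cell Scr from whole cell control samples at 0 loci (793 at an unadjusted p-value below 0.05, edgeR 0, DESeq2 37). Whole cell *miR-92b* differed from whole cell control at 1 locus (731 at an unadjusted p-value below 0.05, edgeR 1, DESeq2 21). The authors' deposited tables hold 115 calls for the last comparison and 1661 for nuclear against whole cell *miR-92b* samples.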
